# Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4

**DOI:** 10.1371/journal.pone.0179257

**Published:** 2017-06-09

**Authors:** Lisa D. Volk-Draper, Kelly L. Hall, Andrew C. Wilber, Sophia Ran

## Abstract

**Background:**

Myeloid-derived lymphatic endothelial cells (M-LECP) are induced by inflammation and play an important role in adult lymphangiogenesis. However, the mechanisms driving M-LECP differentiation are currently unclear. We previously showed that activation of Toll-like receptor-4 (TLR4) induces myeloid-lymphatic transition (MLT) of immortalized mouse myeloid cells. Here the goals were to assess the potential of different TLR4 ligands to induce pro-lymphatic reprogramming in human and mouse primary myeloid cells and to identify transcriptional changes regulating this process.

**Methodology/Principal findings:**

Human and mouse myeloid cells were reprogrammed to the lymphatic phenotype by TLR4 ligands including lipopolysaccharide (LPS), recombinant high mobility group box 1 protein (HMGB1), and paclitaxel. TLR4 induced similar MLT in cells from mice of different strains and immune status. Commonly induced genes were detected by transcriptional profiling in human and mouse myeloid cells from either immunocompetent or immunodeficient mice. Shared trends included: (1) novel expression of lymphatic-specific markers vascular endothelial growth factor receptor-3 (VEGFR-3), lymphatic vessel endothelial hyaluronan receptor-1 (LYVE-1) and podoplanin (PDPN) largely absent prior to induction; (2) lack of notable changes in blood vessel-specific markers; (3) transient expression of VEGFR-3, but sustained increase of vascular endothelial growth factor-C (VEGF-C) and a variety of inflammatory cytokines; (4) dependency of VEGFR-3 upregulation and other LEC genes on NF-κB; and (5) novel expression of lymphatic-specific (e.g., PROX1) and stem/progenitor (e.g., E2F1) transcription factors known for their roles in adult and embryonic vascular formation. M-LECP generated by TLR4 ligands *in vitro* were functional *in vivo* as demonstrated by significantly increased lymphatic vessel density and lymphatic metastasis detected in orthotopic breast cancer models.

**Conclusions/Significance:**

We established a novel TLR4-dependent protocol for *in vitro* production of functionally competent M-LECP from primary human or mouse myeloid cells and identified many potential regulators of this process. This information can be further exploited for research and therapeutic purposes.

## Introduction

The lymphatic system plays a key role in physiology to ensure tissue homeostasis, lipid metabolism, and immune defense [1,2]. Abnormalities, due to genetic mutation, disease or surgery, result in lymphedema and associated pathologies due to inadequate tissue perfusion, chronic inflammation, and defective immune response [2]. Tumor-induced lymphangiogenesis is central to metastasis because tumor spread typically begins with lymphatic-assisted cell transport to regional lymph nodes [3,4]. Detailed understanding of the mechanisms underlying lymphangiogenesis, i.e. generation of new lymphatic vessels, is needed to address therapeutic needs of deficient or excessive lymphatic formation. Previous studies established that postnatal lymphangiogenesis is induced by chronic inflammation, tissue injury or cancer [3,5]. Whether this process requires lymphatic endothelial cell progenitors (LECP) remains a subject of debate [6,7]. Clarification of this question would advance our current understanding of lymphatic biology and promote the rational design of therapies intending to control lymphatic formation under pathological conditions.

Two concepts exist to explain mechanisms driving adult lymphangiogenesis. In the first and most widely held view, lymphangiogenesis occurs via sprouting from existing lymphatic vessels following activation of vascular endothelial growth factor receptor 3 (VEGFR-3) on lymphatic endothelial cells (LEC). VEGFR-3 activated by its ligands VEGF-C [8] or VEGF-D [9] promotes LEC division followed by their migration into a matrix-guided shaft and formation of a new sprout from the original “mother” vessel. This concept assumes that postnatal lymphangiogenesis does not require LECP originating from bone marrow (BM)-derived myeloid cells (BMDM) or other avascular sources [6]. It is accepted that BMDM promote lymphatic formation; however, their pro-lymphatic role is thought to be restricted to production of paracrine lymphangiogenic factors such as VEGF-A [10] or VEGF-C [11].

An alternative concept infers that LECP present in tumors [12,13] and other inflamed sites [13–16] play a significant role in lymphatic formation [17,18]. This concept is supported by observations not effectively explained by the canonical view. First, BMDM, putative precursors for lymphatic progenitors, are ubiquitously associated with lymphangiogenesis [19], and density of BMDM at inflamed sites including tumors directly correlates with number of lymphatic vessels [11]. Second, inflammation and tumor-mobilized BMDM often express lymphatic-specific markers such as VEGFR-3 [14,15], LYVE-1 [12,14], and podoplanin (PDPN) [12,13,16]. Expression of LEC markers in myeloid cells that prior to inflammation lack these proteins strongly supports the idea that these cells are lymphatic progenitors derived from myeloid precursors [17]. This notion is also supported by expression of stem/progenitor markers such as CD133 in this cell population [20,21] suggesting their immature status. Third, cells with mixed myeloid-lymphatic identity possess the unique ability to integrate into preexisting lymphatic vessels [16,22], an event that precedes sprouting [13,15,22]. The requirement for structural contribution of LECP to lymphatic vessels cannot be explained by a paracrine induction of lymphangiogenesis, which, by definition, exclusively relies on soluble factors. Fourth, LECP are absent in healthy persons but present at high levels in the blood of cancer patients. Moreover, levels of circulating LECP strongly correlate with disease stage, lymph node metastasis, and patient survival [21,23]. Thus, LECP exist in humans and significantly impact cancer pathology. Finally, LECP can be generated from human or mouse myeloid cells by inflammatory mediators under controlled conditions *in vitro* [12,22,24]. *In vitro* generated LECP possess many LEC properties and have the ability to expand the lymphatic network at inflammatory or tumor sites *in vivo* [12,13,24,25]. Collectively, these studies provide evidence for existence of adult LECP and their role in expanding existing lymphatics under inflammatory conditions including tumors. We expand upon this idea by proposing that either pathogen-related or cancer-induced inflammation causes pro-lymphatic reprogramming of myeloid or hematopoietic precursors followed by recruitment of these cells to inflamed sites or tumors where they promote formation of lymphatic vessels. Because this subset is mainly derived from myeloid cells [15,16,22,26], we refer to it as Myeloid/Monocyte-derived Lymphatic Endothelial Cell Progenitors (M-LECP).

*In vitro* differentiation of myeloid precursors into lymphatic-like cells represents the key evidence supporting the existence and functional significance of M-LECP. Such pro-lymphatic reprogramming has been shown for human monocytes isolated from peripheral or cord blood [24,27], human pluripotent stem cell lines [25], mouse embryonic cells [28], mouse BM-derived CD11b^+^ and mononuclear cells [13,16,29], mouse and human mesenchymal stem cells [30] and adipose-derived stem cells [31]. The main criteria for defining differentiated cells as LECP are as follows: 1) expression of specific LEC markers [16,24,25,27]; 2) acquisition of an endothelial-specific cobblestone morphology and/or ability to form tubes when grown in matrigel [16]; 3) demonstrated function *in vivo* evidenced by integration into lymphatic vessels [12,15,22] and a statistically significant increase in lymphatic vessel density (LVD) in inflammatory and tissue remodeling models [24,25,32]; and 4) evidence for enhanced functionality of new lymphatics such as improved relief from lymphedema [32] and an accelerated rate of healing wounds [25].

While these collective reports solidly support the existence of lymphatic progenitors, many details regarding M-LECP phenotype, inductive stimuli and differentiation mechanisms are currently unclear. The main factors known to induce pro-lymphatic differentiation are VEGF-A and VEGF-C [24,25,27,33]. We previously reported [22] that pro-lymphatic differentiation can also be induced by lipopolysaccharide (LPS), a ligand of Toll-Like Receptor-4 (TLR4). TLR4-mediated generation of lymphatic progenitors is consistent with reported LPS-driven lymphangiogenesis in inflammatory models [22,34] and detection of lymphatic insufficiency in TLR4-null mice [35].

We previously showed TLR4-dependent myeloid-lymphatic transition (MLT) in a mouse immortalized macrophage line, RAW264.7 [22]. Here, we used three structurally unrelated TLR4 ligands to demonstrate MLT of primary human and mouse myeloid cells. Adoptive transfer of M-LECP into mice with peritonitis and orthotopic breast cancer models resulted in their integration into lymphatic vessels followed by increased LVD. We show that TLR4 induces lymphatic reprogramming independently of mouse strain or immune status, and that human and mouse M-LECP generated by TLR4 activation exhibit similar profile of LEC-related genes. Collectively, results of these studies provide insights into development of the LEC lineage in adults, and establish an efficient differentiation protocol for production of human or mouse lymphatic-promoting cells. This new information expands our current understanding of the lymphatic biology and could be instrumental for development of therapeutic approaches to correct the disorders of the lymphatic system.

## Materials and methods

### Human blood collection

Human venous blood samples were purchased from Research Blood Components (Boston, MA). All samples lacked personal health information and were therefore de-identified.

### Animal ethics statement

Animal experiments were conducted in accordance with recommendations cited in the Guide for the Care and Use of Laboratory Animals of the National Institute of Health. Protocols were approved by the Laboratory Animal Care and Use Committee of Southern Illinois University School of Medicine.

### Materials

Lipopolysaccharide (LPS) derived from *Escherichia coli 055*:B5, TRI-Reagent and endotoxin-free sterile saline were from Sigma-Aldrich (St. Louis, MO). Dulbecco’s modified Eagle’s medium (DMEM), Dulbecco’s phosphate buffered saline (DPBS), and standard medium supplements were from Lonza (Basel, Switzerland). Colony stimulating factor 1 (CSF1) was from Biolegend (San Diego, CA). Mouse anesthetic cocktail consisted of ketamine (Fort Dodge Animal Health, Fort Dodge, Iowa), xylazine (Phoenix Scientific Inc., St. Joseph, MO) and sterile water. Nab-paclitaxel (nab-PXL) was purchased from a local pharmacy (Springfield, IL).

### Antibodies

The following primary anti-human antibodies were used: sheep anti-podoplanin, goat anti- VEGFR-3, anti-LYVE-1, anti-PROX1, anti-ITGA9, anti-VEGFR-2, anti-NRP2, anti-podocalyxin and anti-GFP, all from R&D Systems, Minneapolis, MN. Mouse anti-human CD14 and anti-CD68 antibodies were from Santa Cruz Biotechnology, Dallas, TX and Thermo Fisher, Waltham, MA, respectively. Rabbit anti-acetylated histone H3 and anti-Ki-67 were from Upstate, Billerica, MA and Cell Signaling Technologies, Danvers, MA, respectively. Rabbit anti-mouse Lyve-1 and rat anti-Meca-32 antibodies were from AngioBio, Del Mar, CA, and BioXCell, West Lebanon, NH, respectively. Secondary antibodies conjugated to FITC, Cy3, DyLight 488, DyLight 549, and APC donkey anti-rabbit, anti-sheep, anti-rat, anti-mouse and anti-goat IgG were all from Jackson ImmunoResearch Laboratories (West Grove, PA).

### Isolation of human monocytes from peripheral blood and mouse myeloid cells from bone marrow

#### Human cells

Human CD14^+^ monocytes were isolated from whole blood of healthy volunteers using standard methods. Briefly, blood was diluted 1:2 with DPBS supplemented with 2% FBS, layered on top of an equal volume of Lymphoprep in SepMate tubes (StemCell Technologies; Vancouver, BC), and centrifuged at 1,200 rpm for 1 hr at room temperature. Monocytes were isolated from the recovered mononuclear cells using anti-CD14 IgG-conjugated magnetic beads (Miltenyi Biotec; Cambridge, MA).

#### Mouse cells

Myeloid cells were isolated from unfractionated bone marrow (BM) of CB-17/SCID (Taconic, Hudson NY), C57BL/6 (Envigo, Indianapolis, IN) or GFP transgenic [C57BL/6-Tg(UBC-GFP)30SchaJ] mice by positive selection using anti-CD11b IgG-conjugated magnetic beads.

### Lymphatic reprogramming of CD14^+^ human monocytes and mouse bone marrow myeloid cells

Lymphatic reprogramming of human CD14^+^ monocytes and mouse CD11b^+^ BM cells was performed under identical conditions except for the use of species-specific CSF1 and time of preconditioning with CSF1 (7 days mouse or 10 days human). Cells were cultured in 6-well plates at a density of 3x10^6^ cells per well in DMEM supplemented with 10% FBS and 50 ng/ml of either human or mouse CSF1. Medium was refreshed on day 4. Following CSF1 pretreatment, cells were cultured with LPS (50 ng/ml), HMGB1 (50 ng/ml), nab-PXL (30 nM) or an equivalent volume of medium containing 50 ng/ml of CSF1 (control) for 96 hr, or pre-treated for 1hr with NF-κB inhibitors isohelenin (10μM), PDTC (5μM), or leptomycin-B (10μM) and then cultured with TLR4 ligands for 96 hrs. Differentiated cells were analyzed by RT-qPCR, flow cytometry or injected into mice pretreated with peritonitis or bearing syngeneic or xenograft breast tumors for assessment of the lymphangiogenic potential *in vivo*.

### RT-qPCR analysis and primer design

Total RNA was extracted using TRI-Reagent (Sigma Aldrich, St. Louis, MO) and 2 micrograms reverse transcribed using a RevertAid First Strand cDNA synthesis kit or SuperScript VILO cDNA Synthesis Kit (both from Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocols. Primers were designed to create an in-house RT-qPCR gene array specific for human inflammatory and lymphatic genes. This array contains a total of 180 targets, including 50 cytokines, 43 cytokine receptors, 40 transcription factors, 7 stem cell-specific targets, 18 endothelial-specific markers and 22 inflammatory genes. An accession number based on coding sequences was identified for each gene using NCBI database (Bethesda, MD). Accession numbers were used to obtain potential primer sequences via the Harvard Primerbank (https://pga.mgh.harvard.edu/primerbank/) or NIH qPrimerDepot (http://primerdepot.nci.nih.gov/). The sequence of each primer was compared against all known nucleotide sequences in the human genome using the NCBI BLAST alignment tool (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Only primers that had unique specificity to the individual target gene were used for validation. Primers were purchased from Integrated DNA Technology (Coralville, IA). Each primer pair at a concentration of 0.5 μM was validated in duplicate using four dilutions (1, 1:10, 1:100, and 1:1000) of human universal cDNA (1 μg per reaction) prepared in-house. RT-qPCR was performed with GoTaq Green Master Mix (Promega, WI) on a MasterCycle realplex PCR machine (Eppendorf, NY). The quality of each primer was confirmed by demonstration of a single peak on melt curve analysis and amplification efficiency by Ct slope regression analysis for the four cDNA dilutions where R^2^≥0.95 was deemed acceptable. Primer sequences in S1 (human) and S2 (mouse) Tables.

A typical RT-qPCR reaction consisted of an initial denaturation step at 95°C for 1 minute followed by 40 cycles of denaturation at 95°C for 15 seconds, and annealing, extension, and data acquisition at 60°C for 1 minute. A final melt curve for each primer was calculated by heating from 60°C to 90°C. Data were normalized to β-actin and relative mRNA expression was determined using the ΔΔCt method described previously [36]. Heat-maps of the average fold-change compared to CSF1-treated myeloid cells were generated using Gene-E software from Broad Institute (Cambridge, MA).

### Flow cytometry analyses

#### Assessment of endothelial cell functions

Mouse BM CD11b^+^ myeloid cells were analyzed at three time points: 1) on day of isolation designated as *ex vivo*, 2) on day 6 of CSF1 pretreatment; and 3) on day 10 after 4 days of treatment with 50 ng/ml of LPS. Cells were analyzed for the ability to uptake FITC-labeled acetylated-low density lipoprotein (AC-LDL) (Thermo Fisher) and bind Tomato and Ulex Europaeus Agglutinin 1 (UEA1) lectins (Vector Labs, Orton Southgate, U.K.). Cells were incubated for 4 hrs at 37^°^C with complete medium containing 10μg/ml of AC-LDL or lectins, washed twice with DPBS and either imaged using an Olympus BX41 microscope (Olympus, Center Valley, PA) or fixed with 1% paraformaldehyde and analyzed with an AccuriC6 flow cytometer (BD Biosciences) to quantify number of FITC-labeled cells and mean fluorescent intensity (MFI) using FlowJo software (Tree Star, OR). Experiments were performed in duplicate and reproduced twice.

#### Expression of lymphatic markers

Human CD14^+^ monocytes were evaluated for expression of VEGFR-3, LYVE-1 and PDPN at time of isolation (ex vivo), after 10 days of treatment with CSF1, and on day 14 after being grown with TLR4 ligands for 4 days. Monocytes were first incubated with Fc receptor blocking solution (BD Biosciences, San Jose, CA) followed by incubation with 2 μg/ml of anti-VEGFR-3, -LYVE-1 and -PDPN antibodies for 30 minutes on ice before they were washed with ice-cold F-Buffer (DPBS containing 2.5% horse serum and 0.02% sodium azide) and incubated with secondary antibodies conjugated to Dylight 488- or 650. Cells from at least three healthy donors were used for each experiment with replicates performed in duplicate or triplicate. Data were acquired with an AccuriC6 flow cytometer (BD Biosciences) and analyzed with FlowJo software (Tree Star, OR). Results are expressed as mean percentage (%) of cells positive for marker expression ± standard error mean (SEM) or when applicable, mean fluorescent intensity (MFI) ± SEM. Cells treated with CSF1 alone in the absence of TLR4 ligands served as controls.

### Generation of chimera mice and LPS-induced peritonitis

Chimera C57BL/6 mice were generated by lethal irradiation with 1100cGy using a Radsource RS2000 irradiator (Brentwood, TN) followed by intravenous (i.v.) injection of 10x10^6^ unfractionated BM cells collected from the femurs of GFP^+^ transgenic mice. All mice that survived 30 days post-transplantation were considered to have full reconstitution of BM. Mice that met this criterion were injected intraperitoneally (i.p.) with 50 μg of LPS in 500 μl sterile endotoxin-free saline for 5 consecutive days, then rested for 2 days before receiving another 5-day treatment. Control mice were treated identically but injected with 500 μl sterile endotoxin-free saline only.

### Culture of mouse and human breast carcinoma cell lines

A murine breast cancer cell line generated from a transgenic C57BL/6 MMTV-PyMT model was a generous gift from Dr. DeNardo (Washington University, St. Louis, MO). Mouse breast carcinoma EMT-6 cells were purchased from ATCC (Manassas, VA) and modified in-house for expression of Firefly luciferase (EMT6-Luc). Human breast carcinoma ZR-75 cells were purchased from ATCC and modified for expression of Renilla luciferase (ZR-75-Rluc). Cells were routinely tested for mycoplasma using immunodetection kit (R&D Systems, MN). EMT6-Luc and MMTV-PyMT were screened by Impact III testing through RADIL for mouse pathogens and determined to be negative. Cell lines were cultured in DMEM containing 5% FBS, 2 mM of glutamine, 1 mM of sodium pyruvate, and 1 mM of nonessential amino acids at 37°C in 10% CO_2_. Cells were passaged twice a week by incubating for five minutes at 37°C in 0.5 mM of EDTA dissolved in DPBS followed by 0.25% of trypsin.

### Syngeneic and xenograft breast tumor mouse models

Growth of orthotopically implanted breast tumor lines was described previously [37,38]. Briefly, 0.5x10^6^ of MMTV-PyMT, 1x10^6^ of EMT6-Luc, or 4x10^6^ ZR-75-RLuc cells suspended in 50% Matrigel were implanted into the mammary fat pad (MFP) of 5–6 week-old female C57BL/6 mice, BALB/c mice (Envigo, Indianapolis, IN) or CB-17/SCID mice (Taconic, Hudson, NY), respectively. Perpendicular tumor diameters were measured 2–3 times per week using digital calipers. Tumor volume was calculated according to the formula: volume = Dd^2^π/6, where D and d are larger and smaller diameters, respectively.

### Adoptive transfer of native CD11b^+^/Pdpn^+^ and CD11b^+^/Pdpn^-^ BM subpopulations to tumor-bearing mice

CD11b^+^ BM cells isolated from GFP^+^ transgenic mice were reacted with antibodies for mouse podoplanin (Pdpn) and FACS-sorted for positive and negative fractions using the Becton-Dickinson FACSAria II high-speed cell sorter. CD11b^+^/Pdpn^+^ and CD11b^+^/Pdpn^-^ cells (2x10^6^ for each fraction) were injected i.v. into mice bearing orthotopic MMTV-PyMT or EMT6-Luc tumors (n = 5 or 6 per group) implanted 3 days prior to injection of CD11b^+^/Pdpn^-^ or CD11b^+^/Pdpn^+^ cells. Tumors were harvested at the volume of 1800 mm^3^ followed by immunofluorescent analyses for recruitment of GFP^+^ cells and density of tumor-associated lymphatic vessels.

### Adoptive transfer of *in vitro* differentiated M-LECP into LPS-treated or tumor-bearing mice

Peritonitis was induced by intraperitoneal (i.p.) injections of LPS given daily two days prior to i.v. injection of 3-5x10^6^ of *in vitro* LPS-differentiated CD11b^+^ cells derived from BM of GFP^+^ mice. Experimental M-LECP were also injected into C57BL/6, BALB/c, or CB-17/SCID mice bearing orthotopic MMTV-PyMT, EMT6-Luc, or ZR-75-RLuc tumors, respectively. On days 14, 21 and 50 after M-LECP injection, mice were anesthetized by a ketamine/xylazine cocktail and perfused with 5 mM CaCl_2_ solution. Diaphragms or tumors were collected, snap-frozen and used for determining recruitment of GFP^+^ cells, vascular integration and induction of new lymphatic vessels. Lymph nodes and lungs were collected from mice bearing ZR-75-Rluc tumors for analysis of metastatic spread.

### Determination of metastatic burden

Tissues were homogenized in ice-cold lysis buffer (Promega) containing protease inhibitors. Renilla luciferase substrate (Biosynth, Staad, Switzerland) was mixed with lysates followed by luminescence detection using a luminometer (Berthold, Oak Ridge, TN). Extracts with luciferase activity of 1,000 relative light units (RLU)/s above background were considered positive for metastasis. Data are expressed as the mean RLU/s ±SEM from duplicate readings normalized per mg of total protein determined by Bradford assay. Statistical differences between groups was determined by a Mann-Whitney test.

### Immunofluorescent staining and analysis

All antibodies were diluted 1:100 in PBST (pH 7.4, 0.1% Tween-20) containing 5 μg/ml of bovine serum albumin (BSA). Frozen sections were fixed with acetone for 10 minutes, rehydrated in PBST for 10 minutes and incubated for 1 hr at 37°C with primary antibodies. Slides were washed and incubated for 1 hr at 37°C with DyLight 488- or 549-conjugated secondary antibodies. Slides were mounted in Vectashield medium containing 4,6'-diamidino-2-phenylindole (DAPI) nuclear stain (Vector Labs, Orton Southgate, U.K.). Tumor recruitment of GFP^+^ M-LECP was analyzed by determining the number of GFP-derived pixels per field from four separate fields and normalized by total pixels. Tumor lymphatic vessels identified by anti-Lyve-1 antibody were counted and the number was normalized per section area. Fifty blood or lymphatic vessels per tumor section were assessed for co-staining with anti-GFP antibody, and the data are expressed as the percentage of vessels co-expressing GFP. Images were acquired using an Olympus BX41 upright microscope equipped with a DP70 digital camera and DP Controller software (Olympus, Center Valley, PA) at magnification indicated in figure legends.

### Statistical analysis

All results are expressed as the mean ± SEM and statistical differences were assessed by unpaired Student’s *t*-test. P values < 0.05 were considered significant.

## Results

### Activation of TLR4 expressed in human CD14^+^ monocytes upregulates lymphatic-specific genes

We previously showed that LPS activation of TLR4 caused pro-lymphatic reprogramming of an immortalized mouse macrophage line RAW264.7 [22]. The goal of this study was to determine whether primary human and mouse myeloid cells could be similarly reprogrammed by LPS or other TLR4 ligands. CD14^+^ monocytes isolated from blood of healthy donors were pretreated with CSF1 for 10 days followed by treatment with LPS, HMGB1 or nab-PXL for 4 days. These ligands represent pathogen-derived [39], host-endogenous [40], and iatrogenic [41] TLR4 activators, respectively. 

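Ct values, the PCR cycles at which a product crosses the detection threshold, were taken from the authors' deposited table, which holds 150 targets in 12 samples. CD14+ monocytes treated with CSF1 alone, LPS (a bacterial TLR4 ligand), HMGB1 (a TLR4 ligand released by host cells) or nab-PXL (nanoparticle albumin-bound paclitaxel, a drug) gave 3 repeats each. The paper gives the doses as 50 ng/ml for LPS and HMGB1 and 30 nM for nab-PXL. The sample labels give 30 ng/ml for HMGB1 and 7 days of CSF1 pretreatment, where the paper gives 10 days. The paper states that samples were analyzed in triplicate, and its text does not name whether a repeat was a separate culture or a PCR well. A figure legend of the paper gives the triplicate of each target separately from the repetition of the experiments. Each SD therefore describes the spread between repeats of unknown kind, and the p-values rest on this spread. If the repeats were PCR wells, the p-values do not measure variation between cultures or donors. The mean Ct of β-actin (ACTB), the reference gene, was 13.8 ± 0.0751 (SD, n = 3) with CSF1 alone, 13.8 ± 0.0416 with LPS, 13.9 ± 0.0321 with HMGB1 and 13.9 ± 0.0361 with nab-PXL. The other targets had Ct values from 17.02 to 36.88. Their median Ct was 30.4 with CSF1 alone, 26.0 with LPS, 26.9 with HMGB1 and 27.5 with nab-PXL. A mean Ct of 35 or later was found for 19 targets with CSF1 alone and for 3 targets with each ligand. CXCR2 was undetermined in every sample, which left 148 targets to test.

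The β-actin Ct of the same sample was subtracted from the Ct of each target. The negative of this difference, a log2 scale on which 1 unit is 1 cycle, was compared between treatments with limma on all 12 samples, and p-values were adjusted by the Benjamini-Hochberg method over the 148 targets. Fold changes are means over the 3 repeats of a ligand against the average of the 3 CSF1 repeats. The median SD between repeats was 0.0540 cycles with CSF1 alone, 0.0513 with LPS, 0.0500 with HMGB1 and 0.0493 with nab-PXL. The authors also deposited fold changes. Those of 141 out of 147 targets follow from the Ct values when the mean β-actin Ct of each treatment is subtracted. Those of ANGPT1, CCR1, EPAS1, HIF1A and IL10RA are among those that do not.

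For 81 of 149 targets with Ct values, all 3 repeats of at least 1 treatment carried the same decimals as those of another target, with Ct values equal or whole cycles apart. Such sharing was found for 138 pairs of targets summed over the 4 treatments. In 1000 random draws that moved the repeats of each target together by hundredths of a cycle, a mean of 2.12 and at most 9 pairs were found. The p-values of such targets are not independent of those of their partners.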

After 4 days of differentiation, transcripts from TLR4-activated cells were compared with those from cells treated by CSF1 alone using RT-qPCR and an in-house constructed array of genes commonly expressed in endothelial, stem/progenitor and activated immune cells (S3 Table; GEO datasets GSE75518 & GSE78162).

Table 1 shows that compared with CSF1 alone, all three TLR4 ligands induced profound shifts in human monocytes towards the vascular phenotype as evidenced by considerable upregulation of endothelial-specific genes such as CD105 (199- to 860-fold), E2F1 (75- to 200-fold), and VEGF-A (46- to 81-fold). 

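CD105, listed in the files as ENG, had a fold change of 868 ± 53.7 (SD, n = 3) with LPS, 662 ± 14.8 with HMGB1 and 199.8 ± 13.3 with nab-PXL. On the log2 scale, these were changes of 9.76, 9.37 and 7.64 (standard error 0.06 each), with adjusted p-values of 2.21e-20, 6.81e-20 and 3.61e-19 from limma. In CSF1-treated cells its mean Ct was 35.5, and it shares repeat decimals with BCL2. The alternative that moved these values most was the median Ct of all targets as the reference in place of β-actin, which gave log2 fold changes of 5.32, 5.77 and 4.59 for LPS, HMGB1 and nab-PXL. E2F1 had fold changes of 206 ± 10.9 with LPS, 162 ± 5.62 with HMGB1 and 78.8 ± 2.55 with nab-PXL. The Ct values of E2F1 and CCL19 are equal in all 12 samples. VEGF-A had fold changes of 81.9 ± 5.10 with LPS, 73.6 ± 3.61 with HMGB1 and 46.8 ± 4.38 with nab-PXL, and shares repeat decimals with NOS2. Its Ct in CSF1-treated cells ranged from 31.48 to 33.21, and without the CSF1 repeat with the latest Ct its log2 fold change with LPS fell from 6.35 to 5.82. All 8 vascular genes of Table 1 with Ct values were higher in 3 of 3 repeats of each ligand than in every CSF1 repeat, and the count past an adjusted p of 0.05 was 8 for each ligand over all targets and also when adjusted over the list alone. Their fold changes ranged from 5.17 to 868 with LPS, from 1.89 to 662 with HMGB1 and from 2.66 to 199.8 with nab-PXL. Of these genes, 6 rose by more than the median of all targets with LPS, 6 with HMGB1 and 4 with nab-PXL.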

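Table 1 lists 10 lymphatic-specific genes, all with Ct values in the files: PDPN, VEGF-C, ITGA9, VEGFR-3 (FLT4), LYVE-1, SOX18, COUPTF2 (NR2F2), FOXC2, VEGF-D and PROX1. Of the blood vascular-specific genes, the files hold 7: VEGF-B, VEGFR-2 (KDR), PECAM1, VEGFR-1 (FLT1), ETS1, HIF2A (EPAS1) and HIF1A. All 17 share repeat decimals with another target. The 10 lymphatic-specific genes were higher than with CSF1 alone for each ligand, over all targets and when adjusted over the list alone. Of the blood vascular-specific genes, 7 were higher with LPS, 7 with HMGB1 and 6 with nab-PXL, in both adjustments. The exception was HIF1A with nab-PXL, at a log2 fold change of 0.64 (standard error 0.37, adjusted p = 0.114 from limma), where the repeats overlapped. HIF1A varied from 27.81 to 29.77 cycles in CSF1-treated cells, and without the third CSF1 repeat its change with nab-PXL was 1.29 and passed the threshold. The fold changes of HIF1A and HIF2A deposited by the authors are not those computed from the Ct values.

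The median log2 fold change was 4.59 in the lymphatic-specific and 2.64 in the blood vascular-specific genes with LPS, a difference of 1.95 (exact permutation test of the gene labels, two-sided, p = 0.0549, Benjamini-Hochberg adjusted over the 3 ligands 0.0824). With HMGB1 the medians were 3.98 and 2.20, a difference of 1.78 (exact permutation test, p = 0.149, adjusted 0.149). With nab-PXL they were 2.88 and 0.95, a difference of 1.93 (exact permutation test, p = 0.0502, adjusted 0.0824). Genes are not independent replicates. The lists are the paper's own and come from Table 1, which reports these same data. The p-values therefore describe these lists only and do not test lymphatic genes at large. The ranges overlapped, from 1.64 to 9.81 against 1.33 to 4.01 with LPS, from 1.41 to 8.99 against 0.49 to 3.26 with HMGB1 and from 1.29 to 7.81 against 0.45 to 2.14 with nab-PXL. Of the lymphatic-specific genes, PDPN, VEGF-C, ITGA9 and VEGFR-3 had a mean Ct of 35 or later in CSF1-treated cells. The median difference moved most when these 4 were left out, to 0.72 with LPS (exact permutation test, p = 0.414, adjusted 0.621), 0.08 with HMGB1 (p = 0.984, adjusted 0.984) and 1.37 with nab-PXL (p = 0.0117, adjusted 0.0350). The difference of means in place of medians was 2.74 with LPS (exact permutation test, p = 0.0282, adjusted 0.0341), 2.60 with HMGB1 (p = 0.0341, adjusted 0.0341) and 2.76 with nab-PXL (p = 0.00884, adjusted 0.0265). For LPS, the median difference was 2.24 without the first CSF1 repeat (exact permutation test, p = 0.0312, adjusted 0.0754) and 2.27 without the second (p = 0.0294, adjusted 0.0625).

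**Figure D1:**
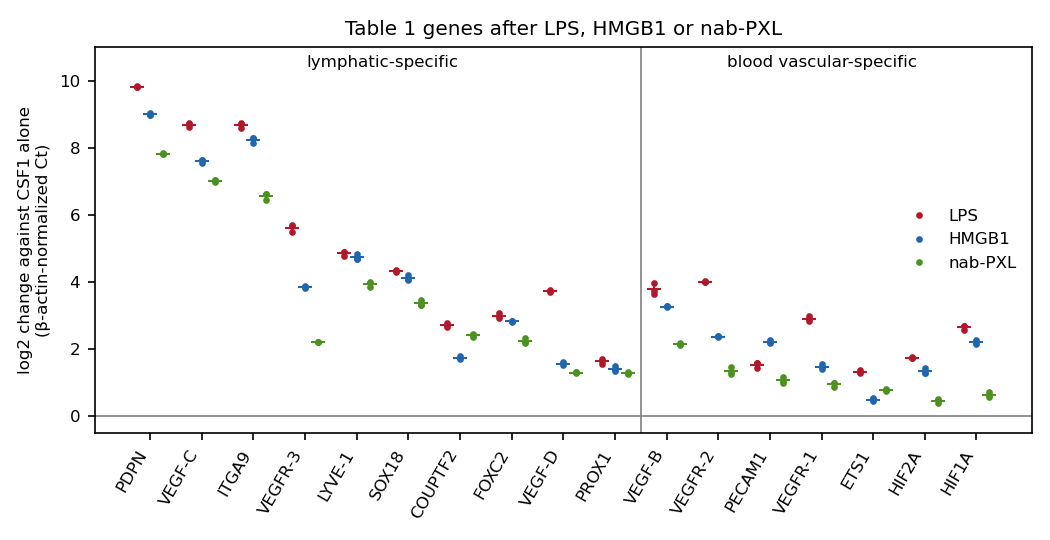
Log2 change against CSF1 alone (β-actin-normalized Ct) of the 10 lymphatic-specific and 7 blood vascular-specific genes of Table 1 with LPS, HMGB1 and nab-PXL, with points for the 3 repeats and bars for their mean. The lymphatic-specific means with LPS reach from 1.64 to 9.81 and overlap the blood vascular-specific ones, which reach from 1.33 to 4.01.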

Markers of blood vascular endothelial cells (BEC) were upregulated along with LEC-specific genes; however, the latter were upregulated at much higher levels. For instance, VEGFR-3 was upregulated up to 142-fold whereas VEGFR-1/-2, more common to BEC, were upregulated 2- to 16-fold. 

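VEGFR-3 had fold changes of 49.3 ± 3.98 (SD, n = 3) with LPS, 14.4 ± 0.251 with HMGB1 and 4.61 ± 0.0319 with nab-PXL, from a mean Ct of 35.4 with CSF1 alone. The log2 fold changes were 5.62, 3.85 and 2.20, with adjusted p-values of 3.85e-17, 3.42e-15 and 2.35e-12 from limma. It was higher in 3 of 3 repeats of each ligand and shares repeat decimals with CD69. VEGFR-2 had fold changes of 16.1 ± 0.170 with LPS, 5.17 ± 0.0618 with HMGB1 and 2.53 ± 0.182 with nab-PXL, and shares repeat decimals with TLR1. VEGFR-1 had fold changes of 7.45 ± 0.392 with LPS, 2.78 ± 0.144 with HMGB1 and 1.93 ± 0.0851 with nab-PXL, and shares repeat decimals with TLR2. Both were past an adjusted p of 0.05 for each ligand. With LPS, the fold change of VEGFR-3 exceeded those of VEGFR-1 and VEGFR-2 by more than the SD of each. Relative to the median Ct of all targets, the log2 fold changes of VEGFR-2 were -0.44, -1.23 and -1.72 and those of VEGFR-1 -1.55, -2.13 and -2.10, a reversed direction. VEGFR-3 kept its direction relative to the median with LPS (1.18) and HMGB1 (0.25) and reversed with nab-PXL (-0.85).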

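With LPS, the fold change of LYVE-1 was 28.8 ± 1.20 (SD, n = 3), and that of PDPN was 899.8 ± 13.0. The corresponding log2 fold changes were 4.85 and 9.81, with adjusted p-values of 6.32e-17 and 2.21e-20 from limma and all 3 LPS repeats above the CSF1 repeats. VEGF-C rose by 410.4 ± 18.1-fold and ITGA9 by 408 ± 22.7-fold, which differed by less than the SD of either. The difference between PDPN and LYVE-1 was larger than the spread between repeats. Mean Ct values with CSF1 alone were 30.6 for LYVE-1, 36.7 for PDPN, 35.3 for VEGF-C and 36.4 for ITGA9. The fold changes with HMGB1 were 26.5 for LYVE-1, 509 for PDPN, 194 for VEGF-C and 302 for ITGA9. With nab-PXL they were 15.3, 225, 129.5 and 94.5. LYVE-1 shares repeat decimals with BCL6, PDPN with BCL2L1, VEGF-C with CD83 and ITGA9 with PTGS2.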

LYVE-1 and PDPN, specific LEC markers, increased by 28-fold and 899-fold, respectively, and expression of VEGF-C and ITGA9 was elevated 400-fold. (Table 1, LPS treatment). This was in sharp contrast to PECAM1 and TIE-2 that increased only 2 to 4-fold relative to CSF1 control.

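PECAM1 had fold changes of 2.89 ± 0.181 (SD, n = 3) with LPS, 4.64 ± 0.166 with HMGB1 and 2.09 ± 0.142 with nab-PXL. Its log2 fold changes were 1.53, 2.21 and 1.06, with adjusted p-values of 2.19e-10, 3.18e-12 and 1.62e-08 from limma, and 3 of 3 repeats of each ligand were above the CSF1 repeats. Relative to the median Ct of all targets the direction reversed, to -2.92, -1.39 and -1.99. PECAM1 shares repeat decimals with TLR3. The files hold no target named TIE2 and list TIE1, while the paper's list of human primers holds TIE2 and not TIE1. TIE1 had a log2 fold change of 0.94 with LPS (adjusted p = 1.23e-09 from limma), 0.19 with HMGB1 (adjusted p = 0.00587) and 0.16 with nab-PXL (adjusted p = 0.0153). The change with nab-PXL no longer passed an adjusted p of 0.05 in the raw Ct values or without the third nab-PXL repeat. TIE1 changed by -3.51, -3.41 and -2.89 relative to the median Ct of all targets.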

**Table 1:** TLR4 activation of monocytes preferentially induces lymphatic differentiation.

Category	Gene	LPS	HMGB1	Nab-PXL
**Vascular-specific genes**	**CD105**	867.61 ± 29.52	662.01 ± 20.17	199.60 ± 7.16
	**E2F1**	210.88 ± 4.20	156.52 ± 2.27	75.48 ± 3.20
	**VEGF-A**	81.80 ± 2.36	73.53 ± 1.54	46.71 ± 2.52
	**NRP1**	76.49 ± 2.00	32.38 ± 0.85	9.70 ± 0.28
	**ANG2**	15.18 ± 0.40	11.42 ± 0.26	5.22 ± 0.06
	**ANG1**	34.63 ± 0.97	12.86 ± 0.46	4.32 ± 0.18
	**CD34**	6.77 ± 0.32	5.82 ± 0.26	4.03 ± 0.08
	**NRP2**	5.17 ± 0.10	1.89 ± 0.05	2.66 ± 0.05
	** **			
**Blood vascular- specific genes**	**VEGF-B**	13.72 ± 1.07	9.58 ± 0.13	4.41 ± 0.16
	**VEGFR-2**	16.08 ± 0.31	5.17 ± 0.07	2.53 ± 0.10
	**PECAM1**	2.88 ± 0.11	4.64 ± 0.16	2.09 ± 0.14
	**VEGFR-1**	7.45 ± 0.14	2.78 ± 0.08	1.93 ± 0.08
	**ETS1**	2.57 ± 0.04	1.36 ± 0.01	1.64 ± 0.06
	**HIF2A**	6.40 ± 0.14	4.46 ± 0.08	1.49 ± 0.02
	**HIF1A**	3.40 ± 0.04	2.44 ± 0.08	1.31 ± 0.03
	**TIE2**	1.92 ± 0.08	1.15 ± 0.07	1.12 ± 0.01
				
**Lymphatic-specific genes**	**PDPN**	899.78 ± 10.27	508.72 ± 15.66	225.02 ± 6.05
	**VEGF-C**	410.49 ± 16.44	194.09 ± 5.34	129.50 ± 1.42
	**ITGA9**	407.69 ± 16.84	301.86 ± 11.18	94.45 ± 4.15
	**VEGFR-3**	142.42 ± 4.36	115.38 ± 2.23	73.69 ± 1.07
	**LYVE-1**	28.78 ± 0.75	26.49 ± 0.81	15.29 ± 0.55
	**SOX18**	20.59 ± 0.45	16.80 ± 0.47	9.81 ± 0.34
	**COUPTF2**	6.68 ± 0.17	3.23 ± 0.02	5.06 ± 0.11
	**FOXC2**	8.12 ± 0.25	6.84 ± 0.13	4.53 ± 0.12
	**VEGF-D**	13.28 ± 0.42	2.96 ± 0.12	2.46 ± 0.06
	**PROX1**	3.11 ± 0.14	2.66 ± 0.08	2.44 ± 0.06

Human CD14^+^ monocytes were isolated from blood of healthy donors and cultured for 10 days with CSF1 followed by 4 days with TLR4 ligands. Samples were analyzed in triplicate and results are reported as mean fold-changes ± S.E.M. in target expression after treatment with TLR4 ligands relative to CSF1 controls. Order of the targets is based on highest response induced by nab-PXL.

Immunohistochemical analysis confirmed the overall pro-vascular shift of monocytes treated for 10 days with CSF1. As shown in Fig 1, cells treated with LPS (but not those treated with CSF1 alone) expressed VEGFR-3, VEGFR-2, neuropilin-2 (NRP2), and podocalyxin, all of which are expressed in both BECs and LECs [42].

**Fig 1:**
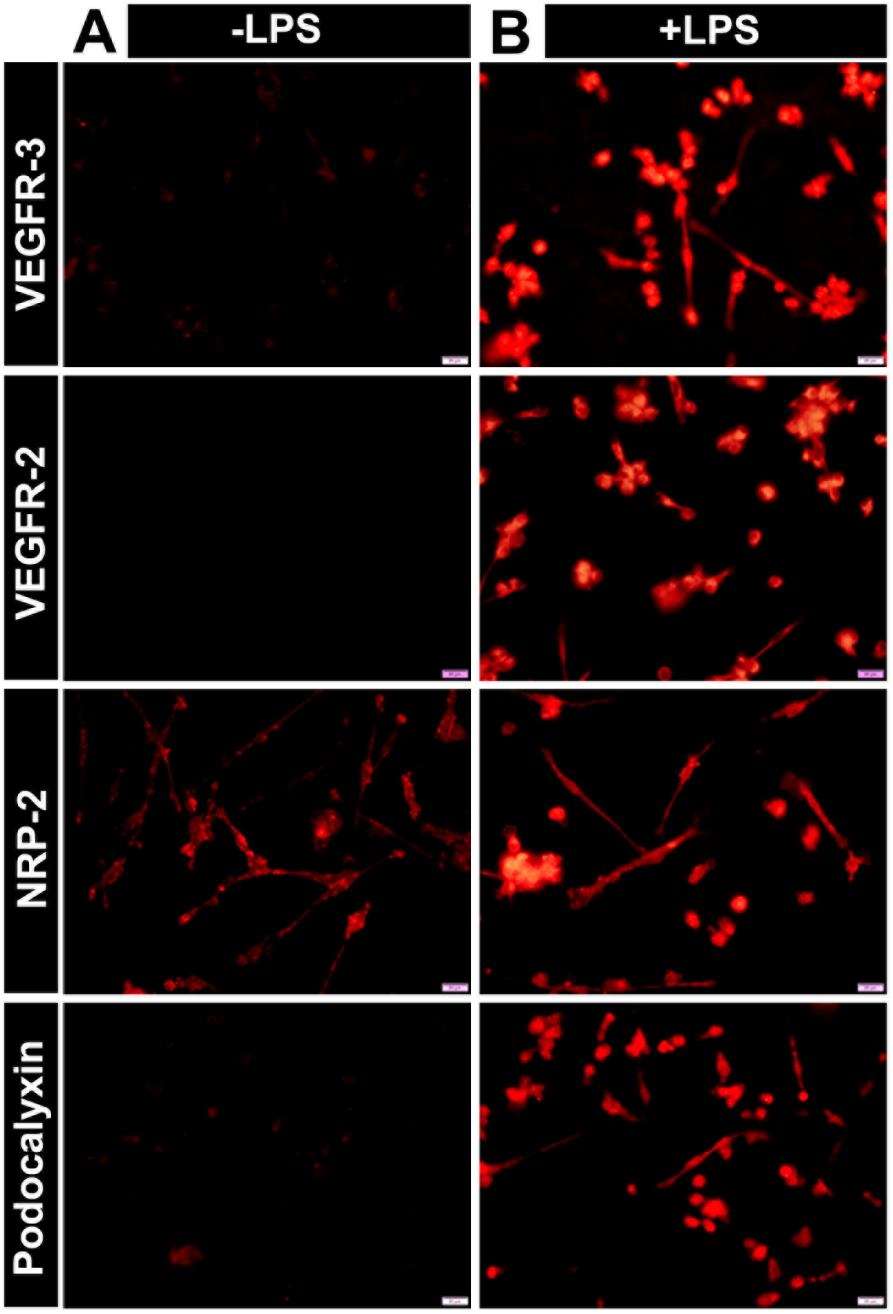
TLR4-induced myeloid-lymphatic transition is preceded by shift to vascular phenotype. Human monocytes cultured for 10 days with CSF1-supplemented medium were seeded on slides and treated with (A) growth medium with CSF1 (labeled -LPS) or (B) medium containing CSF1 and 50 ng/ml of LPS (labeled +LPS). After 4 days of treatment, cells were stained for vascular endothelial markers VEGFR-3, VEGFR-2, NRP-2, and podocalyxin. All images were acquired at 400X magnification.

Comparison of pro-vascular phenotype at different timepoints of differentiation revealed that some endothelial-specific properties are induced by CSF1 alone and further increased upon TLR4 activation. For instance, CSF1 treated cells demonstrated abilities to bind acetylated LDL (AC-LDL), UEA1 and Tomato lectins (S1 Fig), properties that are typically attributed only to endothelial cells [43,44]. However, following this treatment lectin binding nearly doubled whereas AC-LDL uptake increased by >30%. At the end of LPS differentiation, 100% of cells exhibit these endothelial functions (S2 Fig) with the efficiency surpassing that of freshly isolated cells by 123-fold, 17.6-fold and 8.64-fold for binding of AC-LDL, UEA1 and Tomato lectins, respectively (S1 Fig).

We also noted that CSF1 treatment alone significantly increased division of attached cells at days 4–6. This was evident by increase in cells with double nuclei identified by anti-acetylated histone H3 antibody and positivity for Ki-67 (S3 Fig). Cell numbers continued to increase up to day 10 in culture but plateaued when exposed to differentiation agents (not shown). This is consistent with independent reports on proliferation of monocyte-derived progenitors cultured in CSF1-containing medium [45].

Flow cytometry analysis showed that monocytes activated by three different TLR4 ligands upregulate VEGFR-3 and other LEC-specific proteins, LYVE-1 and podoplanin (PDPN) (Fig 2). CSF1 alone (10 days treatment) increased the percentage of positive cells from <1% in ex-vivo monocytes to 2–5%. In contrast, treatment with LPS or nab-PXL increased this fraction to 50–60% with more modest response for HMGB1 (10–18%). PDPN was present in a small fraction (6–10%) of freshly-isolated monocytes prior to differentiation. However, the number of PDPN^+^ cells was significantly increased after treatment with LPS, HMGB1 or nab-PXL rising to 91%, 66%, and 68% of monocytes, respectively (Fig 2).

**Fig 2:**
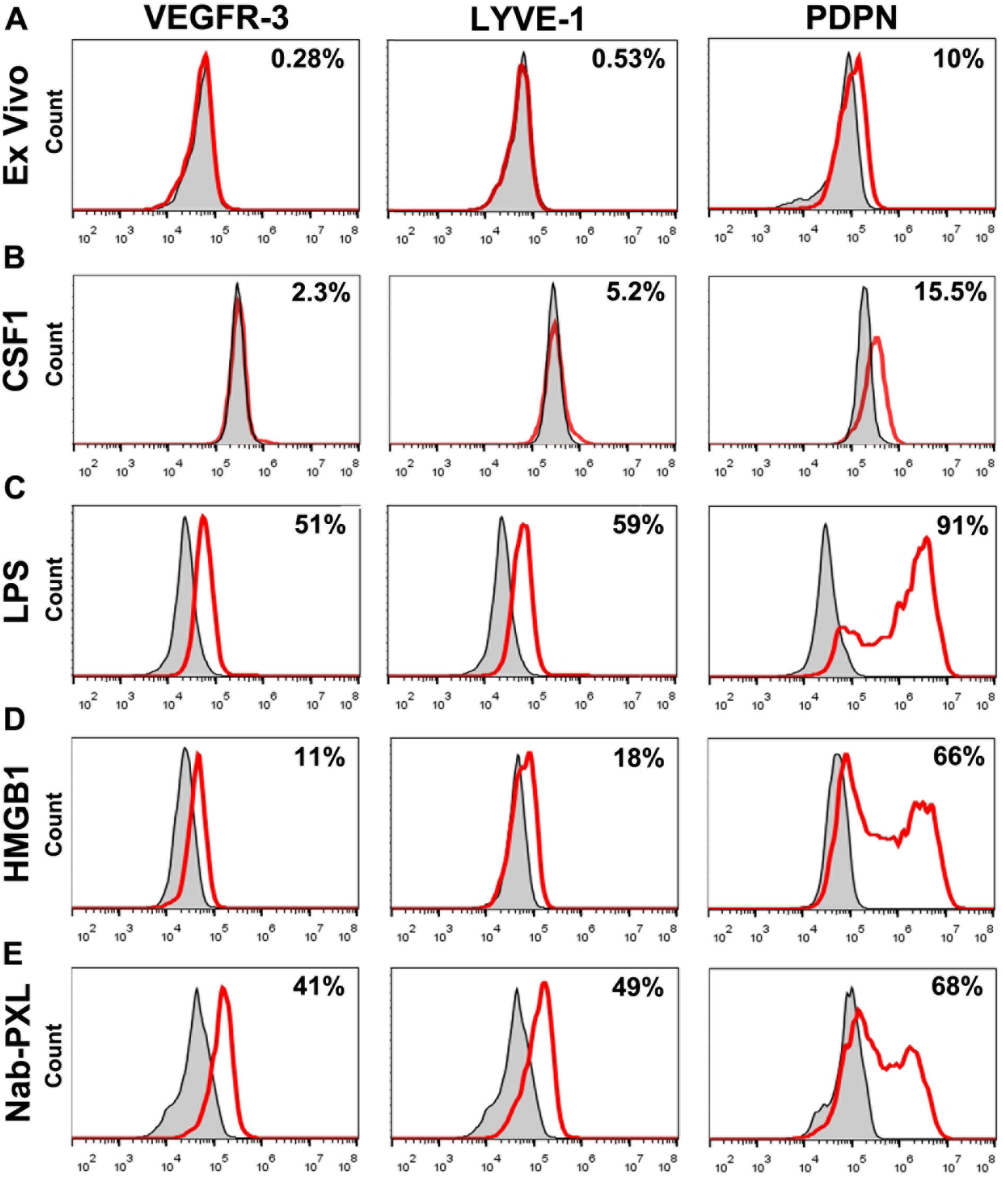
TLR4-mediated activation of human monocytes induces a lymphatic endothelial phenotype. CD14^+^ monocytes were isolated from the blood of healthy donors using anti-CD14 IgG conjugated magnetic beads. (A) Overlays of representative flow cytometry histograms demonstrating expression of lymphatic markers VEGFR-3, LYVE-1 and PDPN for freshly isolated cells stained with marker-specific antibodies (red line) or isotype controls (grey area). (B, C, D, E) Cells were cultured for 10 days with human CSF1 followed by 4 days with CSF1-supplemented medium with or without TLR4 ligands. Overlays of representative histograms demonstrate expression of VEGFR-3, LYVE-1 and PDPN in cells treated with CSF1 only (B) or CSF1 and (C) LPS (50 ng/mL), (D) HMGB1 (50 ng/mL), or (E) nab-PXL (30 nM). All analyses were performed in duplicate and reproduced using monocytes from three different donors. Representative histograms for each target, time point, and differentiation stimulus are shown.

Acquisition of the lymphatic phenotype was confirmed for proteins by flow cytometry and immunohistochemical approaches. Both methods showed that ex-vivo and cells cultured for 1 day express negligible levels of LEC markers (Figs 2 and 3). As shown in Fig 2B, CSF1 treatment alone without TLR4 stimuli increased expression of LEC markers only by 2–5%. In contrast, all tested LEC markers were highly upregulated on day 14 (Figs 2, 3E, 3K, 3N and 3P). CD14, a myeloid marker, was clearly present on day 1 but absent on the last day of differentiation (Fig 3D). However, some myeloid markers persisted and even increased by day 14 (e.g., CD68, Fig 3G and 3J). Thus, acquisition of new lymphatic markers paralleled loss of some, but not all, myeloid markers resulting in the broadly reported mixed phenotype [12,24]. Collectively, these data show that TLR4 activation of human monocytes induces not only generally pro-vascular gene expression but preferential LEC differentiation as indicated by specific LEC markers on mRNA and protein levels (Table 1, Figs 1, 2 and 3).

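Of the 148 targets, 146 changed with LPS (144 higher and 2 lower than with CSF1 alone), 145 with HMGB1 (142 higher, 3 lower) and 145 with nab-PXL (142 higher, 3 lower), at an adjusted p under 0.05 from limma. All 3 ligand repeats lay above all 3 CSF1 repeats for 144 targets with LPS, 142 with HMGB1 and 142 with nab-PXL, where chance gives such separation, in either direction, for 10% of targets. The 3 comparisons share the same CSF1 repeats. CX3CL1 was among the decreases with LPS (log2 fold change -0.93, adjusted p = 0.00133 from limma, lower in 3 of 3 repeats), and its Ct values recur in CX3CR1 under other treatments. The decreases with HMGB1 and with nab-PXL were those of CCL1, CEBPG and CXCL5. In total 140 targets were higher for all 3 ligands. In 100 simulated sets with no treatment effect and shared CSF1 repeats, no target passed the threshold for all 3 ligands. The median log2 fold change of all targets was 3.92 ± 0.05 (SD over 3 repeats) with LPS, 3.08 ± 0.02 with HMGB1 and 2.42 ± 0.07 with nab-PXL. β-actin itself moved by 0.03, -0.05 and -0.06. The count by direction moved most when the median Ct of all targets replaced β-actin as the reference, where 59 targets were higher and 87 lower with LPS, 57 higher and 86 lower with HMGB1, and 62 higher and 82 lower with nab-PXL. The median log2 fold change then was -0.52, -0.52 and -0.63, respectively. Against the median rise of the array with β-actin as the reference, 6 of the 10 lymphatic-specific genes rose more with LPS, 6 with HMGB1 and 5 with nab-PXL. Among the 7 blood vascular-specific genes, 1 did with LPS, 1 with HMGB1 and 0 with nab-PXL.

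Table 1, together with flow cytometry and staining that were not analysed here (Figs 1, 2 and 3), leads the paper to its conclusion in steps. It first takes the rise of endothelial genes with all 3 ligands as a shift toward the vascular phenotype, then sets the larger rise of lymphatic-specific genes against the smaller rise of blood vascular-specific genes, and adds lymphatic proteins on the cells. From these, the paper concludes that TLR4 activation drives preferential LEC differentiation.

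**Figure D2:**
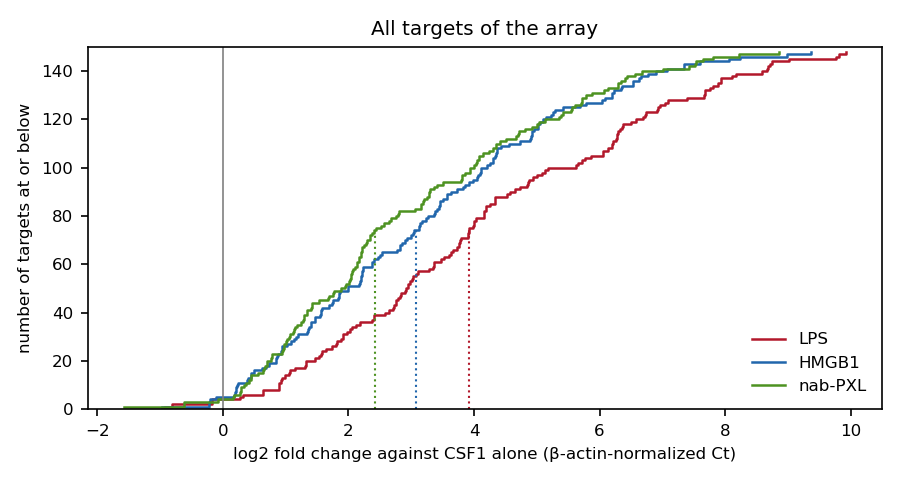
Number of targets (of 148) at or below each log2 fold change against CSF1 alone (β-actin-normalized Ct), with 1 line per ligand and a dotted line at its median. The medians lie at 3.92 for LPS, 3.08 for HMGB1 and 2.42 for nab-PXL; with the median Ct of all targets as the reference they lie at -0.52, -0.52 and -0.63.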

**Fig 3:**
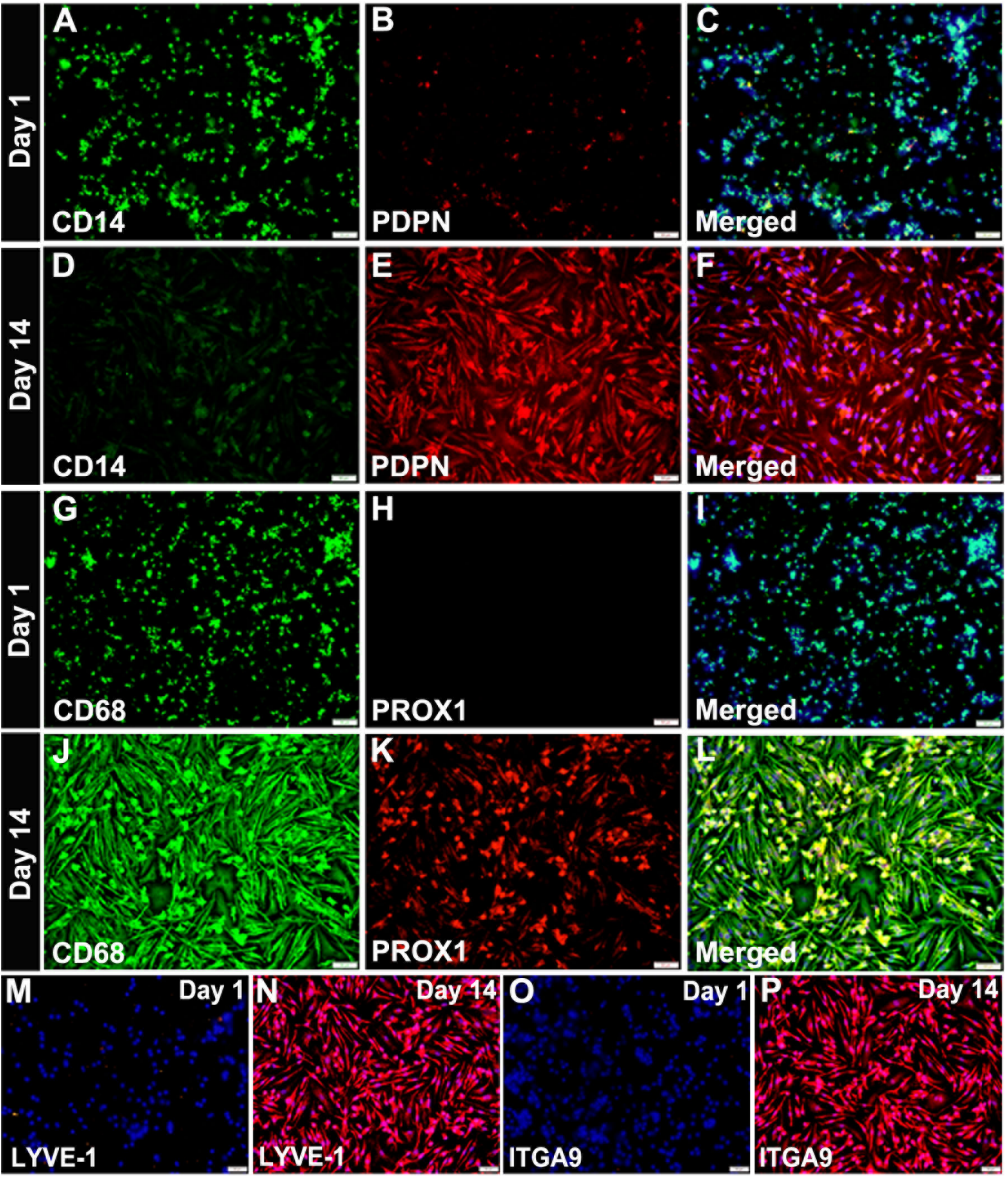
TLR4-reprogrammed monocytes upregulate LEC-specific proteins and downregulate some myeloid markers. CD14^+^ monocytes seeded on slides were double-stained on Day 1 in culture or on Day 14 (10 days with CSF1 followed by 4 days LPS) for expression of myeloid markers (A, D) CD14, and (G, J) CD68, and lymphatic-specific proteins (B, E) PDPN, and (H, K) PROX1. Double-staining of myeloid and LEC markers (A to L) used FITC- and Cy3-conjugated secondary antibodies, respectively. Single staining with Cy3-conjugated secondary antibodies was performed on cells at day 1 and 14 to detect LYVE-1 (M, N) and ITGA9 (O, P). Merged images of myeloid and lymphatic proteins detected in the same cells are shown in panels C, F, I and L. All images were acquired at 200X magnification.

### Myeloid-lymphatic transition (MLT) coincides with increase of inflammatory proteins

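S3 Table lists 50 cytokines and 43 cytokine receptors, and the files hold Ct values of 35 cytokines and 33 receptors from it, with CXCL8 and IL-8, separate rows of that table, as 1 target. Of the 35 cytokines, 33 were higher and 1 lower with LPS than with CSF1 alone, 31 were higher and 2 lower with HMGB1, and 33 were higher and 2 lower with nab-PXL, at an adjusted p under 0.05 from limma. Of the 33 receptors, 32 were higher and 1 lower with LPS, and 32 were higher with HMGB1 and with nab-PXL. These counts were the same when adjusted over the list alone. The median fold change of the cytokines was 23.0 with LPS, 12.4 with HMGB1 and 6.40 with nab-PXL. That of the receptors was 53.0 with LPS, 8.00 with HMGB1 and 16.1 with nab-PXL. Compared with the median rise of all targets, 22 cytokines and 22 receptors rose more with LPS, 23 and 16 with HMGB1, and 18 and 23 with nab-PXL. Of the 68 cytokines and receptors, 14 share repeat decimals with another target.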

As expected, activation of TLR4 significantly increased a variety of inflammatory cytokines, many of which were co-upregulated with corresponding receptors (Figs 4 and 5 and S3 Table). Nearly 38% of all examined cytokines (n = 49) and corresponding receptors (n = 42) were upregulated higher than 50-fold after LPS treatment. In comparison, an analogous transcriptional shift was detected for 12% of genes after treatment with HMGB1 or nab-PXL. 

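Of the 68 cytokines and receptors with Ct values, 31 had a fold change over 50 with LPS, a share of 45.6% ± 1.47 (SD over 3 repeats). They were 14 of 35 cytokines and 17 of 33 receptors. Repeat by repeat, the share lay between 42.6% and 45.6%. The share moved most with the median Ct of all targets as the reference, under which no cytokine or receptor exceeded 50-fold with LPS. Among the 58 with a mean Ct under 35 with CSF1 alone, it was 39.7%. The fold changes printed in S3 Table exceed 50 with LPS for 35 of 93 cytokines and receptors, the paper's share being 37.6%. Of these 93 rows, 69 have Ct values in the files, under 68 targets, and the printed fold changes of 31 of the 69 (44.9%) exceed 50.

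**Figure D3:**
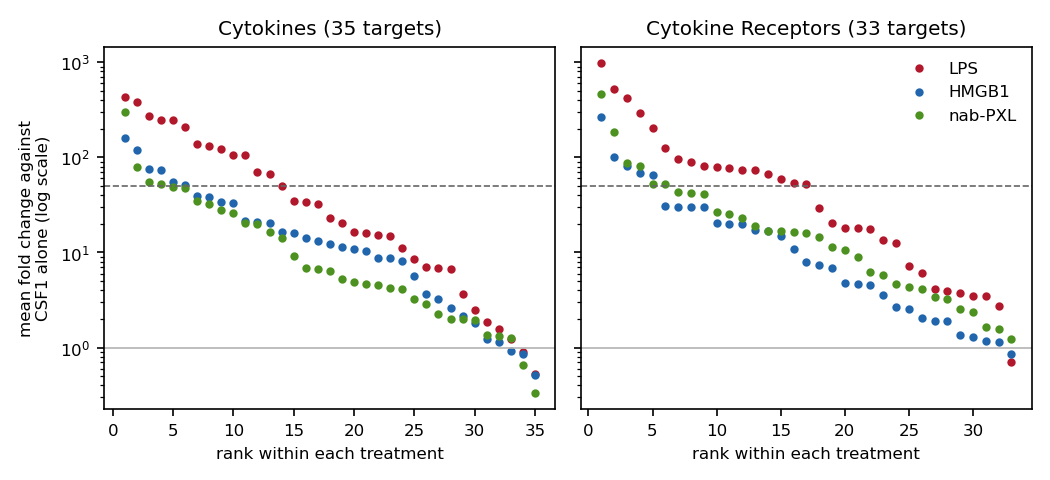
Mean fold change against CSF1 alone (log scale, β-actin-normalized Ct, 3 repeats) of the 35 cytokines and 33 receptors, ranked from the largest within each ligand, with a dashed line at 50-fold and a solid line at 1. Above the dashed line lie 14 cytokines and 17 receptors with LPS, 6 and 5 with HMGB1, and 4 and 6 with nab-PXL; with the median Ct of all targets as the reference, no more than 1.47% lie above it for any ligand.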

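With HMGB1, 11 of the 68 cytokines and receptors had a fold change over 50 (16.2%, made up of 6 cytokines and 5 receptors), and 10 did with nab-PXL (14.7% ± 0.849, SD over 3 repeats; 4 cytokines and 6 receptors). Between them the difference was 1 target. The paper's own fold changes in S3 Table give 11 of 93 for each, or 11.8%, and over the 69 rows with Ct values in the files 10 (14.5%) for HMGB1 and 11 (15.9%) for nab-PXL. Ligands were also compared with each other over all 148 targets. LPS and HMGB1 differed in 131 targets at an adjusted p under 0.05 from limma, of which 119 were higher with LPS. LPS and nab-PXL differed in 144, of which 134 were higher with LPS. HMGB1 and nab-PXL differed in 136, of which 94 were higher with HMGB1. LPS gave the largest log2 fold change in 127 targets, and the order LPS, HMGB1, nab-PXL held in 92. These directions changed with the reference. With the median Ct of all targets, 59 of 125 targets that differed were higher with LPS than with HMGB1, 51 of 132 higher with LPS than with nab-PXL, and 49 of 121 higher with HMGB1 than with nab-PXL.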

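CXCL1 had fold changes of 432 ± 9.56 (SD, n = 3) with LPS, 119 ± 4.51 with HMGB1 and 299.7 ± 13.1 with nab-PXL, and its mean Ct with CSF1 alone was 35.5. Its adjusted p-values were 1.62e-20, 1.23e-19 and 7.13e-20 from limma, with log2 fold changes of 8.75, 6.90 and 8.23 and 3 of 3 repeats higher for each ligand. Among the 35 cytokines with Ct values, CXCL1 ranked 1 with LPS, 2 with HMGB1 and 1 with nab-PXL. CCL20 had fold changes of 105 ± 3.97 with LPS, 21.5 ± 0.654 with HMGB1 and 47.2 ± 2.20 with nab-PXL, ranking 11, 11 and 6. CCL3 had fold changes of 121 ± 1.46 with LPS, 33.1 ± 0.578 with HMGB1 and 48.8 ± 0.707 with nab-PXL, ranking 9, 10 and 5. CCL19, which was chosen after its values were seen and whose Ct values equal those of E2F1 in all 12 samples, lay above CCL3 and CCL20 for each ligand. Ordered by the smallest of its 3 fold changes, CXCL1 came first at 119, followed by CCL19 at 78.8, CCL2 at 34.9, CCL3 at 33.1 and IL-8 (CXCL8) at 32.2.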

As shown in Fig 4A, 4B and 4C, the strongest induction by all three TLR4 ligands was detected for CXCL1 (119- to 431-fold increase), CCL20 (21- to 105-fold), and CCL3 (33- to 121-fold). Cytokines such IL-5, IL-6, IL-8, and IL-10 were highly elevated by at least two of three tested TLR4 ligands (S3 Table). 

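IL-5 had fold changes of 245 ± 23.9 (SD, n = 3) with LPS, 73.2 ± 3.41 with HMGB1 and 19.8 ± 0.603 with nab-PXL, and IL-6 of 132 ± 7.04, 76.0 ± 13.1 and 20.5 ± 0.377. For IL-8 they were 70.0 ± 4.60, 54.8 ± 0.660 and 32.2, and for IL-10 107 ± 2.61, 8.76 ± 0.466 and 52.3 ± 3.98. Log2 fold changes with LPS were 7.93 for IL-5, 7.04 for IL-6, 6.13 for IL-8 and 6.74 for IL-10, with adjusted p-values of 2.81e-19, 3.19e-17, 1.62e-19 and 9.05e-19 from limma, and all 12 ligand by cytokine combinations had 3 of 3 repeats above CSF1 alone. IL-5 had a mean Ct of 35.7 with CSF1 alone. IL-10 with HMGB1 reversed relative to the median Ct of all targets, to -0.47 on the log2 scale. Of the 35 cytokines, 8 exceeded 50-fold with at least 2 ligands and 2, CXCL1 and CCL19, with all 3.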

All three ligands strongly upregulated C5aR1and IFNGR whereas at least 2 out of 3 ligands elevated PDGFRA, IL10R, CCR3, CCR6, FZD1, and IL1R. 

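C5aR1 (C5AR1) had fold changes of 971 ± 31.4 (SD, n = 3) with LPS, 267 ± 7.45 with HMGB1 and 465 ± 17.6 with nab-PXL. IFNGR (IFNGR1) had fold changes of 519 ± 12.7 with LPS, 81.6 ± 0.651 with HMGB1 and 52.9 ± 4.09 with nab-PXL. For C5aR1 the log2 fold changes were 9.92, 8.06 and 8.86, with adjusted p-values of 1.62e-20, 1.02e-19 and 7.13e-20 from limma and 3 of 3 repeats higher for each ligand. PDGFRA rose by 203 ± 10.1-fold with LPS, 101 ± 5.77-fold with HMGB1 and 16.4 ± 1.19-fold with nab-PXL. The mean Ct of PDGFRA with CSF1 alone was 35.5, that of IL10R (IL10RA) 35.4 and that of CCR6 36.5. IL10R had fold changes of 95.2 ± 1.74 with LPS, 30.9 ± 1.60 with HMGB1 and 17.0 ± 0.136 with nab-PXL, and the value deposited by the authors for nab-PXL is not the one computed from the Ct values. The fold changes with LPS, HMGB1 and nab-PXL were 90.3, 7.43 and 81.3 for CCR3, 53.0, 30.3 and 87.0 for CCR6, 74.4, 20.2 and 22.9 for FZD1 and 54.3, 68.4 and 25.4 for IL1R (IL1R1). All were past an adjusted p of 0.05 for each ligand. Of the 33 receptors, 8 exceeded 50-fold with at least 2 ligands, and 2, C5aR1 and IFNGR, with all 3. IFNGR with nab-PXL lay near this limit, at 51.5, 49.8 and 57.5 in the 3 repeats, and without the first CSF1 repeat it was 49.2, which left C5aR1 alone above 50-fold with all 3. CCR3 with HMGB1 fell relative to the median Ct of all targets, at -0.71 on the log2 scale.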

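PDGFB had fold changes of 1.86 ± 0.107 (SD, n = 3) with LPS, 1.81 ± 0.0572 with HMGB1 and 1.33 ± 0.0594 with nab-PXL. CCL1 had fold changes of 0.888 ± 0.0584 with LPS, 0.856 ± 0.0565 with HMGB1 and 0.656 ± 0.0746 with nab-PXL. PDGFB was higher in 3 of 3 repeats of each ligand, at log2 fold changes of 0.90, 0.86 and 0.41 and adjusted p-values of 6.33e-09, 1.18e-08 and 2.86e-05 from limma. For CCL1, the change with LPS was -0.17 (adjusted p = 0.0623) and the repeats overlapped those with CSF1 alone, while the changes with HMGB1 (-0.23, adjusted p = 0.0201) and nab-PXL (-0.61, adjusted p = 9.44e-06) were decreases in 3 of 3 repeats. The change with LPS passed the threshold in the raw Ct values, without the first CSF1 repeat and under other alternatives, and that with HMGB1 failed it without the second or the third CSF1 repeat or the second HMGB1 repeat. Mean Ct values with CSF1 alone were 36.1 for PDGFB and 36.1 for CCL1. PDGFB shares repeat decimals with KIT, and the Ct values of CCL1 and CEBPG are equal in all 12 samples. From the bottom of the 35 cytokines, CCL1 ranked 2 with each ligand and PDGFB 5 with LPS, 6 with HMGB1 and 4 with nab-PXL. The smallest fold change was that of CX3CL1 with LPS (0.527) and of CXCL5 with HMGB1 (0.509) and nab-PXL (0.336), where the Ct values of CX3CL1 recur in CX3CR1 under other treatments. TIE1, the target of the files closest in name to TIE2, had fold changes of 1.92 ± 0.0797 with LPS, 1.15 ± 0.0875 with HMGB1 and 1.12 ± 0.0434 with nab-PXL. PDGFB relative to the median Ct of all targets changed by -3.55, -2.74 and -2.64 on the log2 scale, a reversed direction.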

The least upregulated cytokines in all groups were PDGFB and CCL1 while in the category of receptors, TIE2 was relatively unchanged (Fig 4D–4F).

**Fig 4:**
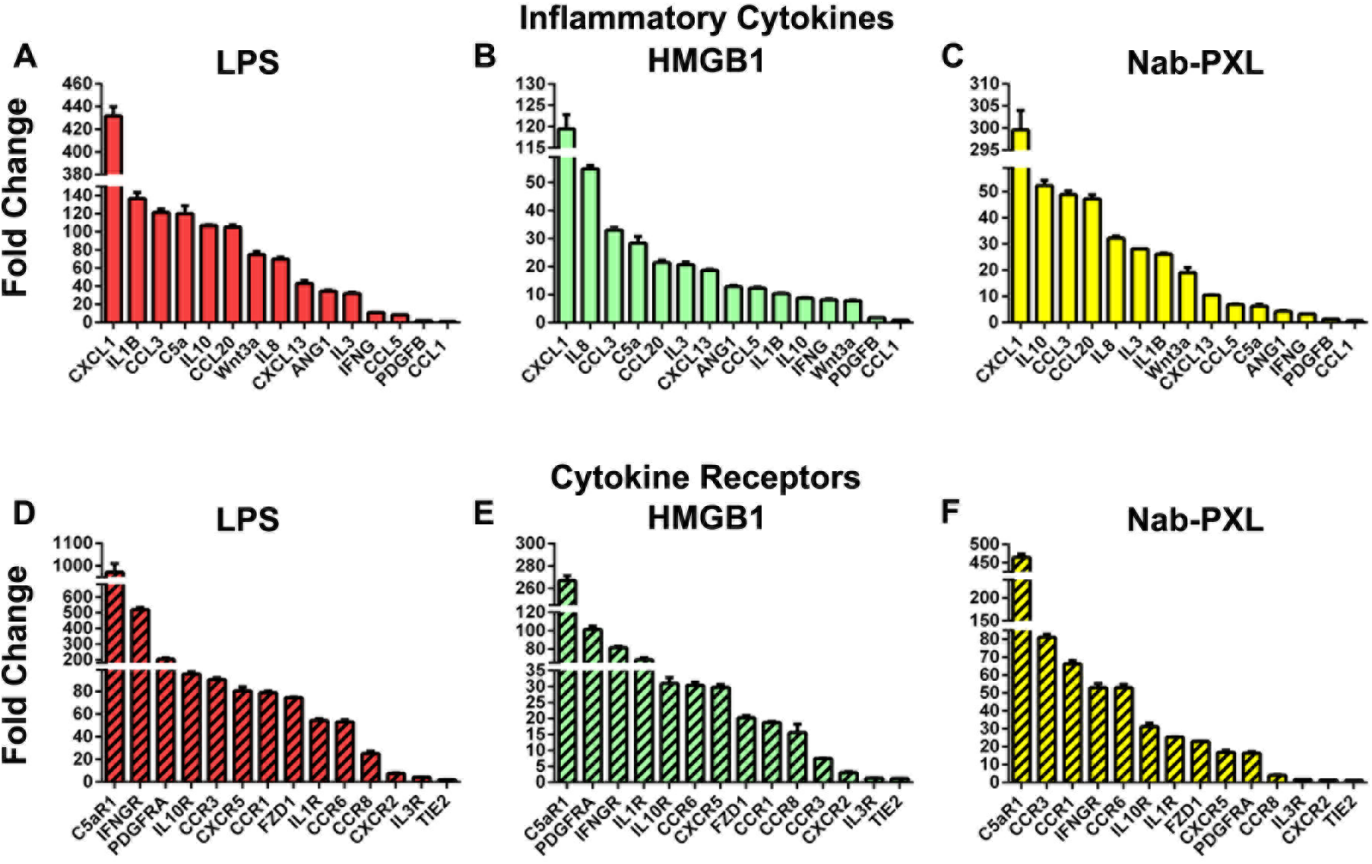
Lymphatic reprogramming of human monocytes is accompanied by upregulation of inflammatory cytokines and receptors. CD14^+^ monocytes were treated with CSF1 alone (control) or additionally differentiated with (A, D) LPS, (B, E) HMGB1 or (C, F) nab-PXL. After 4 days of treatment, expression profiles of cells in control and TLR4 ligand-treated groups were compared using PCR arrays. All experiments were reproduced twice with each target analyzed in triplicate and normalized to β-actin. Results for each target are reported as mean fold-change in treated cells compared with the control group ± S.E.M. Results for selected targets are depicted with collective data provided in S3 Table under sub-groups “Cytokines” and “Cytokine Receptors”.

**Fig 5:**
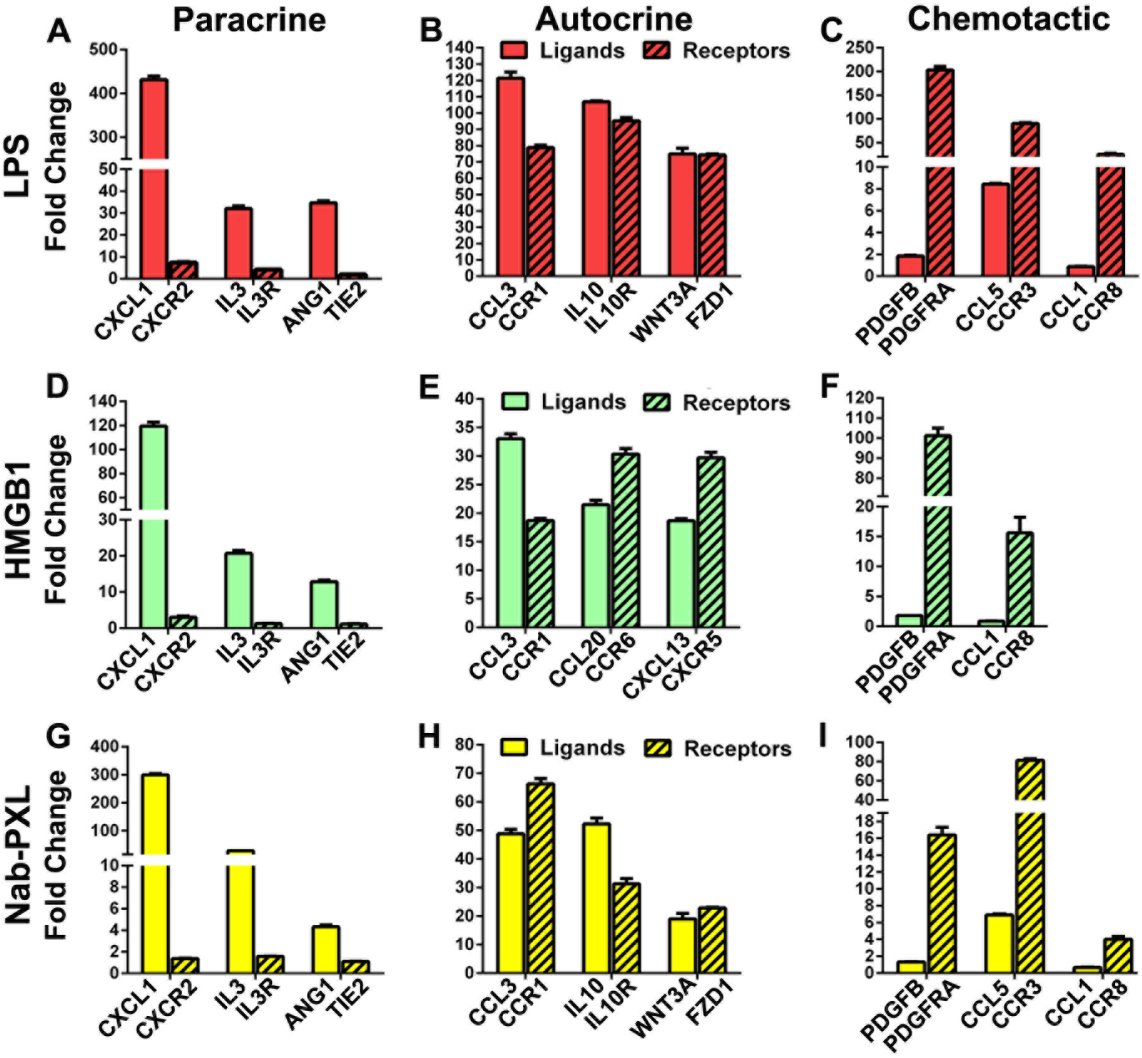
Cytokines upregulated by TLR4 signaling might play autocrine, paracrine and chemotactic roles. Human monocytes differentiated by LPS, HMGB1 and nab-PXL were analyzed by RT-qPCR as described under Methods. Matched pairs of cytokines and receptors were grouped based on expression pattern suggestive of roles in (A, D, G) paracrine, (B, E, H) autocrine, or (C, F, I) chemotactic signaling pathways. Results are plotted as mean fold-change ± S.E.M in CD14^+^ cells treated with TLR4 ligands as compared with CSF1 alone.

Analysis of the levels of upregulated cytokines and corresponding receptors suggested that this class of targets may contribute to MLT by three mechanisms: 1) paracrine stimulation of surrounding stroma cells; 2) self-activation through autocrine loops; and 3) chemotaxis of differentiated M-LECP towards the inflamed site. 

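The difference between the log2 fold change of IL-3 and that of its receptor IL3R was 2.95 ± 0.09 (SD, n = 3) with LPS, 3.99 ± 0.03 with HMGB1 and 4.15 ± 0.07 with nab-PXL. IL-3 had fold changes of 32.1 ± 1.33 with LPS, 20.7 ± 1.07 with HMGB1 and 28.1 ± 0.889 with nab-PXL, and IL3R of 4.16 ± 0.130 with LPS, 1.30 ± 0.0624 with HMGB1 and 1.58 ± 0.0585 with nab-PXL. All 6 changes were past an adjusted p of 0.05 from limma, and the difference exceeded the spread between repeats for each ligand. A difference within a sample does not depend on the reference. Across the pairs of Fig 5 analysed here, the alternative that moved a difference most was the use of the fold changes deposited by the authors, chosen after the data were seen. It moved IL-3 and IL3R by less than their SD. For CXCL1 and CXCR2 no difference can be given, since CXCR2 was undetermined in every sample, although S3 Table prints fold changes for it. Fig 5 pairs in which a member has no Ct values in the files were not analysed here.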

The paracrine role is indicated by a greater fold-increase of soluble factors compared with levels of matching receptors as shown for CXCL1-CXCR2, IL3-IL3R, and other pairs (Fig 5A, 5D and 5G). 

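For CCL3 and CCR1, the difference in log2 fold change between ligand and receptor was 0.62 ± 0.02 (SD, n = 3) with LPS, -0.99 ± 0.10 with HMGB1 and 1.37 ± 0.05 with nab-PXL. CCR1 had fold changes of 78.8 ± 0.316 with LPS, 65.6 ± 3.83 with HMGB1 and 18.9 ± 0.591 with nab-PXL. The deposited fold changes of CCR1 for HMGB1 and nab-PXL are not those computed from the Ct values, and with them the difference reversed to 0.82 with HMGB1 and -0.44 with nab-PXL. For IL-10 and IL10R, it was 0.17 ± 0.03 with LPS, -1.82 ± 0.15 with HMGB1 and 1.62 ± 0.12 with nab-PXL, where the deposited fold changes gave 0.74. For CCL20 and CCR6, it was 0.99 ± 0.11 with LPS, -0.50 ± 0.05 with HMGB1 and -0.88 ± 0.09 with nab-PXL. Every one of these 9 differences was larger than its SD, and their sign varied between ligands for all 3 pairs.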

The autocrine role is suggested by comparable fold-increase for both ligands and receptors as noted for CCL3-CCR1, IL10-IL10R, and other sets (Fig 5B, 5E and 5H). A chemotactic role is suggested by substantial upregulation of receptors such as PDGFRA and CCR8 in the absence or negligible increase for matched ligands (Fig 5C, 5F and 5I). This suggests that these receptors might mediate directional migration of differentiated monocytes to tumors and chronically inflamed sites, which produce high quantities of corresponding ligands. 

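PDGFB rose less than its receptor PDGFRA, with a difference in log2 fold change of -6.77 ± 0.11 (SD, n = 3) with LPS, -5.80 ± 0.09 with HMGB1 and -3.62 ± 0.12 with nab-PXL. The repeat decimals of PDGFB are shared with KIT. CCL5 rose less than CCR3 with LPS (-3.42 ± 0.05) and nab-PXL (-3.56 ± 0.07) and more with HMGB1 (0.73 ± 0.02). CCL5 had fold changes of 8.44 ± 0.175 with LPS, 12.4 ± 0.171 with HMGB1 and 6.90 ± 0.0826 with nab-PXL. CCR8 has no Ct values in the files, so the pair of CCL1 and CCR8 was not analysed here.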

Despite some differences in upregulated targets, multiple pairs were induced for all three stimuli of TLR4 (e.g., CXCL1-CXCR2, CCL3-CCR1, CCL1-CCR8). This overlap suggests that these proteins induced by TLR4 activation along with LEC-specific markers serve a variety of paracrine, autocrine, and chemotactic roles that might be necessary for advancing M-LECP differentiation and/or migration to the inflamed tissue.

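With β-actin as the reference, both members of a pair were past an adjusted p of 0.05 from limma and higher than with CSF1 alone for all 3 ligands in all 6 pairs of Fig 5 analysed here. Relative to the median Ct of all targets, only CCL3 with CCR1 and CCL20 with CCR6 kept positive changes in both members for all 3 ligands. IL3R and PDGFB turned negative with every ligand, CCL5 with LPS and nab-PXL, and IL-10 and CCR3 with HMGB1. The Spearman correlation across the 148 targets between the log2 fold changes of LPS and HMGB1 was 0.867, between LPS and nab-PXL 0.890, and between HMGB1 and nab-PXL 0.866. Targets are not independent replicates, and the ligands share their CSF1 repeats. In the simulated sets without a treatment effect, shared CSF1 repeats alone gave mean correlations of 0.469, 0.473 and 0.457, and none above 0.675, 0.618 and 0.638. These sets hold only the noise between repeats, which is small beside the observed changes. They therefore do not give the share of the observed correlations that comes from the shared repeats.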

### Activation of TLR4 in mouse BM-derived myeloid cells also induces pro-lymphatic reprogramming

While analysis of human MLT is critical for understanding pathological conditions, mouse remains the main specie for modeling human diseases. We, therefore, wished to compare TLR4-dependent transcriptional changes in human and mouse primary myeloid cells undergoing MLT. Although mouse BM-derived lymphatic progenitors have been implicated in promoting lymphatic formation [13,15], the gene expression profile of this subset has not been determined. To compare mouse and human MLT, we first determined the gene expression profile of primary BM-derived mouse myeloid cells cultured under similar conditions to human monocytes. CD11b^+^ BM-derived cells from immunodeficient and immunocompetent mice were treated with mouse CSF1 for 7 days followed by treatment with one of the TLR4 ligands, nab-PXL, for 4 days. We elected to use nab-PXL in this assay because this drug is a potent activator of TLR4 as shown here (S3 Table) and reported previously [46], and because it mediates recruitment of myeloid cells to human tumors [47] and demonstrates pro-lymphangiogenic activity in mouse tumor models [38], both of which are highly relevant to cancer patients undergoing taxane treatment. For comparative purposes, we selected 43 representative targets from >180 analyzed for human CD14^+^ cells. Transcript levels were determined by RT-qPCR using mouse-specific primers and normalized to beta actin. Results are reported as mean fold-change in each target for cells treated with CSF1 alone (control) compared with those differentiated by nab-PXL.

Using this approach, we performed seven independent PCR analyses of BM cells from four C57BL/6 and three CB-17/SCID (BALB/c genetic background) female mice, 4–6 weeks of age. Data from individual mice were highly consistent with S.E.M. less than 10% for majority of targets (Fig 6 and S4 and S5 Tables). Heat-maps in Fig 6 show substantial overlaps in gene expression among all seven tested mice suggesting that TLR4-induced gene expression occurs independently of immune status or strain.

**Fig 6:**
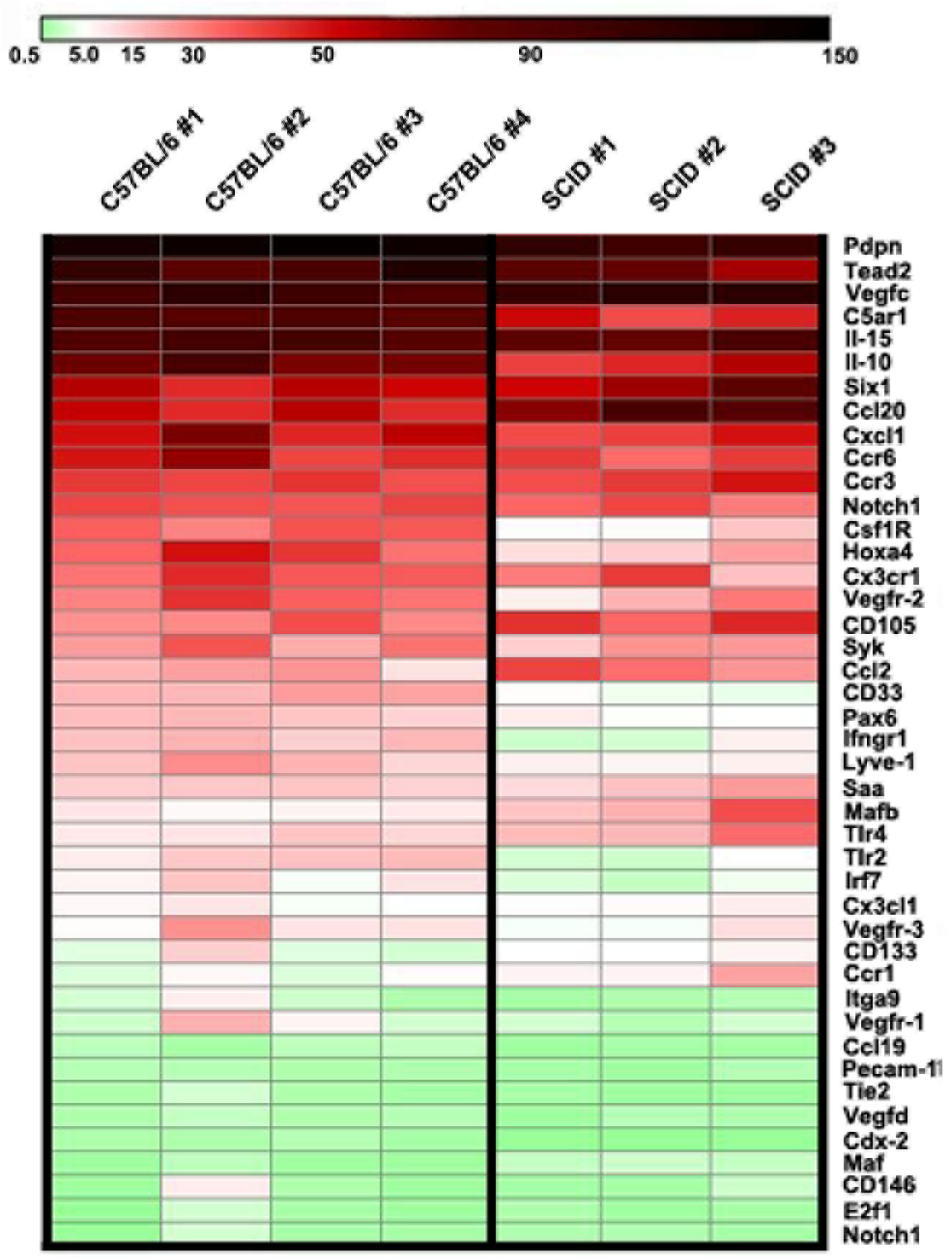
TLR4 activation induces lymphatic reprogramming of myeloid cells isolated from BM of immunocompetent and immunodeficient mice. CD11b^+^ cells isolated from BM of C57BL/6 mice (n = 4) and CB-17/SCID mice (n = 3) were used to induce M-LECP differentiation using nab-PXL (30 nM). Control cells were treated for identical time with medium containing only CSF1. After 4 days of nab-PXL or control treatment, cells were used to extract RNA for RT-qPCR analysis of representative targets (n = 43) performed in triplicate. Heat-maps of transcriptional changes detected in individual C57BL/6 and CB-17/SCID mice are shown. Beta actin-normalized data reported as mean fold-change ± S.E.M are shown in S4 and S5 Tables for C57BL/6 and CB-17/SCID mice, respectively. Rows correspond to listed genes and columns to individual mice with mouse strains indicated at the top. Scale bar denotes relative downregulation, no change, and upregulation as indicated by green, white and red colors, respectively.

Most genes were similarly regulated in myeloid cells from immunodeficient and immunocompetent mice although occasional targets were induced to a lower level in SCID mice. Out of 43 targets, 61% were consistently upregulated (16/43) or downregulated (10/43) in both C57BL/6 and SCID mice. Moreover, the gene profile detected for mouse BM myeloid cells was similar to that of human monocytes activated by TLR4 ligands (Fig 7). 

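The human fold changes with nab-PXL were set against the fold changes that the paper prints for bone marrow cells of C57BL/6 mice in S4 Table, since Ct values of mouse cells were not analysed here. The 2 sets share 42 targets, and all 42 were higher than with CSF1 alone in both. The paper's text counts part of the mouse targets as downregulated in both strains, which the printed averages of these 42 targets do not show. Across these targets, the log2 fold changes had a Spearman's rho of 0.504 (permutation test, 100000 draws, two-sided, p = 0.00086) and a Pearson's r of 0.460 (permutation test, p = 0.0023). Targets are not independent replicates. With the paper's values for CB-17/SCID mice (S5 Table), rho was 0.444 (permutation test, p = 0.0036) and r was 0.419 (p = 0.006). A change of reference moves every human value alike and leaves these correlations as they are, but not the count of higher targets.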

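In Fig 7, nab-PXL is the ligand for both species. PDPN, VEGF-C, ITGA9, VEGFR-3 and LYVE-1, the lymphatic-specific genes drawn there, were all higher in the human cells with nab-PXL, by fold changes between 4.61 and 225. Among the transcriptional regulators drawn there, the fold change with nab-PXL was 84.5 ± 1.54 (SD, n = 3) for HOXA4, 70.2 ± 1.13 for PAX6 and 67.4 ± 2.93 for IRF7. NOTCH1 (NOTCH) rose 20.4-fold, CD33 15.3-fold, CDX-2 (CDX2) 13.9-fold and CD133 (PROM1) 4.59-fold. The log2 fold change of HOXA4 was 6.40 (adjusted p = 3.89e-19 from limma), with 3 of 3 repeats above CSF1 alone, and its mean Ct with CSF1 alone was 36.3. HOXA4 shares repeat decimals with ANGPT2, PAX6 with IRF7, NOTCH1 with TNF, CD33 with IL19 and CD133 with IL33. CD133 with nab-PXL fell relative to the median Ct of all targets, at -0.86 on the log2 scale. Among the inflammatory modulators not yet given, the fold changes with nab-PXL were 184 ± 12.7 for CSF1R, 30.5 ± 0.991 for TLR4, 21.3 ± 1.07 for SAA and 9.76 ± 0.272 for CD14. CSF1R shares repeat decimals with CXCR5, TLR4 with LCP2, SAA with NRP2, and CD14 with KLF2 and PROX1.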

Among multiple similarities, we noted high-level increases of lymphatic-specific markers (Fig 7A), stem- and progenitor-specific transcription factors (Fig 7B) and inflammatory proteins (Fig 7C). In agreement with data from human monocytes, PECAM1 and TIE2 were only slightly increased or unchanged in mouse myeloid cells (Fig 7D). Likewise, VEGF-D, previously reported to be unaffected by LPS treatment of immortalized mouse macrophages [22], was the least responsive gene to TLR4 activation in both primary human and mouse myeloid cells.

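Among the 42 targets shared with the mouse array, VEGFR-1 and CX3CL1 alone had a smaller fold change than PECAM1 in human cells with nab-PXL. The Ct values of CX3CL1 recur in CX3CR1 under other treatments. TIE2 was not analysed here, since the files do not list it, and among all 148 human targets the size of the change of TIE1 with nab-PXL ranked 2 from the smallest. PECAM1 with nab-PXL was past the threshold with β-actin as the reference, with 3 of 3 repeats higher, and fell relative to the median Ct of all targets.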

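VEGF-D had fold changes of 13.3 ± 0.276 (SD, n = 3) with LPS, 2.96 ± 0.0850 with HMGB1 and 2.46 ± 0.0428 with nab-PXL. Its log2 fold changes were 3.73, 1.57 and 1.30, with adjusted p-values of 2.63e-18, 5.93e-14 and 5.6e-13 from limma and 3 of 3 repeats higher for each ligand. It shares repeat decimals with SYK. Among the 10 lymphatic-specific genes VEGF-D ranked 7 from the top with LPS, 9 with HMGB1 and 9 with nab-PXL. PROX1, at fold changes of 3.11 ± 0.172 with LPS, 2.66 ± 0.138 with HMGB1 and 2.44 ± 0.0681 with nab-PXL, was lower than VEGF-D with LPS and HMGB1 by more than the SD, and differed from it with nab-PXL by less than the SD. It shares repeat decimals with CD14 and KLF2. Among the 42 targets shared with the mouse array, VEGFR-1, CX3CL1, PECAM1 and CX3CR1 had smaller fold changes than VEGF-D with nab-PXL. Among all 148 targets, VEGF-D ranked 67 from the smallest fold change with LPS, 41 with HMGB1 and 39 with nab-PXL. Relative to the median Ct of all targets, VEGF-D changed by -0.72, -2.03 and -1.76 on the log2 scale and PROX1 by -2.81, -2.19 and -1.77.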

**Fig 7:**
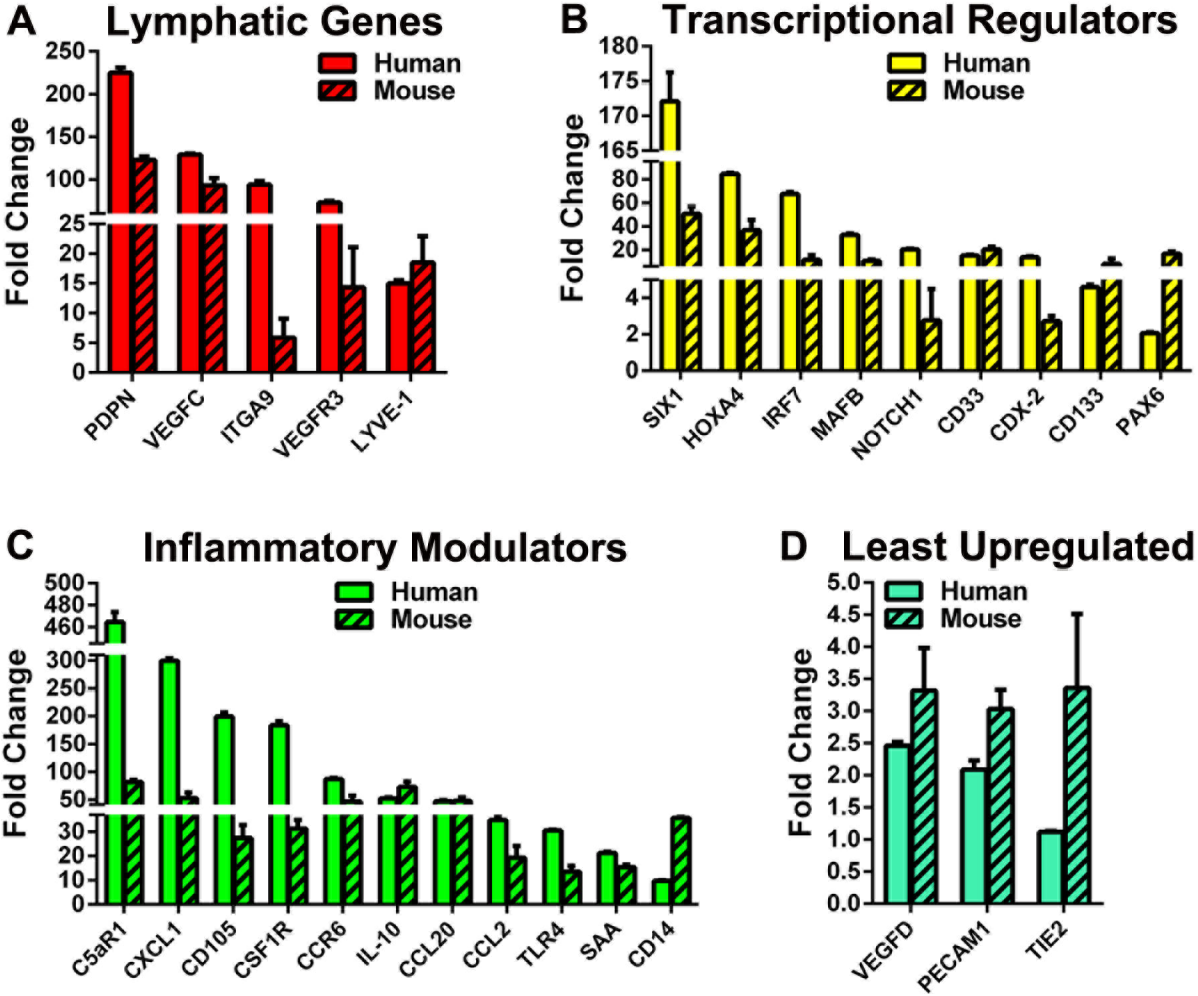
Human and mouse myeloid cells share similar patterns of TLR4-induced lymphatic reprogramming. Human and mouse cells were treated with specie-specific CSF1 followed by treatment with nab-PXL (30 nM) before RT-qPCR analysis. Data for all analyzed targets (n = 43) are shown in S3 and S4 Tables for human monocytes and mouse cells from immunocompetent C57BL/6 strain, respectively. Similarities in gene expression are shown by grouping targets based on properties such as (A) lymphatic-specific genes; (B) transcriptional regulators; (C) inflammatory modulators; and (D) relatively unchanged genes. Results are presented as mean fold change ± S.E.M. for human and mouse cells treated with nab-PXL compared with cells treated with CSF1 alone for identical period of time.

In summary, these data suggest that TLR4-dependent MLT can be generalized to human and mouse species regardless of a specific strain, and that this process is largely independent of T and B lymphocytes absent in the immunodeficient SCID mice. These data also establish for the first time the rational basis for using mouse primary BM cells and *in vivo* models to gain better understanding of the M-LECP role in human disorders.

### Myeloid-lymphatic transition (MLT) is prevented by NF-κB inhibitors

We previously demonstrated that VEGFR-3 expression is regulated by NF-κB [48], and that MLT in myeloid cells directly depends on autocrine activation of VEGF-C/VEGFR-3 signaling [22]. This led us to propose that inhibition of NF-κB not only suppresses VEGFR-3 but also other LEC genes that are subsequently regulated by VEGFR-3 signaling. This hypothesis is consistent with the well-established role of NF-κB as the main mediator of TLR4 pathway [49] as well as with early upregulation of VEGFR-3 during MLT [22]. To test this hypothesis, we induced MLT in human CD14^+^ cells using LPS, HMGB1 or nab-PXL either under standard conditions (see Methods) or in the presence of NF-κB inhibitors isohelenin [50], PDTC or leptomycin-B [51,52]. Isohelenin is highly specific inhibitor of NF-κB and the other two drugs have predominant NF-κB specificity [50–52]. Expression of LEC-specific genes PDPN, LYVE-1, VEGFR-3, VEGF-C, PROX1, and ITGA9 was determined 96 hours post-treatment.

Fig 8 shows that all three inhibitors substantially suppressed expression of LEC genes. The most effective inhibitor was an NF-κB-restricted drug isohelenin that reduced expression of LEC transcripts to baseline levels (96–98% inhibition, Fig 8B). VEGFR-3 was the least affected gene likely because its upregulation peaks at 24 hours rather than 96 hours [22]. VEGF-C was the most affected gene with 95–99% inhibition in the presence of anti-NF-κB drugs as compared with controls (Fig 8B–8D). PDTC and leptomycin-B produced similar effects in suppressing LPS- and HMGB1-induced LEC transcripts whereas the effects on paclitaxel-induced transcription were less pronounced with 60–90% inhibition compared with controls. Collectively, these data strongly support our hypothesis that NF-κB is directly responsible for mediating TLR4 signals in myeloid cells and their reprogramming into M-LECP.

**Fig 8:**
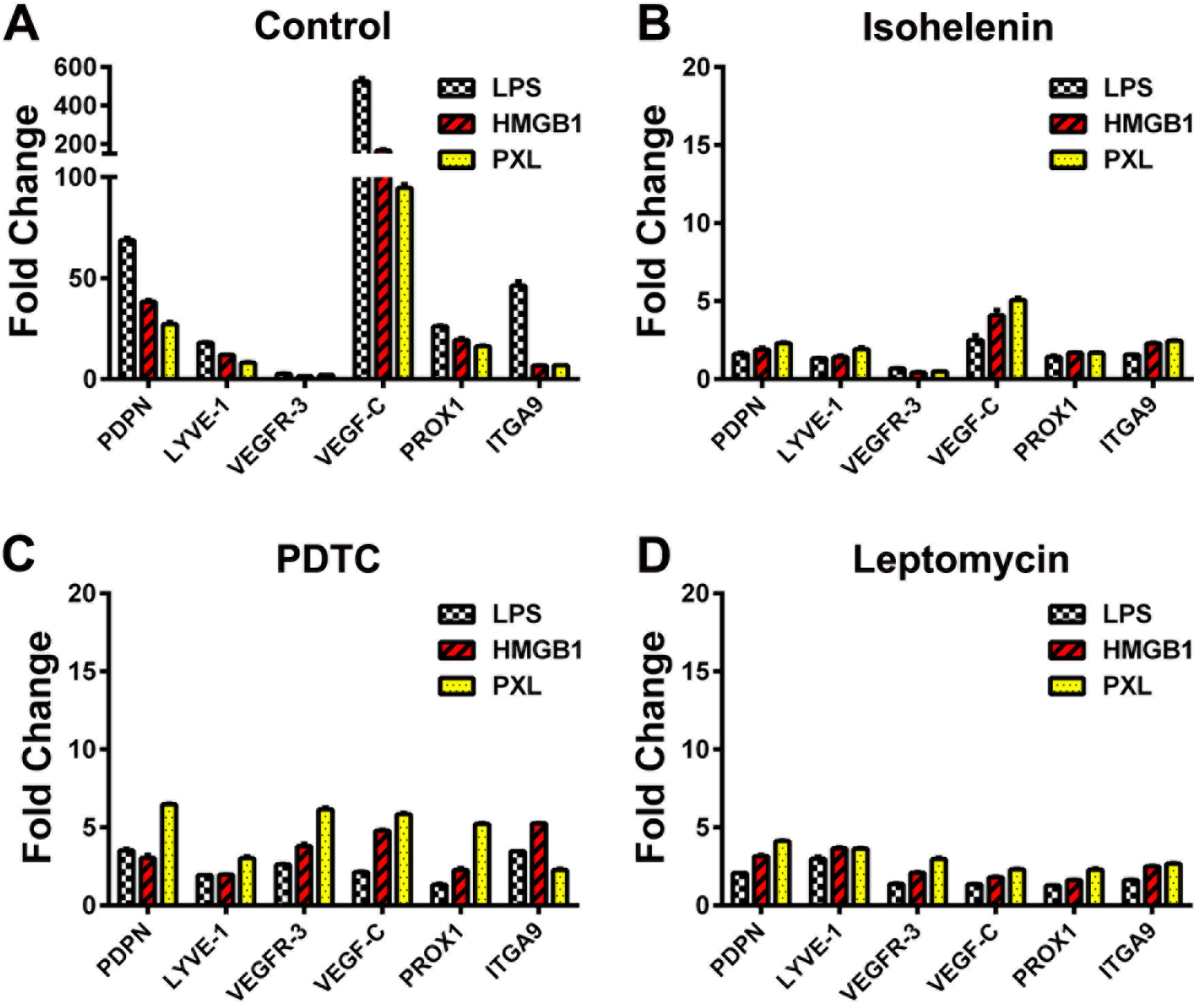
NF-κB inhibitors significantly suppress MLT. Four sets of human monocytes were differentiated with LPS, HMGB1 or nab-PXL as described under Methods. One set was treated with only TLR4 ligands and served as control (A). Three other sets were additionally treated with (B) 10 nM of isohelenin, (C) 5 μM of PDTC, or (D) 10 nM of leptomycin-B. After 4 days of treatment, mRNA was extracted and used to determine expression of the indicated lymphatic genes. The analyses for each condition and gene target were performed in triplicate. Results are presented as mean fold-changes of beta actin normalized values ± S.E.M. Note 30-fold difference in the scale of the Y-axis of control plotted data (A) and that from NF-κB inhibitors treated cells (B-D).

### Endogenous M-LECP substantially contribute to lymphangiogenesis *in vivo*

The lymphangiogenic activity of endogenous M-LECP has been documented in several previous studies that utilized either chimera mice reconstituted with BM from GFP-expressing mice [15] or an isolated BM-derived CD11b^+^/Pdpn^+^ fraction thought to represent M-LECP precursors [25]. We used both of these assays to determine the lymphangiogenic potential of endogenous M-LECP. In the first experiment, mice fully reconstituted with GFP^+^ BM were treated with LPS to induce peritonitis [22] followed by assessment of GFP^+^/CD11b^+^ cell recruitment to inflamed diaphragms. In the second experiment, BM-derived GFP^+^/CD11b^+^ cells from healthy mice were FACS-sorted into Pdpn-positive and Pdpn-negative fractions followed by injection into mice bearing syngeneic orthotopic breast carcinoma EMT6-Luc.

Both models showed substantial recruitment of BM-derived GFP^+^ cells to the inflamed diaphragms or tumors (Fig 9A and 9C) with some preference for Pdpn-positive compared with Pdpn-negative cells (Fig 9D). In chimera mice reconstituted with unfractionated BM, some specimens showed occasional overlap between GFP and Meca-32 staining. However, in all tested models the frequency of M-LECP integration into Lyve-1^+^ lymphatic vessels (Fig 9A and 9C) was much higher than into blood vasculature (Fig 9B). Importantly, delivery of a Pdpn^+^ fraction, but not Pdpn^-^ myeloid cells, highly correlated with increased lymphatic vessel density (Fig 9E, P = 0.004) supporting previous report on the major role of CD11b^+^/Pdpn^+^ BM-derived cells in adult lymphangiogenesis [25]. This is consistent with our results showing highly upregulated podoplanin in TLR4-activated human monocytes as well as mouse myeloid cells (Figs 2, 3 and 6). This is also in line with prior observations that BM-derived LEC-positive myeloid cells are significant contributors to inflammatory [13,16,22] and tumor lymphangiogenesis [23,53].

**Fig 9:**
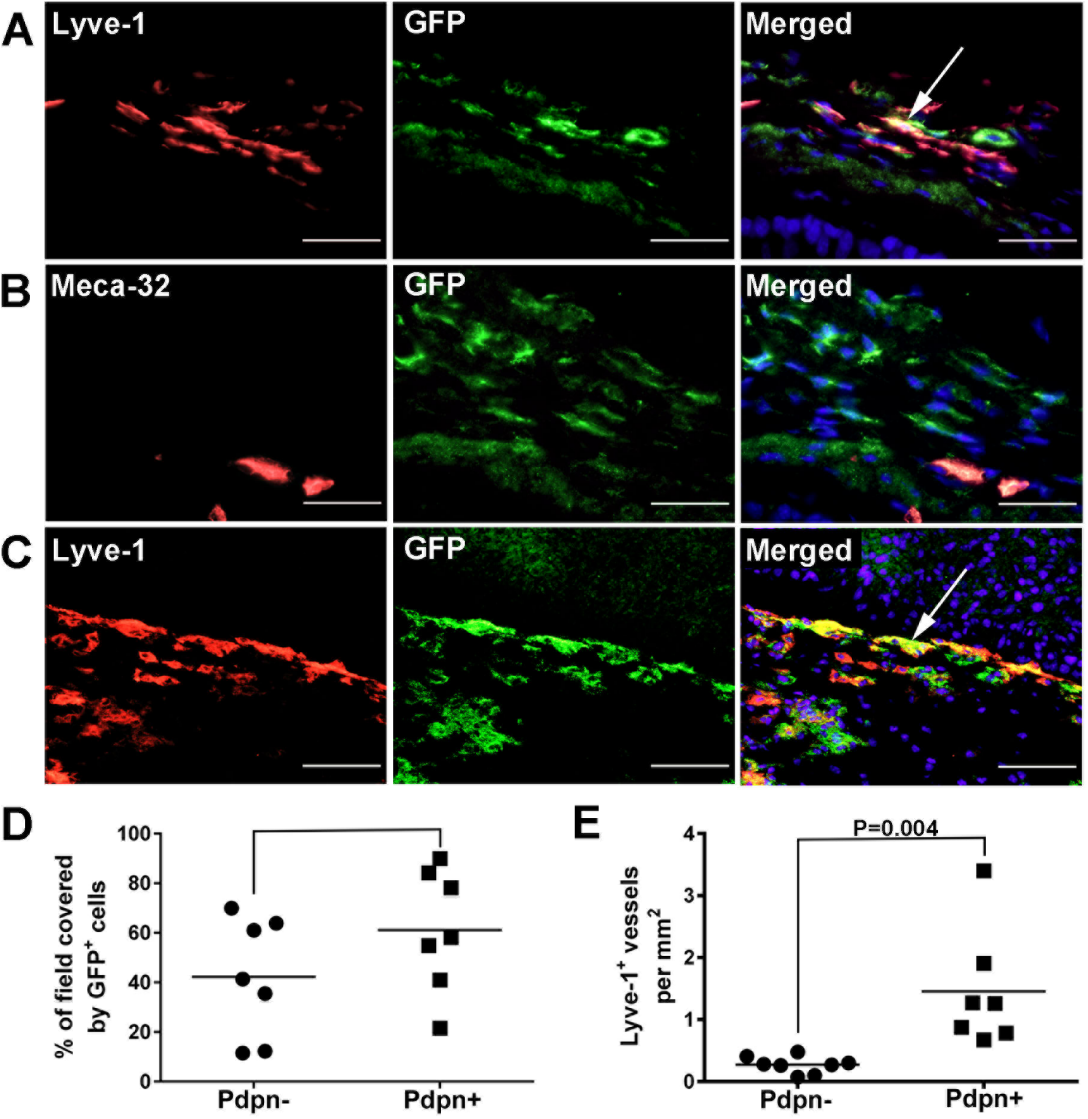
Endogenous M-LECP promote inflammatory and tumor lymphangiogenesis *in vivo*. (A, B) C57BL/6 female mice were subjected to a lethal dose of radiation and injected with BM cells from GFP transgenic mice. Once BM reconstitution was complete (4 weeks later), mice received daily injections of LPS (50 μg) of for two weeks to induce chronic peritonitis. At this time, diaphragms were removed and stained with antibodies to GFP and **(**A) Lyve-1 or (B) Meca-32. (C) EMT6-Luc tumor bearing mice were injected with 5x10^6^ of GFP^+^/CD11b^+^/Pdpn^-^ or GFP^+^/CD11b^+^/Pdpn^+^ BM cells (6–7 mice per group). EMT6-Luc tumors were harvested 14 days later and stained with antibodies to Lyve-1 and GFP. Images were acquired at 400X magnification. (D) Recruitment of CD11b^+^/Pdpn^-^ and CD11b^+^/Pdpn^+^ monocytes to EMT6-Luc tumors was quantified by determining the number of GFP^+^ pixels per field from four fields per section. (E) Peritumoral LVD of EMT6-Luc tumors was calculated by counting all peritumoral Lyve-1^+^ vessels on a section and normalizing per section area. Square and dot symbols represent Pdpn-positive and Pdpn-negative CD11b^+^ cells, respectively. Each symbol represents a value obtained from an individual mouse and reports the percentage of field covered by GFP cells or the density of Lyve-1^+^ vessels, respectively. The black bar indicates the mean for each group. Statistical significance was calculated by Student’s t-test with P-value indicated above black bracket.

### *In vitro* differentiated M-LECP are capable of promoting tumor lymphangiogenesis *in vivo*

Next, we tested the ability of *in vitro* TLR4-differentiated M-LECP to integrate and increase the density of tumor-induced lymphatic vessels. Mouse M-LECP differentiated from CD11b^+^ BM of GFP transgenic mice were injected i.v. into mice bearing mouse EMT6-Luc, MMTV-PyMT, or human ZR-75 breast tumors. Tumors harvested 14 days after M-LECP injection were stained with antibodies to GFP, Lyve-1, or Meca-32. Fig 10A shows a typical profile of M-LECP injected into mice demonstrating that cells were highly positive for Pdpn and Lyve-1 (~100% and 87%, respectively) with modest expression for Vegfr-3 (22%). The relatively low percentage of VEGFR-3^+^ cells is consistent with transient VEGFR-3 expression peaking at 24 hours from the onset of MLT [22]. Therefore, cells harvested at 96 hours are expected to be highly positive for Lyve-1, Pdpn, and other LEC markers but express a relatively low level of VEGFR-3.

**Fig 10:**
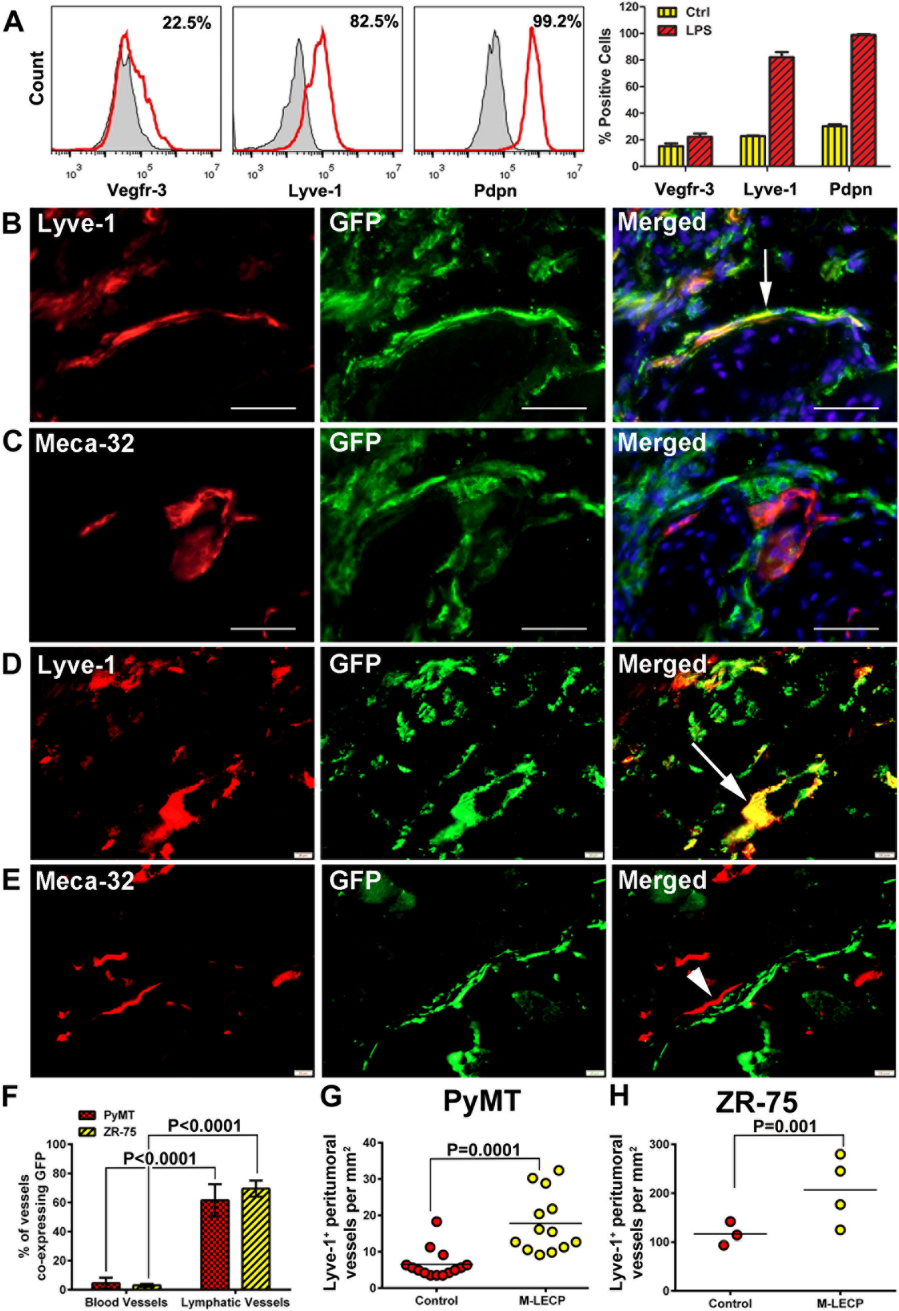
TLR4-induced M-LECP differentiated *in vitro* promote tumor lymphangiogenesis *in vivo*. CD11b^+^ cells isolated from BM of GFP transgenic mice were differentiated with LPS and injected into tumor-bearing mice. (A) Overlays of representative histograms demonstrating expression of Vegfr-3, Lyve-1 and Pdpn for cells treated with CSF1 only (control, grey area) or CSF1 plus LPS to induce lymphatic differentiation (red lines). The mean % of positive cells for LEC markers from two independent experiments ± S.E.M. are shown. (B, C) Co-localization of GFP^+^ cells with Lyve-1^+^ (B) or Meca-32^+^ (C) vessels in a syngeneic breast cancer MMTV-PyMT tumors. (D, E) Co-localization of GFP^+^ cells with Lyve-1^+^ (D) or Meca-32^+^ (E) vessels in a human xenograft breast cancer ZR-75 model. All images were acquired at 400X magnification. (F) Quantification of blood and lymphatic vessels with integrated GFP. (G, H) Changes in peritumoral LVD in mice bearing MMTV-PyMT (G) or ZR-75 (H) tumors injected with M-LECP as compared with saline-injected controls.

Exogenous GFP^+^ M-LECP predominantly integrated into Lyve-1^+^ lymphatic vessels as opposed to Meca-32^+^ blood vessels (Fig 10B and 10C). This conclusion was reached after quantifying integration events that were identified in 3–4% of blood vessels as opposed to 50–70% of lymphatic vessels in both analyzed tumor models (P<0.0001, Fig 10F). It should also be noted that yellow color indicating co-localization of GFP and Lyve-1 expression was often evident throughout the entire vascular structure as shown in Fig 10D. This staining pattern indicates that GFP protein is expressed in the cytosol of Lyve-1^+^ endothelial cells suggesting that GFP^+^ M-LECP donated their mRNA and/or proteins to existing LECs. Importantly, in both tumor models, the densities of peritumoral lymphatic vessels were significantly increased by 2.0- to 2.7-fold in mice injected with M-LECP compared with controls (P = 0.001; Fig 10G and 10H). This evidence from orthotopic breast cancer models demonstrates that TLR4 activation of BM myeloid cells generates functional M-LECP capable of expanding tumor lymphatic vasculature *in vivo*.

### M-LECP driven tumor lymphangiogenesis enhances breast tumor metastasis

Despite multiple reports demonstrating integration of lymphatic progenitors into preexisting lymphatic vessels [12,15,29] and their role in increasing the number of these vessels [25,32], the evidence for impact of progenitors on lymphatic function is still very limited. Specifically, neither endogenous nor exogenous M-LECP were shown to directly affect tumor growth and metastasis. We presented here new evidence showing that *in vitro* differentiated M-LECP significantly increase tumor-associated LVD (Fig 10G and 10H). This experimental setting allowed us to analyze the functional impact of M-LECP on tumor growth and metastasis.

Injection of M-LECP into mice with well-established ZR-75 tumors (~500 mm^3^) transiently decreased tumor growth (Fig 11A) albeit the difference compared with control tumors did not reach statistical significance. By end of the experiment, tumor volumes in control and M-LECP injected groups were nearly identical. In contrast, lymphatic metastasis increased by ~16-fold in M-LECP injected mice, from mean levels of 408x10^4^ (controls) to 6,520x10^4^ (M-LECP injected) RLU/mg of protein (P = 0.02; Fig 11B). The burden of lung metastases also increased 2-fold in M-LECP injected mice although this difference between groups did not reach statistical significance (Fig 11C). This might be because pulmonary lesions are formed after establishment of lymph node metastases so the tumor burden in the lungs might not have achieved maximal level at the time of tissue harvest. Collectively, these data show that TLR4-induced experimental M-LECP are capable of generating functional lymphatic vessels *in vivo* as evidenced by increased dissemination of tumor cells to lymph nodes. These data also suggest that naturally generated M-LECP by TLR4-mediated inflammatory pathway play a significant role in tumor spread.

**Fig 11:**
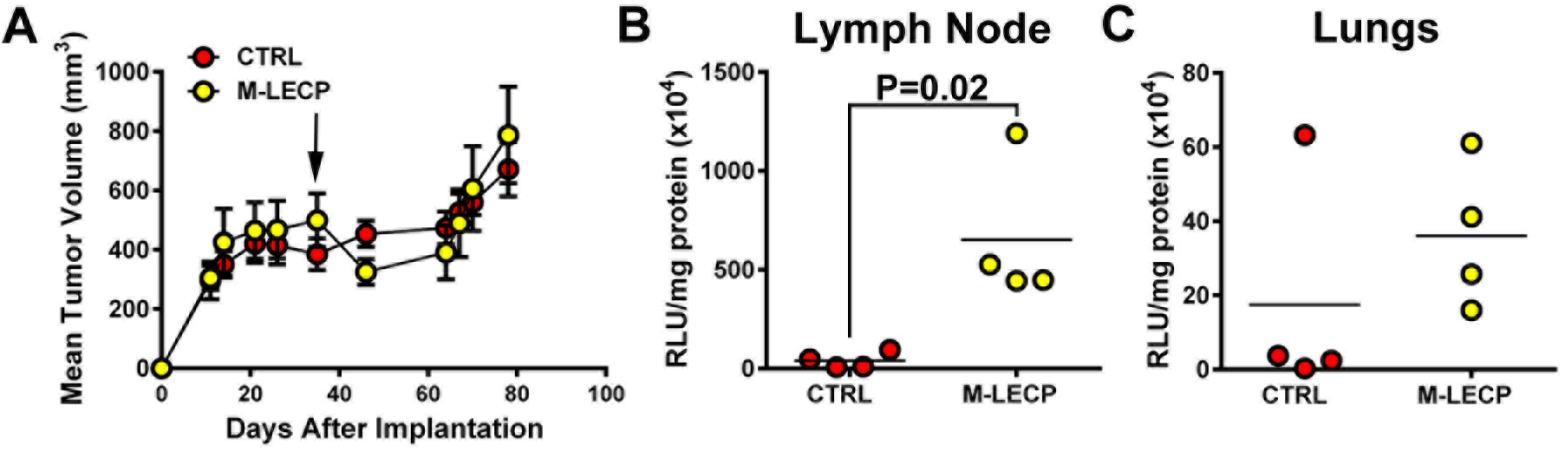
*In vitro* produced M-LECP increase lymphatic metastasis *in vivo*. Renilla luciferase-tagged ZR-75 tumor cells were orthotopically implanted into mammary fat pad of immunodeficient SCID mice and allowed to reach 500 mm^3^ before injecting mice i.v. with 2x10^6^ of *in vitro* LPS-differentiated mouse M-LECP or saline control (4 mice per group). (A) Tumor growth was monitored 2–3 times per week. Metastatic burden to lymph nodes (B) and lungs (C) was analyzed 45 days after M-LECP injection by measuring Renilla luciferase activity and normalizing per mg of total protein in tissue lysates. Each dot represents metastatic burden for an individual mouse expressed as RLU/mg of protein x 10^4^. The black bracket indicates statistically significant difference between control and M-LECP treated groups (n = 4) determined by a Mann-Whitney test with P-value listed above the line.

## Discussion

The main findings of this study are: 1) TLR4 activation causes myeloid-lymphatic transition (MLT) of adult human and mouse myeloid cells; 2) MLT reprogramming is initiated and regulated by NF-κB pathway; 3) MLT is associated with upregulation of multiple inflammatory cytokines and receptors possibly required to promote the functions of M-LECP in autocrine, paracrine and chemotactic manners; 4) this process occurs similarly for human and mouse myeloid cells and is independent of T and B lymphocytes; and 5) M-LECP produced *in vitro* by culturing with TLR4 ligands are capable of increasing the density and the function of new lymphatics in mouse models *in vivo*.

### Activation of TLR4/NF-κB pathway induces myeloid cell differentiation into M-LECP

We report, for the first time, that TLR4 is a significant regulator of lymphatic endothelial cell lineage development in adults through differentiation of myeloid cells into M-LECP. The main supportive evidence is based on substantial increase in expression of multiple LEC-specific genes in human and mouse myeloid cells treated with either LPS, a native TLR4 ligand [39], or two structurally unrelated LPS mimetics (Table 1 and S3 Table). Expression of inflammatory and LEC-specific genes were consistently induced for all three TLR4 ligands (LPS, HMGB1 and nab-paclitaxel) although some differences in profiles of downstream targets were noted (Figs 4–7). Transcriptional changes that were common to all three TLR4 stimuli were likely responsible for M-LECP function determined in mouse models *in vivo* (Figs 9–11).

The pro-lymphatic role of TLR4 is consistent with previous reports of LPS- and HMGB1-induced inflammatory lymphangiogenesis [22,34,40], paclitaxel-induced tumor lymphangiogenesis [38], and decreased ability of TLR4-deficient mice to form lymphatic vessels compared with wild-type [35]. Both LPS- and paclitaxel-induced lymphangiogenesis have been linked to massive recruitment of BM-derived CD11b^+^ myeloid cells expressing LEC-specific markers [22,34,38]. This is consistent with our hypothesis that inflammatory and tumor lymphangiogenesis directly depends on mobilized M-LECP.

Generation of functional LECP *in vitro* was previously reported to require endothelial growth-promoting factors such as VEGF-A [25,27] and/or VEGF-C [24,27]. This implies that myeloid precursors are competent to respond to these factors by expressing functional receptors for VEGF-A and VEGF-C. In our experience, both human CD14^+^ and mouse CD11b^+^ naïve cells express little or no VEGFR-3 prior to TLR4 activation (Figs 1A and 2A). In contrast, the level of VEGFR-3 is significantly increased after stimulation with TLR4 ligands (Figs 1B, 2B, 2C and 2D). This is consistent with our previous finding that mouse RAW264.7 cells completely lack VEGFR-3 but this receptor is highly upregulated after treatment with LPS [22]. The RAW264.7 model also showed that VEGFR-3 and co-expressed VEGF-C create an autocrine loop necessary for acquisition of lymphatic phenotype [22]. Here we show that primary human and mouse myeloid cells also co-express VEGFR-3 and VEGF-C (S3, S4 and S5 Tables). This is consistent with several independent studies that recorded coincident upregulation of VEGFR-3 and VEGF-C during early stages of LECP differentiation [13,24,25,54]. It is well-established that VEGFR-3 and VEGF-C are downstream targets of NF-κB [48,55], which is the main transcriptional mediator of the TLR4 signaling [55,56]. Taken together, these data suggest that TLR4 is one of the earliest inflammatory events that triggers myeloid-lymphatic reprogramming by upregulating VEGFR-3/VEGF-C pair. This conclusion is directly supported by the present study demonstrating effective blockade of the entire myeloid-lymphatic reprogramming by three independent inhibitors of the NF-κB pathway (Fig 8).

### TLR4-induced inflammatory cytokines may promote M-LECP differentiation and functions

While the three TLR4 ligands used here generated distinct gene profiles (S3 Table), all three consistently upregulated some inflammatory cytokines and corresponding receptors. This overlap suggests these specific cytokines and receptors might be instrumental for promoting MLT, supporting M-LECP recruitment to the inflamed tissues or functions of recruited progenitors. For instance, all TLR4 ligands caused co-expression of CCL3 and its receptor, CCR1 (Fig 5) implying a possible autocrine function of this pair in LEC differentiation. In contrast, CXCL1, IL-3 and Ang1 were strongly induced in the absence of corresponding receptors (Fig 5A, 5D and 5G) suggesting these soluble factors are needed for paracrine communication with the environment. Yet, in another group, only receptors were significantly increased (e.g., PDGFRA and CCR8) suggesting that corresponding ligands, PDGF and CCL1, often overexpressed in cancers [57,58], may create a chemokine gradient facilitating recruitment of M-LECP. In summary, our analyses identified a panel of plausible inflammatory regulators of M-LECP that could serve as biomarkers or therapeutic targets for controlling this process.

### Human and mouse myeloid cells can be differentiated into M-LECP using TLR4 ligands

Although LECP were reported to derive from adipose [31], mesenchymal [30] or hematopoietic [59] stem cells, the majority of studies identified BM-produced myeloid-monocytic precursors as their main source [26]. Consistent with the monocytic origin, human LECP were successfully differentiated *in vitro* using monocytes from peripheral [27,32,33] or umbilical cord [24,54] blood and treatment with a VEGF-A/VEGF-C cocktail. Here, we provide evidence that mouse and human myeloid-monocytic cells can undergo similar pro-lymphatic reprogramming upon activation of TLR4. Similarities between human CD14^+^ and mouse CD11b^+^ cell differentiation are indicated by: 1) upregulation of core lymphatic genes (e.g., LYVE1, PDPN, VEGFR3) by all tested TLR4 ligands; 2) increased expression of several transcriptional regulators in both species; 3) similar overlap in upregulation of inflammatory genes; and 4) lack of appreciable effects on PECAM1 and TIE2 that are typically expressed at higher levels on BEC compared with LEC.

We also noticed that several hallmarks of MLT were conserved independently of species, mouse strains or immune status. For instance, PDPN and VEGF-C are typically among the highest upregulated genes, LYVE-1 is upregulated modestly, and VEGFR-1 or VEGF-D are relatively unchanged. This gene expression pattern was similar for myeloid cells from C57BL/6 mice and immunodeficient SCID mice on the BALB/c background (Fig 6) suggesting that MLT is not restricted to a particular mouse strain, and is independent of T and B lymphocytes. These conclusions are important for both understanding the basic tenets of LECP differentiation and practical reasons. Similar patterns for human and mouse MLT established by our studies support extrapolation of conclusions from mouse models to human pathologies. Close reproduction of MLT in immunodeficient mice shown here provides rational basis for *in vivo* modeling of M-LECP generation in the presence of human cancers or other tissues xenografted into SCID mice. Parallel behavior of myeloid cells from different mouse strains and human monocytes strengthens the idea of a predominant myeloid source for LECP. Collectively, these new findings significantly expand experimental approaches for analyzing MLT *in vivo* and determining significance of M-LECP for pathogenesis of human diseases.

### Experimentally-produced and native M-LECP have similar LEC marker signature and lymphangiogenic potential *in vivo*

One of the main goals of this study was to determine whether TLR4-induced *in vitro* differentiated LECP from primary myeloid cells have similar structural and biological properties to naturally-produced progenitors. To date, only a few studies have established the functional competence of *in vitro* differentiated LECP as indicated by the ability to increase functional lymphatic vessels *in vivo*. Here, we generated lymphatic progenitors in culture and tested their functional impact on inflamed lymphatic vasculature in mice. We found that experimentally-produced M-LECP express lymphatic-identifying markers (Fig 10A), and reproduce the biological behavior of native M-LECP (Fig 9). Prior studies determined that endogenous M-LECP are characterized by the following traits: 1) chemo-attraction to tumor [29,53] and inflamed sites [14,22]; 2) co-expression of LEC-specific markers such as Vegfr-3, Lyve-1 or Pdpn and myeloid markers such as CD11b, CD14 or CD68 [16,60]; 3) preferential integration into lymphatic [12,13,22] as opposed to blood vessels [12]; and 4) the ability to increase the density [13,24,32] and the function of lymphatic vessels [25]. Fig 10 shows that *in vitro* TLR4-differentiated M-LECP faithfully display all these traits. Moreover, Fig 11 shows significant increase in lymph node metastasis in mice injected with experimental M-LECP attesting to their ability to augment lymphatic function. This evidence demonstrates that TLR4 activation of myeloid cells produces functional lymphatic progenitors and highlights the role of these progenitors in pathological conditions such cancer.

In summary, we describe a novel protocol for generation of functionally competent lymphatic endothelial progenitors from primary human and mouse myeloid cells. Myeloid-lymphatic transition (MLT) is accompanied by substantial elevation of inflammatory mediators that possibly required for reprogramming, trafficking and/or the functions of M-LECP. MLT is not dependent on lymphoid cells and occurs similarly in myeloid cells from different mouse strains and human monocytes. We believe this study will serve as the foundation for future analyses of M-LECP differentiation and functions leading to better understanding of adult lymphangiogenesis and novel therapeutic approaches for correcting aberrant lymphatic function in human patients.

## Supporting information

S1 Fig Differentiated M-LECP acquire the capacity to perform endothelial-specific functions. Mouse CD11b^+^ isolated from BM were analyzed at three timepoints: *ex vivo*, after 6 days of treatment with CSF1 alone, and after four days with 50 ng/ml LPS for (A) the ability to uptake acetylated-LDL, (B) bind UEA-1 lectin, and (C) bind Tomato lectin. Representative histograms from each time point are presented. The MFI (x10^3^) are present in bar graphs displaying the mean ±SEM.
(PDF) Click here for additional data file.

S2 Fig LPS-differentiated mouse M-LECP perform uptake of acetylated LDL and express endothelial-specific receptors for UEA-1 and Tomato lectins. Mouse CD11b^+^ cells were pretreated with CSF1 followed by 4 days exposure to LPS (50 ng/ml). Differentiated cells were incubated for 4 hours with FITC-tagged (A) 10μg/ml of AC-LDL, (B) 10μg/ml of UEA1 lectin or (C) 10μg/ml of Tomato lectin. Bright fields and fluorescent images are shown side-by-side to show that nearly all cells are able to uptake the compounds. All images were acquired at 200X magnification.
(PDF) Click here for additional data file.

S3 Fig Human CD14^+^ monocytes are positive for proliferative markers. Human CD14^+^ monocytes were isolated from whole blood and plated on slides. Slides were stained daily for evidence of proliferation with (A) acetylated histone H3 (Ac-histone) and (B) Ki-67 for 6 days. White arrowheads point to double nuclei. All images were acquired at 400X magnification.
(PDF) Click here for additional data file.

S1 Table Sequences of human primers used for RT-qPCR. (PDF) Click here for additional data file.

S2 Table Sequences of mouse primers used for RT-qPCR. (PDF) Click here for additional data file.

S3 Table Changes in expression in TLR4-activated human CD14^+^ monocytes undergoing lymphatic reprogramming. (PDF) Click here for additional data file.

S4 Table TLR4-activated lymphatic reprogramming of bone marrow myeloid cells derived from C57BL/6 mice. (PDF) Click here for additional data file.

S5 Table TLR4-activated lymphatic reprogramming 0f bone marrow myeloid cells derived from CB-17/SCID mice. (PDF) Click here for additional data file.

# Supplementary material for: Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4
**Source:** PLoS One. 2017 Jun 9;12(6):e0179257. doi: 10.1371/journal.pone.0179257
**Supplement:** S1 Table

**S1 Table. Sequences of human primers used for RT-qPCR.**

| Gene <sup>A</sup> | Product Size (bp) | Forward Primer Sequence (5' → 3') | Reverse Primer Sequence (5' → 3') |
|-------------------|-------------------|-----------------------------------|-----------------------------------|
| ACTB              | 131               | TCCTCTCCCAAGTCCACACAGG            | GGGCACGAAGGCTCATCATTC             |
| ANG1              | 136               | CTCGCTGCCATTCTGACTCAC             | GACAGTTGCCATCGTGTTCTG             |
| ANG2              | 73                | TCTTGGCCGCAGCCTATAAC              | TGCTGGACCTGATATTGCTTCT            |
| BCL2              | 94                | GGGGAGGATTGTGGCCTTC               | CAGGGCGATGTTGTCCACC               |
| BCL3              | 103               | ATTGCTGTGGTGCAGGGTAAC             | GTGTCTGCCGTAGGTTGTTG              |
| BCL6              | 76                | GGAGTCGAGACATCTTGACTGA            | ATGAGGACCGTTTTATGGGCT             |
| BCLXL             | 119               | GAGCTGGTGGTTGACTTTCTC             | TCCATCTCCGATTCAGTCCCT             |
| C/EBP             | 147               | ACTCCAGGGGTGAACGGAAT              | CATGGGCGAACTCTTTTTGCT             |
| CCL1              | 141               | TCATTTGCGGAGCAAGAGATT             | CTGAACCCATCCAAGTGTGC              |
| CCL2              | 152               | CAGCCAGATGCAATCAATGCC             | TGGAATCCTGAACCCACTTCT             |
| CCL3              | 140               | AGTTCTCTGCATCACTTGCTG             | CGGCTTCGCTTGTTAGGAA               |
| CCL4              | 61                | CTGTGCTGATCCCAGTGAATC             | TCAGTTCAGTTCAGGTCATACA            |
| CCL5              | 90                | ATCCTCATTGCTACTGCCCTC             | GCCACTGGTGTAGAAATACTCC            |
| CCL7              | 108               | AGCTCTCCAGCCTCTGCTTA              | CTGCTTTCAGCCCCCAG                 |
| CCL17             | 129               | TGGAGCAGTCCTCAGATGTC              | CTTCTCTGCAGCACATCCAC              |
| CCL19             | 114               | CCAGCCCCAACTCTGAGTG               | ATCCTTGATGAGAAGGTAGTGGA           |
| CCL20             | 220               | TGCTGTACCAAGAGTTTGCTC             | CGCACACAGACAACCTTTTTCTTT          |
| CCL27             | 69                | CCAGGCTTTCGTGCTTCACC              | CTGTGACAGGCTGGGGTTCT              |
| CCL28             | 129               | TGCACGGAGGTTTCACATCAT             | ACAGATTCTTCTGCGCTTGAC             |
| CCR1              | 117               | GACTATGACACGACCACAGAGT            | TACCAAGGAGTACAGAGGGGG             |
| CCR2              | 115               | AGTTCAGAAGGTATCTCTCGGTG           | GGCGTGTTTGTTGAAGTCACT             |
| CCR3              | 140               | GCAATGTGGTGGTGGTGATG              | ATGCCCCCTGACATAGTGGAT             |
| CCR4              | 129               | TTTCCAAGCAGACCAAATAC              | GCATATACAGCAATTACTAT              |
| CCR5              | 90                | AGGGCTGTGAGGCTTATCTTC             | CTGGAAGGTGTTTCAGGAGAA             |
| CCR6              | 139               | TTGATTCTGAGATGTTACTG              | TTATAAAAAGCAAAGGTGAT              |
| CCR7              | 98                | TCATCTTTGCCATCTACA                | TGAGACAGCCTGGACGA                 |
| CCR8              | 114               | GTGTGACAACAGTGACCGACT             | ACAGGAGGCAATAAAAAGACAGC           |
| CCR10             | 117               | ATTACTCTGGGGATGAAGA               | CCACGGTCAGGGAGACACT               |
| CDX-2             | 97                | TCCGTGTACACCACTCGATATT            | GGAACCTGTGCGAGTGGAT               |
| CD14              | 122               | ACGCCAGAACCTTGTGAGC               | GCATGGATCTCCACCTCTACTG            |
| CD24              | 92                | CCTGTTTTTTCCTTGCCACAT             | GACTCAGGCCAAGAAACGTC              |
| CD33              | 77                | GGCCACTCCAAAAACCTGAC              | GACAACCAGGAGAAGATCGGG             |
| CD34              | 205               | TCTACAAATGTATCCTACCA              | ACACTGTGCTGATTACAGAGGTCT          |
| CD69              | 94                | ACAGGAACCTTGGAAGGACCC             | AGAACAGCTCTTTGCATCCG              |
| CD83              | 96                | GAGAAACCTAAGTGGCAAGGTG            | AGGACAATCTCCGCTCTGTAT             |

|         |     |                          |                           |
|---------|-----|--------------------------|---------------------------|
| CD105   | 107 | TGCACTTGGCCTACAATTCCA    | AGCTGCCCCACTCAAGGATCT     |
| CD133   | 99  | AGTCGGAAACTGGCAGATAGC    | GGTAGTGTTGTACTGGGCCAAT    |
| CD146   | 102 | AGCTCCGCGTCTACAAAGC      | CTACACAGGTAGCGACCTCC      |
| CEBPG   | 147 | ACTCCAGGGGTGAACGGAAT     | CATGGGCGAACTCTTTTTGCT     |
| COUPTF2 | 129 | CGGGTGGTCGCCTTTATGG      | ACAGGCATCTGAGGTGAACAG     |
| COX2    | 194 | GGCTTCCATTGACCAGAGCAG    | GCCGAGGCTTTTCTACCAGA      |
| CREB1   | 142 | CCACTGTAACGGTGCCAACT     | GCTGCATTGGTCATGGTTAATGT   |
| CSF1    | 228 | GCTCTCCCAGGATCTCATCAC    | TCAAAGGAACGGAGTTAAAACGG   |
| CSF2    | 110 | AAAGGGGATGACAAGCAGAA     | ACTACAAGCAGCACTGCCCT      |
| CSFR1   | 176 | GAATCCCAGTGATAGAGCCCA    | TTGGAAGGTAGCGTTGTTGGT     |
| CSFR2   | 95  | TGAAGGAAATTACCTGAGA      | TCACAGCATCATCAAGA         |
| CX3CL1  | 122 | ACCACGGTGTGACGAAATG      | CTCCAAGATGATTGCGCGTTT     |
| CX3CR1  | 132 | AGTGAGCACTCCCAAGTCTA     | AGCATGAATGATGGGGTA        |
| CXCL1   | 97  | CTTCCTCCTCCCTTCTGGTC     | CCAAACCGAAGTCATAGCCA      |
| CXCL3   | 86  | CGCCCAAACCGAAGTCATAG     | GCTCCCCTTGTTTCAAGTATCTTTT |
| CXCL5   | 259 | GGAAAGATTTTGTGTTGTT      | AGTCACCTACAATTCAAGAC      |
| CXCL6   | 65  | AGAGCTGCGTTGCACTTGTT     | GCAGTTTACCAATCGTTTTGGGG   |
| CXCL9   | 93  | CCAGTAGTGAGAAAGGGTCGC    | TGGGGCAAATTGTTTAAGGTCTT   |
| CXCL10  | 193 | GTGGCATTCAAGGAGTACCTC    | GCCTTCGATTCTGGATTCAAGACA  |
| CXCL12  | 101 | ATGCCCATGCCGATTCTTCG     | GCCGGGCTACAATCTGAAGG      |
| CXCL13  | 62  | TTGAGGTGTAGATGTGTCCAAGA  | ATTGATCAATGAAGCGTCTAGG    |
| CXCR1   | 127 | TGGGGACTGTCTATGAATCTGT   | GCAACACCATCCGCCATTTT      |
| CXCR2   | 249 | TGGATTTTGGCACATTCC       | TGGGCTAACATTGGATGAGT      |
| CXCR3   | 160 | GCTGGTGCTGACACTGCCGCT    | AACTATGTTCAAGTAGCGGT      |
| CXCR4   | 63  | TACACCGAGGAAATGGGCTCA    | TTCTTCACGGAAACAGGGTTC     |
| CXCR5   | 155 | ACCTCCCGATTCTCTACCAT     | AAGATGCTTGTCACCAGGATG     |
| CXCR6   | 169 | GACTATGGGTTTCAAGCAGTTTCA | GGCTCTGCAACTTATGGTAGAAG   |
| C3a     | 125 | GGGGAGTCCCATGTACTCTATC   | GGAAGTCGTGGACAGTAACAG     |
| C5a     | 104 | CAGGGAAGGTTACCGAGCAAT    | TCAGATGTTCTCCCACTAGCA     |
| C3aR1   | 100 | CCCTACGGCAGGTTCTATG      | GACAGCGATCCAGGCTAATGG     |
| C5aR1   | 96  | TCCTTCAATTATACCACCCCTGA  | ACGCAGCGTGTTAGAAGTTTTAT   |
| DLL4    | 131 | TCCAACCTGCCCTTCAATTTTAC  | CTGGATGGCGATCTTGCTGA      |
| E2F1    | 146 | ACGTGACGTGTCAGGACCT      | GATCGGGCCTTGTTTGCTCTT     |
| ETS1    | 96  | GATAGTTGTGATCGCCTCACC    | GTCTCTGAGTCGAAGCTGTC      |
| FOXC2   | 134 | CCTCCTGGTATCTCAACCACA    | GAGGGTCGAGTTCTCAATCCC     |
| FOXN2   | 124 | AGAGAGCTGAAACCCCAGGAG    | GCTGACTCACTGTCCACTAGAG    |
| FZD1    | 261 | AGACCGAGTGGTGTGTAATGA    | AGGATGGTGATGGTCTTGAT      |
| FZD4    | 86  | TACCTCACAAAACCCCATCC     | GCTCCTTTTACCCAGATGT       |

|        |     |                         |                          |
|--------|-----|-------------------------|--------------------------|
| HEMGN  | 219 | AGCTGAAGTGCATGAAAAGGAA  | ACTTTGGTTATGCTCCCAGGT    |
| HIF1A  | 126 | ATCCATGTGACCATGAGGAAATG | CTCGGCTAGTTAGGGTACACTT   |
| HIF2A  | 196 | TTGATGTGGAAACGGATGAA    | GGAACCTGCTCTTGCTGTTC     |
| HOXA4  | 141 | ATAACGGAGGGGAGCCTAAG    | GCTCAGACAAACAGAGCGTG     |
| HOXA9  | 153 | TACGTGGACTCGTTCCTGCT    | CGTCGCCTTGGAAG           |
| IFI16  | 97  | CCTCCATCAACACCAAGCA     | TCACTCTGGGCACTGTCTT      |
| IFNG   | 100 | TCGGTAACTGACTTGAATGTCCA | TCCTTTTTCGCTTCCCTGTTTT   |
| IFNGR  | 108 | AAAGTCAGAAGAATTTGCTGTAT | ACTGAAGGGTGAAATATGTC     |
| IL-1B  | 100 | CAGCTACGAATCTCCGACCAC   | GGCAGGGAACCAGCATCTTC     |
| IL-3   | 125 | GCGATCTTTTGAGTCCAACG    | GCTTCTGGTCTTGGAATGTG     |
| IL-4   | 150 | CCAACCTGCTTCCCCCTCTG    | TCTGTTACGGTCAACTCGGTG    |
| IL-5   | 102 | CTGCCTACGTGTATGCCATCC   | CATTGGCTATCAGCAGAGTTCG   |
| IL-6   | 159 | AACCTGAACCTTCCAAAGATGG  | TCTGGCTTGTTCTCACTACT     |
| IL-7   | 109 | TTGGACTTCCTCCCCTGATCC   | TCGATGCTGACCATTAGAACAC   |
| IL-8   | 112 | ACTGAGAGTGATTGAGAGTGGAC | AACCCTCTGCACCCAGTTTTTC   |
| IL-10  | 103 | CTCATGGCTTTGTAGATGCCT   | GCTGTCATCGATTTCTTCCC     |
| IL-15  | 129 | TTTCAGTGCAGGGCTTCCTAA   | GGGTGAACATCACTTTCCGTAT   |
| IL-17A | 156 | CAATCCCACGAAATCCAGGATG  | GGTGAGATTCCAAGGTGAGG     |
| IL17B  | 111 | ATGAAAGCCTCTAGTCTTGCCT  | TGTGGCGATCACACAGCTTC     |
| IL-17D | 290 | GCCCTGGGCCTACAGAATC     | CGCCCTGTTTGTCGATGCT      |
| IL17E  | 205 | ATGTACCAGGTGGTTGCATTC   | TGCTGTTGAGGGGTCCATCT     |
| IL-18  | 75  | TCTTCATTGACCAAGGAAATCGG | TCCGGGGTGCATTATCTCTAC    |
| IL-23  | 111 | GGACAACAGTCAGTTCTGCTT   | CACAGGGCTATCAGGGAGC      |
| IL-33  | 190 | CAGCAAGCAAAGCCTTGTGTT   | GCGAGTACCAGATGTCTTTTGT   |
| IL1R   | 118 | TCCAGTCACTAATTTCCAGAAGC | CCTGTACCAAAGCACAATGTCAA  |
| IL3R   | 106 | CCCTGTCTCCTGCAAACGAAG   | CGGTCACATTTCTGTTAAGGTCC  |
| IL4R   | 110 | ATTGTCTACTCAGCCCTTAC    | CAGCAGCCACAGCAAGGACT     |
| IL5R   | 271 | GAAGGAACTCGTCTCTCTATCCA | TCAAGGGCTTGTGTTTCATCATTT |
| IL6R   | 215 | GCTCCTCTGCATTGCCATTG    | CATCTGGTTCGGTTGTGGCT     |
| IL7R   | 245 | GGACGCATGTGAATTTATCCAGC | CAAGATGACCAACAGAGCGAC    |
| IL10R  | 109 | CTTGGCTCAGACGCTCATGG    | CAGACTGATTTGGGATGGGTG    |
| IL15R  | 114 | CGCAGACATCTGGGTCAAGAG   | TTGTTCAACACGCACTCCGT     |
| IL17RA | 159 | GTTTTACCTTCAGCCACTTT    | ATGGCGTGGTTACCTTCAT      |
| IL17RB | 63  | CAGCGACTGCATCCGACATAA   | GGGAAAGGGACGCCTGTTT      |
| IL17RD | 115 | AGGCATCTATGACTCGTCTGT   | TGAAGAGGAGGACACGCT       |
| IL18R  | 197 | AAGAACGCCGAGTTTGAAGAT   | GAGCAGTTGAGCCTTACGTTT    |
| IL23R  | 115 | TGGGTCCAAGCAGCAAA       | AATGACGGCTGCAGAAGG       |
| IL33R  | 182 | ATTCCACAGCAGCAAAGTTT    | CTGAGTGGGAATACTTTTGT     |

|            |     |                         |                         |
|------------|-----|-------------------------|-------------------------|
| INOS       | 116 | ATTCTGCTGCTTGCTGAGGT    | ATGCAATGAATGGGGAAAAA    |
| IRF3       | 96  | GTGGCCTGGGTGAACAAGAG    | CTGGAAGATTCCGAAATCCTCC  |
| IRF5       | 169 | AGGAGAGGAGGAGGAAGAA     | ATCTTGTAGGGCTGAGGTG     |
| IRF7       | 86  | TACCATCTACCTGGGCTTC     | AGCCAGGGTTCCAGCTTCA     |
| IRF8       | 77  | ATGTGTGACCGGAATGGTGG    | AGTCCTGGATACATGCTACTGTC |
| ITGA9      | 89  | GACGCTGATCCCTTGCTATGA   | CGGTGAAGAAGCCCGCTATC    |
| KLF2       | 137 | CTACACCAAGAGTTCGCATCTG  | CCGTGTGCTTTTCGGTAGTG    |
| KIT        | 135 | GTTCTGCTCCTACTGCTTCGC   | TAACAGCCTAATCTCGTCGCC   |
| LTB        | 103 | GTACGGGCCTCTCTGGTACA    | GTCCACCATATCGGGGTGAC    |
| LYVE-1     | 150 | TGGGGATCACCTTGTGAG      | AGCCATAGCTGCAAGTTTCAAA  |
| MAF        | 91  | CGAGTGGGCTCAGTTATGAA    | ACGAGAAGTTGGTGAGCAGC    |
| MAFB       | 88  | GACGCAGCTCATTCAGCAG     | CTCGCACTTGACCTTGTAGGC   |
| MNDA       | 110 | GTTTACTCCGAATCAGGAAACCC | TAAATGGCGCTGTTGCTTTCA   |
| MTOR       | 114 | GCAGATTTGCCAACTATCTTCGG | CAGCGGTAAAAGTGTCCTG     |
| NFATc1     | 119 | CACCGCATCACAGGGAAGAC    | GCACAGTCAATGACGGCTC     |
| NFKB1      | 122 | TGCCAACAGATGGCCCATAC    | TGTTCTTTTCACTAGAGGCACCA |
| NFKB2      | 154 | TCCGGGGGCATCAAA         | AAAGGCCTGCCATCCA        |
| NOTCH1     | 140 | GAGGCGTGGCAGACTATGC     | CTTGTA CTCCGTCAGCGTGA   |
| NRP1       | 94  | ATCACCCAAGTGAAAAATGCGA  | TCCTCCAAATCGAAGTGAGGG   |
| NRP2       | 65  | CCAGCAGCCAAAGCTGTTC     | GGTCAAACCTTCGGATGTCAG   |
| PAX4       | 132 | ATACCCGGCAGCAGATTGTG    | AAGACACCTGTGCGGTAGTAA   |
| PAX5       | 127 | ACTTGCTCATCAAGGTGTCAG   | TCCTCCAATTACCCAGGCTT    |
| PAX6       | 111 | TGGGCAGGTATTACGAGACTG   | ACTCCCGCTTATACTGGGCTA   |
| PDGFB      | 175 | TCTCTGCTGCTACCTGCGT     | GTGGGAGCGGGTCATGTTT     |
| PDGFC      | 128 | ACTCAGGCGGAATCCAACC     | CTTGGGCTGTGAATACTTCCATT |
| PDGFRA     | 126 | AACCGTGTATAAGTCAGGGGA   | ATTTCTTCCAGCATTTGTGAT   |
| PDGFRB     | 155 | TCCAGCACCTTCGTTCTGAC    | TATTCTCCCGTGTCTAGCCCA   |
| PECAM1     | 131 | ACAGTGTTGACATGAAGA      | ATCCTTATAGAACAGCATC     |
| Podoplanin | 128 | AGAGCAACAACCTCAACGGGA   | TGTAGTCTCAGTGTCATCTTC   |
| PROX1      | 130 | GGATGTTGAGTATTCAGTGGTGC | CTGGGAAATTATGGTTGCTCCT  |
| RELA       | 96  | CCCACGAGCTTG TAGGAAAGG  | GGATTCCCAGGTTCTGGAAAC   |
| RELB       | 91  | CAGCCTCGTGGGGAAAGAC     | GCCCAGGTTGTTAAACTGTGC   |
| RELC       | 97  | GCAGAGGGGAATGCGTTT TAG  | AGAAGGGTATGTTTCGGTTGTTG |
| RUNX2      | 101 | TGGTTACTGT CATGGCGGGTA  | TCTCAGATCGTTGAACCTTGCTA |
| SAA        | 89  | GCTTCTTTTCGTTCTTG GCG   | GCCGATGTAATTGGCTTCTCTCA |
| SIX1       | 135 | CTGCCGTCGTTTGCTTTAC     | GCTCTCGTTCTTGTGCAGGT    |
| SLP76      | 100 | GTTTGCGTGTGAAGATGCTC    | GACATCCAGAAGTTCCCCAA    |
| SOX7       | 110 | CTCTTCTGGGACAGCGTCA     | GCCAAGGACGAGAGGAAAC     |

|                 |     |                          |                           |
|-----------------|-----|--------------------------|---------------------------|
| SOX17           | 94  | GTGGACCGCACGGAATTTG      | GGAGATTACACCGGAGTCA       |
| SOX18           | 109 | GTTTCAGCTCCTTCCACGCTT    | CTTCATGGTGTGGGCAAAG       |
| SPI1            | 97  | GTGCCCTATGACACGGATCTA    | AGTCCCAGTAATGGTCGCTAT     |
| SPRED1          | 83  | CAGCCAGGCTTGGACATTCA     | TGGGACTTTAGGCTTCCACAT     |
| SPRED2          | 114 | TATATTGTGCGTGTCAAGGCTG   | GGGGTGCATGACCTTACAGA      |
| SP140           | 123 | AGGATGGTTCGCAGAGATCCA    | TGGCCTTGTTATTGCACTTGC     |
| SYK             | 110 | TTCCCATCCTGCGTCCT        | TCTGGGGGCCTTTGTCT         |
| T,<br>Brachyury | 109 | TATGAGCCTCGAATCCACATAGT  | CCTCGTTCTGATAAGCAGTCAC    |
| TAL1            | 104 | AGCCGGATGCCTTCCCTAT      | CCGCACAACCTTTGGTGTGG      |
| TCF7            | 92  | CTGGCTTCTACTCCCTGACCT    | ACCAGAACCTAGCATCAAGGA     |
| TEAD2           | 138 | GCCTCCGAGAGCTATATGATCG   | TCACTCCGTAGAAGCCACCA      |
| TIE2            | 105 | TTAGCCAGCTTAGTTCTCTGTGG  | AGCATCAGATACAAGAGGTAGGG   |
| TLR1            | 107 | ATTTCAAACGTGAAGCTACAGGG  | CCGAACACATCGCTGACAACT     |
| TLR2            | 163 | ATCCTCCAATCAGGCTTCTCT    | ACACCTCTGTAGGTCAGTGTG     |
| TLR3            | 187 | TACCAGCCGCCAACTTCAC      | AGTTCAGTCAAATTCGTGCAGAA   |
| TLR4            | 78  | TACAAAATCCCCGACAACCTCC   | GCTGCCTAAATGCCTCAGGG      |
| TLR5            | 218 | AGCCCCTACAAGGGAAAACG     | GTGGTGGGCAAGAATCAAAGA     |
| TLR6            | 211 | TCTGAATGCAAAAACCCTTCACC  | CCAAGTCGTTTCTATGTGGTTGA   |
| TLR7            | 124 | CGAACACCACGAACCTCACC     | CCCAGTGAATAGGTACACAGTT    |
| TLR8            | 142 | TGTTCTTCAGTCGTCAATGC     | TTGCTGCACTCTGCAATAACT     |
| TLR10           | 211 | AGTGGAACACTTTCAGATCCGA   | GTGTGGCATTGTGTGCATTTGATA  |
| TNF             | 91  | GAGGCCAAGCCCTGGTATG      | CGGGCCGATTGATCTCAGC       |
| TNFR            | 166 | TCACCGCTTCAGAAAACCACC    | AAGCACTGGAAAAGGTTTT       |
| TRIF            | 169 | GGCCCATCACTTCCTAGCG      | GAGAGATCCTGGCCTCAGTTT     |
| VEGF-A          | 117 | ATCACGAAGTGGTGAAGTTC     | TGCTGTAGGAAGCTCATCTC      |
| VEGF-B          | 114 | TGCAGATCCTCATGATCCG      | TGTCTGGCTTCACAGCAC        |
| VEGF-C          | 91  | CCCCAAACCAGTAACAATC      | CACAGGCACATTTTCCAG        |
| VEGF-D          | 128 | TCGCTGTTCCCATTTCCAAGAAAC | CTGGTTCCTGGAGATGAGAGTGGTC |
| VEGFR-1         | 109 | AGCAGGTGCTTGAAACCGTAG    | GTCGCAGGTAACCCATCTTTT     |
| VEGFR-2         | 105 | GGCCCAATAATCAGAGTGGCA    | TGTCATTTCCGATCACTTTTGGA   |
| VEGFR-3         | 259 | GCACTGCCACAAGAAGTACCT    | GCTGCACAGATAGCGTCCC       |
| WNT3A           | 110 | ATGGCCCCACTCGGATACTT     | GAGCCCAGGGAGGAATACTG      |
| ZNF292          | 162 | AGCTGTGCCAGACACTCCTA     | CCAAGCGTTCAGAACCAAG       |

<sup>A</sup> Primers were designed on human CDS of targets found in NCBI database and validated using human universal cDNA. Primers were confirmed to exclusively detect species-specific cDNA.

# Supplementary material for: Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4
**Source:** PLoS One. 2017 Jun 9;12(6):e0179257. doi: 10.1371/journal.pone.0179257
**Supplement:** S2 Table

**S2 Table. Sequences of mouse primers used for RT-qPCR.**

| Gene <sup>A</sup> | Product Size (bp) | Forward Primer Sequence (5' → 3') | Reverse Primer Sequence (5' → 3') |
|-------------------|-------------------|-----------------------------------|-----------------------------------|
| Actb              | 153               | GGCTGTATTCCCCTCCATCG              | CCAGTTGGTAACAATGCCATGT            |
| Ccl2              | 108               | ATTGGGATCATCTTGCTGGT              | CCTGCTGTTCACAGTTGCC               |
| Ccl3              | 91                | GTGGAATCTTCCGGCTGTAG              | ACCATGACACTCTGCAACCA              |
| Ccl19             | 120               | TAATGATGCGGAAGACTGCT              | GTGAACACAACAGCAGGCAC              |
| Ccl20             | 180               | TTTTCACCAGTTCTGCTTT               | AGGCAGAAGCAAGCAACTAC              |
| Ccr1              | 142               | CTCATGCAGCATAGGAGGCTT             | ACATGGCATCACCAAAAATCCA            |
| Ccr3              | 195               | TCAACTTGGCAATTTCTGACCT            | CAGCATGGACGATAGCCAGG              |
| Ccr6              | 179               | CTTTGGAACGGATGATTATG              | TGTAGAAGGCAAAGGTCAT               |
| CD14              | 191               | CTCTGTCTTAAAGCGGCTTAC             | GTTGCGGAGGTTCAAGATGTT             |
| CD33              | 139               | CCGCTGTTCTTGCTGTGTG               | AAGTGAGCTTAATGGAGGGGTA            |
| CD105             | 155               | AGGGGTGAGGTGACGTTTAC              | GTGCCATTTTGCTTGGATGC              |
| CD133             | 81                | CTCCCATCAGTGGATAGAGAACT           | ATACCCCTTTTGACGAGGCT              |
| CD146             | 220               | CCCAAACCTGGTGTGCGTCTT             | GGAAAATCAGTATCTGCCTCTCC           |
| Cdx2              | 243               | TACCCGGACTIONACGGTGGTTAC          | GTGATGGTGC GCGTGGTAT              |
| Csflr             | 121               | TGTCATCGAGCCTAGTGGC               | GGTCCAAGGTCCAGTAGGG               |
| Cxcl1             | 168               | GCTGGGATTACCTCAAGAA               | TGGGGACACCTTTTAGCATC              |
| Cx3cl1            | 120               | ACGAAATGCGAAATCATGTGC             | CTGTGTCGTCTCCAGGACAA              |
| C5ar1             | 80                | CATACCTGCGGATGGCATTCA             | GGAACACCACCGAGTAGATGAT            |
| E2f1              | 97                | GAGAAGTCACGCTATGAAACCTC           | CCCAGTTCAGGTCAACGACAC             |
| Hoxa4             | 75                | CGGTGGTGTACCCCTGGAT               | GCTTAGGTTTCGCTCCGTTAT             |
| Il-10             | 158               | GCCTTATCGGAAATGATCCA              | TTTTACAGGGGAGAAATCG               |
| Il-15             | 112               | CATCCATCTCGTGCTACTTGTG            | GCCTCTGTTTTAGGGAGACCT             |
| Ifngr             | 149               | CTGGCAGGATGATTCTGCTGG             | GCATACGACAGGGTTCAAGTTAT           |
| Irf7              | 178               | GCGTACCCTGGAAGCATTTTC             | GCACAGCGGAAGTTGGTCT               |
| Itga9             | 208               | AAGTGTCGTGTCCATACCAAC             | GGTCTGCTTCGTAGTAGATGTTC           |
| Lyve-1            | 112               | CAGCACACTAGCCTGGTGTTA             | CGCCCATGATTCTGCATGTAGA            |
| Maf               | 104               | TGTCTCTGCTGCACCCTCTTG             | AGCAAGGAGGAGGTGATCCG              |
| Mafb              | 179               | TTCGACCTTCTCAAGTTCGACG            | TCGAGATGGGTCTTCGGTTCA             |
| Notch1            | 162               | CCCTTGCTCTGCCTAACGC               | GGAGTCCTGGCATCGTTGG               |
| Pax6              | 194               | TACCAGTGTCTACCAGCCAAT             | TGCACGAGTATGAGGAGGTCT             |
| Pecam-1           | 120               | TCACCATCAACAGCATCCAT              | GGTGCTGAGACCTGCTTTTC              |
| Podoplanin        | 159               | ACCGTGCCAGTGTGTTCTG               | AGCACCTGTGGTTGTTATTTTGT           |
| Saa               | 128               | CCCGAGCATGGAAGTATTTG              | AGTCTGCCATGGAGGGTTTT              |
| Six1              | 148               | ATGCTGCCGTCGTTTGGTT               | CCTTGAGCACGCTCTCGTT               |

|         |     |                         |                         |
|---------|-----|-------------------------|-------------------------|
| Syk     | 103 | CTACCTGCTACGCCAGAGC     | GCCATTAAGTTCCCTCTCGATG  |
| Tead2   | 148 | GAAGACGAGAACGCGAAAGC    | GATGAGCTGTGCCGAAGACA    |
| Tie2    | 67  | CGGCCAGGTACATAGGAGGAA   | TCACATCTCCGAACAATCAGC   |
| Tlr2    | 231 | GCAAACGCTGTTCTGCTCAG    | AGGCGTCTCCCTCTATTGTATT  |
| Tlr4    | 129 | ATGGCATGGCTTACACCACC    | GAGGCCAATTTTGTCTCCACA   |
| Vegfr-1 | 163 | CTCAGACAAGTCAAACCTGGAG  | GGGAACTTCATCTGGGTCCATAA |
| Vegfr-2 | 133 | TTTGGCAAATACAACCCTTCAGA | GCAGAAGATACTGTCACCACC   |
| Vegfr-3 | 182 | CTGGCAAATGGTTACTCCATGA  | ACAACCCGTGTGTCTTCACTG   |
| Vegfc   | 160 | GAGGTCAAGGCTTTTGAAGGC   | CTGTCCTGGTATTGAGGGTGG   |
| Vegfd   | 67  | GAGGACTGGAAGCTGTGGCG    | GCGTGAGTCCATACTGGCAAGA  |

<sup>A</sup> Primers were designed based on mouse CDS of targets found in NCBI database and validated using mouse universal cDNA. Primers were confirmed to exclusively detect species-specific cDNA.

# Supplementary material for: Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4
**Source:** PLoS One. 2017 Jun 9;12(6):e0179257. doi: 10.1371/journal.pone.0179257
**Supplement:** S3 Table

**S3 Table. Changes in expression in TLR4-activated human CD14<sup>+</sup> monocytes undergoing lymphatic reprogramming<sup>A</sup>.**

| <b>Category</b>                  | <b>Gene<sup>B</sup></b> | <b>LPS<sup>C</sup></b>   | <b>HMGB1<sup>C</sup></b> | <b>Nab-PXL<sup>C</sup></b> |
|----------------------------------|-------------------------|--------------------------|--------------------------|----------------------------|
| <b>Cell progenitor</b>           | <b>CD24</b>             | 1.98 ± 0.04 <sup>D</sup> | 2.76 ± 0.05              | 1.71 ± 0.03                |
|                                  | <b>CD33</b>             | 25.06 ± 0.66             | 20.54 ± 0.41             | 15.29 ± 0.57               |
|                                  | <b>CD34</b>             | 6.77 ± 0.32              | 5.82 ± 0.26              | 4.03 ± 0.08                |
|                                  | <b>CD133</b>            | 12.16 ± 0.36             | 7.08 ± 0.19              | 4.59 ± 0.14                |
|                                  | <b>CD146</b>            | 167.82 ± 5.21            | 134.43 ± 4.08            | 102.32 ± 1.98              |
|                                  | <b>DLL4</b>             | 7.71 ± 0.18              | 3.96 ± 0.10              | 1.97 ± 0.03                |
|                                  | <b>KIT</b>              | 14.90 ± 0.42             | 7.24 ± 0.10              | 2.66 ± 0.04                |
|                                  | <b>NOTCH1</b>           | 73.21 ± 2.15             | 42.52 ± 0.59             | 20.36 ± 0.84               |
|                                  | <b>CD105</b>            | 867.61 ± 29.52           | 662.01 ± 20.17           | 199.60 ± 7.16              |
| <b>Lymphatic and Endothelial</b> | <b>ITGA9</b>            | 407.69 ± 16.84           | 301.86 ± 11.18           | 94.45 ± 4.15               |
|                                  | <b>LYVE-1</b>           | 28.78 ± 0.75             | 26.49 ± 0.81             | 15.29 ± 0.55               |
|                                  | <b>NRP1</b>             | 76.49 ± 2.00             | 32.38 ± 0.85             | 9.70 ± 0.28                |
|                                  | <b>NRP2</b>             | 5.17 ± 0.10              | 1.89 ± 0.05              | 2.66 ± 0.05                |
|                                  | <b>PECAM1</b>           | 2.88 ± 0.11              | 4.64 ± 0.16              | 2.09 ± 0.14                |
|                                  | <b>Podoplanin</b>       | 899.78 ± 10.27           | 508.72 ± 15.66           | 225.02 ± 6.05              |
|                                  | <b>PROX1</b>            | 3.11 ± 0.14              | 2.66 ± 0.08              | 2.44 ± 0.06                |
|                                  | <b>SLP76</b>            | 1.21 ± 0.05              | 1.17 ± 0.01              | 0.95 ± 0.01                |
|                                  | <b>SPRED1</b>           | 1.89 ± 0.05              | 1.61 ± 0.13              | 1.22 ± 0.03                |
|                                  | <b>SPRED2</b>           | 3.79 ± 0.11              | 2.25 ± 0.04              | 1.14 ± 0.04                |
|                                  | <b>VEGFR-1</b>          | 7.45 ± 0.14              | 2.78 ± 0.08              | 1.93 ± 0.08                |
|                                  | <b>VEGFR-2</b>          | 16.08 ± 0.31             | 5.17 ± 0.07              | 2.53 ± 0.10                |
|                                  | <b>VEGFR-3</b>          | 142.70 ± 2.07            | 115.68 ± 3.54            | 73.21 ± 2.01               |
|                                  | <b>VEGF-A</b>           | 81.80 ± 2.36             | 73.53 ± 1.54             | 46.71 ± 2.52               |
|                                  | <b>VEGF-B</b>           | 13.72 ± 1.07             | 9.58 ± 0.13              | 4.41 ± 0.16                |
|                                  | <b>VEGF-C</b>           | 410.49 ± 16.44           | 194.09 ± 5.34            | 129.50 ± 1.42              |
|                                  | <b>VEGF-D</b>           | 13.28 ± 0.42             | 2.96 ± 0.12              | 2.46 ± 0.06                |
| <b>Transcription Factors</b>     | <b>BCL3</b>             | 5.33 ± 0.04              | 3.96 ± 0.12              | 1.63 ± 0.05                |
|                                  | <b>C/EBP</b>            | 0.89 ± 0.03              | 0.86 ± 0.03              | 0.66 ± 0.05                |
|                                  | <b>CCEB1</b>            | 4.08 ± 0.08              | 2.29 ± 0.04              | 2.18 ± 0.03                |
|                                  | <b>CDX-2</b>            | 18.21 ± 0.21             | 17.28 ± 0.71             | 13.94 ± 0.55               |
|                                  | <b>COUPTFII</b>         | 6.53 ± 0.16              | 3.34 ± 0.02              | 5.29 ± 0.12                |

|                  |               |               |               |               |
|------------------|---------------|---------------|---------------|---------------|
|                  | <b>E2F1</b>   | 206.07 ± 4.11 | 161.66 ± 2.34 | 78.87 ± 3.34  |
|                  | <b>ETS1</b>   | 2.51 ± 0.04   | 1.41 ± 0.02   | 1.71 ± 0.06   |
|                  | <b>FOXC2</b>  | 7.93 ± 0.25   | 7.06 ± 0.14   | 4.74 ± 0.13   |
|                  | <b>HIF1A</b>  | 3.33 ± 0.04   | 2.52 ± 0.09   | 1.37 ± 0.03   |
|                  | <b>HIF2A</b>  | 6.25 ± 0.14   | 4.61 ± 0.08   | 1.56 ± 0.02   |
|                  | <b>HOXA4</b>  | 236.22 ± 6.81 | 92.44 ± 2.10  | 84.45 ± 0.93  |
|                  | <b>HOXA9</b>  | 10.32 ± 0.12  | 32.54 ± 1.06  | 5.45 ± 0.25   |
|                  | <b>IRF3</b>   | 2.98 ± 0.07   | 1.66 ± 0.07   | 4.48 ± 0.12   |
|                  | <b>IRF5</b>   | 2.96 ± 0.05   | 2.20 ± 0.07   | 9.52 ± 0.41   |
|                  | <b>IRF7</b>   | 29.05 ± 0.74  | 23.65 ± 0.72  | 67.36 ± 1.67  |
|                  | <b>IRF8</b>   | 6.62 ± 0.60   | 3.00 ± 0.07   | 14.16 ± 1.35  |
|                  | <b>KLF2</b>   | 1.56 ± 0.07   | 1.31 ± 0.03   | 1.20 ± 0.05   |
|                  | <b>MAF</b>    | 9.70 ± 0.40   | 8.78 ± 0.20   | 4.32 ± 0.10   |
|                  | <b>MAFB</b>   | 30.72 ± 1.05  | 35.43 ± 0.81  | 32.77 ± 1.05  |
|                  | <b>NFATc1</b> | 8.13 ± 0.25   | 3.60 ± 0.08   | 2.43 ± 0.07   |
|                  | <b>NFKB1</b>  | 10.33 ± 0.59  | 7.65 ± 0.32   | 5.05 ± 0.07   |
|                  | <b>NFKB2</b>  | 8.76 ± 1.52   | 5.29 ± 0.10   | 3.41 ± 0.05   |
|                  | <b>PAX4</b>   | 2.08 ± 0.06   | 1.54 ± 0.04   | 2.07 ± 0.05   |
|                  | <b>PAX6</b>   | 121.14 ± 3.11 | 98.64 ± 3.01  | 70.23 ± 2.13  |
|                  | <b>RELA</b>   | 10.23 ± 0.45  | 3.62 ± 0.14   | 2.67 ± 0.05   |
|                  | <b>SIX1</b>   | 224.09 ± 9.19 | 109.39 ± 0.69 | 172.10 ± 4.16 |
|                  | <b>SOX7</b>   | 1.85 ± 0.06   | 1.83 ± 0.07   | 1.48 ± 0.01   |
|                  | <b>SOX17</b>  | 2.10 ± 0.04   | 1.80 ± 0.07   | 1.29 ± 0.02   |
|                  | <b>SOX18</b>  | 20.12 ± 0.44  | 17.35 ± 0.48  | 10.25 ± 0.36  |
|                  | <b>TAL1</b>   | 2.51 ± 0.04   | 1.37 ± 0.03   | 1.70 ± 0.07   |
|                  | <b>TEAD2</b>  | 217.83 ± 5.02 | 80.69 ± 2.80  | 186.16 ± 4.43 |
| <b>Cytokines</b> | <b>ANG1</b>   | 34.63 ± 0.97  | 12.86 ± 0.46  | 4.32 ± 0.18   |
|                  | <b>ANG2</b>   | 15.18 ± 0.40  | 11.42 ± 0.26  | 5.22 ± 0.06   |
|                  | <b>C3a</b>    | 36.39 ± 1.94  | 4.03 ± 0.17   | 21.17 ± 0.65  |
|                  | <b>C5a</b>    | 120.58 ± 8.65 | 28.41 ± 2.35  | 6.24 ± 0.73   |
|                  | <b>CCL1</b>   | 0.89 ± 0.03   | 0.86 ± 0.03   | 0.66 ± 0.05   |
|                  | <b>CCL2</b>   | 66.49 ± 3.23  | 38.34 ± 1.33  | 34.88 ± 1.25  |
|                  | <b>CCL3</b>   | 121.43 ± 3.67 | 33.06 ± 0.84  | 48.86 ± 1.48  |
|                  | <b>CCL4</b>   | 30.42 ± 0.74  | 16.88 ± 1.22  | 4.68 ± 0.15   |
|                  | <b>CCL5</b>   | 8.44 ± 0.07   | 12.36 ± 0.35  | 6.90 ± 0.14   |
|                  | <b>CCL7</b>   | 2.47 ± 0.05   | 2.13 ± 0.06   | 1.26 ± 0.04   |
|                  | <b>CCL17</b>  | 15.27 ± 0.84  | 7.09 ± 0.80   | 3.56 ± 0.31   |

|  |               |                |               |               |
|--|---------------|----------------|---------------|---------------|
|  | <b>CCL19</b>  | 206.07 ± 4.11  | 161.66 ± 2.34 | 78.87 ± 3.34  |
|  | <b>CCL20</b>  | 105.20 ± 2.10  | 21.47 ± 0.77  | 47.20 ± 1.58  |
|  | <b>CCL27</b>  | 42.57 ± 3.48   | 26.21 ± 1.41  | 9.78 ± 0.64   |
|  | <b>CCL28</b>  | 13.36 ± 0.89   | 5.76 ± 0.39   | 2.28 ± 0.08   |
|  | <b>CSF1</b>   | 385.53 ± 11.70 | 39.22 ± 0.69  | 6.40 ± 0.14   |
|  | <b>CSF2</b>   | 33.77 ± 4.68   | 11.92 ± 0.56  | 2.85 ± 0.10   |
|  | <b>CXCL1</b>  | 431.62 ± 8.35  | 119.48 ± 3.29 | 299.59 ± 4.38 |
|  | <b>CXCL3</b>  | 275.02 ± 2.31  | 51.75 ± 0.87  | 16.57 ± 0.23  |
|  | <b>CXCL5</b>  | 1.55 ± 0.05    | 0.51 ± 0.02   | 0.34 ± 0.01   |
|  | <b>CXCL6</b>  | 16.30 ± 0.23   | 16.49 ± 0.45  | 4.63 ± 0.19   |
|  | <b>CXCL8</b>  | 34.99 ± 2.96   | 10.02 ± 0.84  | 3.17 ± 0.16   |
|  | <b>CXCL9</b>  | 6.76 ± 0.16    | 0.93 ± 0.05   | 4.17 ± 0.09   |
|  | <b>CXCL10</b> | 7.06 ± 0.06    | 5.67 ± 0.19   | 1.93 ± 0.09   |
|  | <b>CXCL12</b> | 300.98 ± 4.97  | 50.14 ± 2.07  | 15.40 ± 0.75  |
|  | <b>CXCL13</b> | 43.14 ± 3.19   | 18.68 ± 0.37  | 10.41 ± 0.11  |
|  | <b>CX3CL1</b> | 0.53 ± 0.02    | 1.24 ± 0.46   | 2.00 ± 0.08   |
|  | <b>IL-1B</b>  | 136.73 ± 6.78  | 10.36 ± 0.18  | 26.06 ± 0.38  |
|  | <b>IL-3</b>   | 32.10 ± 1.15   | 20.70 ± 0.87  | 28.12 ± 0.68  |
|  | <b>IL-4</b>   | 20.21 ± 0.28   | 8.72 ± 0.41   | 4.23 ± 0.19   |
|  | <b>IL-5</b>   | 244.24 ± 13.17 | 73.20 ± 1.62  | 19.79 ± 0.11  |
|  | <b>IL-6</b>   | 131.95 ± 3.40  | 75.78 ± 8.96  | 20.49 ± 0.51  |
|  | <b>IL-7</b>   | 6.90 ± 0.08    | 2.58 ± 0.09   | 2.01 ± 0.35   |
|  | <b>IL-8</b>   | 69.91 ± 2.23   | 54.84 ± 1.25  | 32.23 ± 0.74  |
|  | <b>IL-10</b>  | 106.89 ± 0.59  | 8.76 ± 0.22   | 52.27 ± 2.09  |
|  | <b>IL-15</b>  | 244.65 ± 10.04 | 15.86 ± 0.31  | 55.09 ± 1.33  |
|  | <b>IL-17A</b> | 1.25 ± 0.02    | 1.14 ± 0.02   | 1.36 ± 0.05   |
|  | <b>IL-17B</b> | 40.78 ± 2.65   | 9.97 ± 0.80   | 2.07 ± 0.12   |
|  | <b>IL-17D</b> | 3.70 ± 0.11    | 3.67 ± 0.13   | 2.90 ± 0.05   |
|  | <b>IL-17E</b> | 6.84 ± 0.66    | 4.07 ± 0.18   | 1.31 ± 0.13   |
|  | <b>IL-18</b>  | 15.86 ± 0.35   | 10.98 ± 0.24  | 6.75 ± 0.34   |
|  | <b>IL-19</b>  | 50.23 ± 1.32   | 34.23 ± 0.76  | 14.10 ± 0.40  |
|  | <b>IL-23a</b> | 14.98 ± 0.70   | 3.22 ± 0.15   | 2.23 ± 0.04   |
|  | <b>IL-33</b>  | 23.00 ± 1.52   | 14.16 ± 0.39  | 9.17 ± 0.28   |
|  | <b>IFNG</b>   | 11.08 ± 0.25   | 8.21 ± 0.25   | 3.20 ± 0.04   |
|  | <b>PDGFB</b>  | 1.86 ± 0.05    | 1.81 ± 0.03   | 1.33 ± 0.02   |
|  | <b>PDGFC</b>  | 81.33 ± 4.46   | 30.12 ± 1.72  | 14.60 ± 0.64  |
|  | <b>PDGFD</b>  | 17.46 ± 1.04   | 8.75 ± 0.81   | 1.97 ± 0.33   |

|                           |               |                |               |               |
|---------------------------|---------------|----------------|---------------|---------------|
|                           | <b>TNF</b>    | 35.20 ± 1.03   | 20.44 ± 0.28  | 4.89 ± 0.20   |
|                           | <b>WNT3a</b>  | 74.97 ± 3.50   | 7.84 ± 0.27   | 19.04 ± 1.92  |
| <b>Cytokine Receptors</b> | <b>C3aR1</b>  | 12.75 ± 1.70   | 1.32 ± 0.09   | 4.20 ± 0.24   |
|                           | <b>C5aR1</b>  | 971.77 ± 37.41 | 266.91 ± 4.40 | 464.74 ± 8.99 |
|                           | <b>CCR1</b>   | 78.81 ± 1.56   | 18.73 ± 0.36  | 66.29 ± 1.88  |
|                           | <b>CCR2</b>   | 29.38 ± 0.19   | 15.07 ± 0.38  | 10.61 ± 0.26  |
|                           | <b>CCR3</b>   | 90.32 ± 1.78   | 7.43 ± 0.13   | 81.21 ± 1.62  |
|                           | <b>CCR4</b>   | 7.12 ± 0.25    | 6.84 ± 0.27   | 4.63 ± 0.26   |
|                           | <b>CCR5</b>   | 0.72 ± 0.48    | 1.22 ± 0.05   | 1.23 ± 0.05   |
|                           | <b>CCR6</b>   | 52.95 ± 1.99   | 30.34 ± 1.01  | 87.05 ± 1.92  |
|                           | <b>CCR7</b>   | 6.02 ± 0.08    | 16.68 ± 0.32  | 52.72 ± 1.16  |
|                           | <b>CCR8</b>   | 25.09 ± 2.21   | 15.60 ± 2.60  | 4.01 ± 0.35   |
|                           | <b>CCR10</b>  | 3.76 ± 0.07    | 4.54 ± 0.07   | 4.13 ± 0.09   |
|                           | <b>CSF1R</b>  | 289.51 ± 9.43  | 19.75 ± 0.61  | 183.69 ± 7.07 |
|                           | <b>CSF2R</b>  | 17.84 ± 0.51   | 19.80 ± 0.75  | 16.07 ± 0.14  |
|                           | <b>CX3CR1</b> | 3.48 ± 0.14    | 1.92 ± 0.05   | 2.32 ± 0.87   |
|                           | <b>CXCR1</b>  | 125.37 ± 1.43  | 30.01 ± 0.76  | 42.76 ± 1.89  |
|                           | <b>CXCR2</b>  | 7.39 ± 0.40    | 2.99 ± 0.36   | 1.38 ± 0.05   |
|                           | <b>CXCR3</b>  | 13.50 ± 0.53   | 4.67 ± 0.16   | 8.93 ± 0.36   |
|                           | <b>CXCR4</b>  | 418.13 ± 16.21 | 4.74 ± 0.62   | 14.42 ± 0.33  |
|                           | <b>CXCR5</b>  | 80.52 ± 3.31   | 29.73 ± 0.92  | 16.87 ± 1.13  |
|                           | <b>CXCR6</b>  | 3.52 ± 0.07    | 3.57 ± 0.10   | 3.24 ± 0.09   |
|                           | <b>FZD1</b>   | 74.37 ± 0.63   | 20.22 ± 0.68  | 22.89 ± 0.19  |
|                           | <b>FZD4</b>   | 77.61 ± 3.51   | 17.04 ± 0.44  | 40.89 ± 0.79  |
|                           | <b>IL1R</b>   | 54.34 ± 1.36   | 68.32 ± 2.25  | 25.43 ± 1.17  |
|                           | <b>IL3R</b>   | 4.16 ± 0.08    | 1.30 ± 0.04   | 1.58 ± 0.02   |
|                           | <b>IL4R</b>   | 2.49 ± 0.14    | 2.19 ± 0.06   | 1.22 ± 0.06   |
|                           | <b>IL5R</b>   | 4.48 ± 0.15    | 3.55 ± 0.23   | 1.85 ± 0.23   |
|                           | <b>IL6R</b>   | 66.15 ± 2.37   | 2.66 ± 0.06   | 6.28 ± 0.11   |
|                           | <b>IL7R</b>   | 3.94 ± 0.08    | 1.18 ± 0.01   | 1.64 ± 0.07   |
|                           | <b>IL8R</b>   | 0.98 ± 0.01    | 1.03 ± 0.02   | 1.04 ± 0.01   |
|                           | <b>IL10R</b>  | 95.25 ± 1.84   | 30.97 ± 1.80  | 31.33 ± 1.82  |
|                           | <b>IL15R</b>  | 17.96 ± 0.43   | 2.05 ± 0.34   | 5.75 ± 0.15   |
|                           | <b>IL17RA</b> | 18.26 ± 0.49   | 1.91 ± 0.05   | 11.42 ± 0.20  |
|                           | <b>IL17RB</b> | 58.53 ± 2.25   | 10.96 ± 0.33  | 41.77 ± 1.59  |
|                           | <b>IL17RD</b> | 73.38 ± 2.22   | 8.01 ± 0.39   | 26.37 ± 0.98  |

|                      |               |                |               |              |
|----------------------|---------------|----------------|---------------|--------------|
|                      | <b>IL18R</b>  | 20.27 ± 0.73   | 1.16 ± 0.04   | 3.39 ± 0.06  |
|                      | <b>IL19R</b>  | 2.42 ± 0.16    | 1.74 ± 0.16   | 2.81 ± 0.30  |
|                      | <b>IL23R</b>  | 2.01 ± 0.12    | 1.58 ± 0.20   | 0.66 ± 0.06  |
|                      | <b>IL33R</b>  | 3.36 ± 0.12    | 3.81 ± 0.75   | 5.47 ± 0.53  |
|                      | <b>IFNGR</b>  | 519.36 ± 14.28 | 81.58 ± 1.35  | 52.89 ± 2.34 |
|                      | <b>PDGFRA</b> | 203.32 ± 7.27  | 101.20 ± 3.85 | 16.40 ± 0.92 |
|                      | <b>PDGFRB</b> | 2.75 ± 0.05    | 2.56 ± 0.02   | 2.52 ± 0.03  |
|                      | <b>TIE2</b>   | 1.92 ± 0.08    | 1.15 ± 0.07   | 1.12 ± 0.01  |
|                      | <b>TNFR</b>   | 16.63 ± 0.99   | 6.64 ± 0.12   | 3.95 ± 0.14  |
| <b>Miscellaneous</b> | <b>BCL2</b>   | 13.49 ± 0.46   | 10.32 ± 0.31  | 4.10 ± 0.19  |
|                      | <b>BCL6</b>   | 5.33 ± 0.20    | 3.39 ± 0.10   | 3.91 ± 0.14  |
|                      | <b>BCLXL</b>  | 4.55 ± 0.05    | 2.96 ± 0.07   | 3.70 ± 0.10  |
|                      | <b>CD14</b>   | 23.76 ± 0.49   | 10.63 ± 0.32  | 9.76 ± 0.22  |
|                      | <b>CD69</b>   | 2.22 ± 0.06    | 1.80 ± 0.03   | 1.59 ± 0.05  |
|                      | <b>CD83</b>   | 4.33 ± 0.12    | 2.93 ± 0.08   | 2.02 ± 0.02  |
|                      | <b>COX2</b>   | 12.74 ± 0.53   | 9.43 ± 0.35   | 5.90 ± 0.26  |
|                      | <b>INOS</b>   | 103.06 ± 2.97  | 92.65 ± 1.94  | 58.85 ± 3.18 |
|                      | <b>LTB</b>    | 36.10 ± 0.87   | 19.16 ± 0.26  | 17.64 ± 0.63 |
|                      | <b>MTOR</b>   | 19.12 ± 0.50   | 8.19 ± 0.35   | 4.85 ± 0.14  |
|                      | <b>SAA</b>    | 82.73 ± 1.60   | 30.28 ± 0.75  | 21.26 ± 0.42 |
|                      | <b>SYK</b>    | 26.55 ± 0.84   | 11.86 ± 0.47  | 9.83 ± 0.26  |
|                      | <b>TLR1</b>   | 16.08 ± 0.31   | 5.17 ± 0.07   | 5.06 ± 0.21  |
|                      | <b>TLR2</b>   | 1.86 ± 0.04    | 5.56 ± 0.17   | 3.87 ± 0.15  |
|                      | <b>TLR3</b>   | 11.53 ± 0.44   | 18.56 ± 0.64  | 8.38 ± 0.55  |
|                      | <b>TLR4</b>   | 77.24 ± 3.09   | 37.44 ± 0.12  | 30.49 ± 0.42 |
|                      | <b>TLR5</b>   | 13.81 ± 0.39   | 10.93 ± 0.29  | 8.90 ± 0.18  |
|                      | <b>TLR6</b>   | 7.57 ± 0.22    | 4.49 ± 0.07   | 2.27 ± 0.09  |
|                      | <b>TLR7</b>   | 7.30 ± 0.21    | 4.30 ± 0.19   | 2.28 ± 0.08  |
|                      | <b>TLR8</b>   | 7.75 ± 0.22    | 4.60 ± 0.08   | 4.09 ± 0.13  |
|                      | <b>TLR10</b>  | 15.14 ± 0.43   | 8.98 ± 0.15   | 7.00 ± 0.17  |
|                      | <b>TRIF</b>   | 17.81 ± 0.66   | 11.85 ± 0.20  | 9.09 ± 0.35  |

<sup>A</sup> The gene expression profiling files are available from the GEO database (accession numbers GSE 75518 and GSE 78162).

<sup>B</sup> All primers were designed based on human CDS of targets found in NCBI database and validated using human universal cDNA. Primers were confirmed to exclusively detect species-specific cDNA.

<sup>C</sup> CD14<sup>+</sup> monocytes were treated with LPS (50 ng/ml), HMGB1 (50 ng/ml) or nab-PXL (30 nM).

<sup>D</sup> The mean of fold-change calculated based on  $\beta$ -actin normalized Ct values obtained in triplicate from each treatment group.

# Supplementary material for: Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4
**Source:** PLoS One. 2017 Jun 9;12(6):e0179257. doi: 10.1371/journal.pone.0179257
**Supplement:** S4 Table

**S4 Table. TLR4-activated lymphatic reprogramming of bone marrow myeloid cells derived from C57BL/6 mice.**

| <b>Gene</b>    | <b>Mouse 1<sup>A</sup></b> | <b>Mouse 2</b> | <b>Mouse 3</b> | <b>Mouse 4</b> | <b>Average</b> |
|----------------|----------------------------|----------------|----------------|----------------|----------------|
| <b>Ccl2</b>    | 18.72 ± 0.78               | 22.30 ± 1.70   | 23.42 ± 1.86   | 12.56 ± 0.22   | 19.25 ± 4.89   |
| <b>Ccl19</b>   | 3.73 ± 0.01                | 2.36 ± 0.07    | 3.59 ± 0.02    | 4.10 ± 0.01    | 3.45 ± 0.75    |
| <b>Ccl20</b>   | 52.00 ± 1.08               | 42.67 ± 0.44   | 54.57 ± 0.76   | 41.93 ± 0.44   | 47.79 ± 6.44   |
| <b>Ccr1</b>    | 5.82 ± 0.20                | 9.44 ± 1.08    | 5.91 ± 0.39    | 8.72 ± 0.03    | 7.47 ± 1.88    |
| <b>Ccr3</b>    | 39.53 ± 0.27               | 37.02 ± 0.38   | 40.56 ± 2.11   | 35.02 ± 0.24   | 38.03 ± 2.50   |
| <b>Ccr6</b>    | 46.54 ± 1.13               | 61.41 ± 1.28   | 36.97 ± 2.56   | 41.79 ± 0.58   | 46.68 ± 10.57  |
| <b>Csf1r</b>   | 31.58 ± 1.20               | 26.27 ± 0.36   | 34.33 ± 1.43   | 33.14 ± 0.80   | 31.33 ± 3.56   |
| <b>Cxcl1</b>   | 48.18 ± 0.83               | 66.51 ± 1.61   | 43.57 ± 0.75   | 53.10 ± 1.66   | 52.84 ± 9.91   |
| <b>Cx3cl1</b>  | 9.17 ± 0.38                | 11.78 ± 0.73   | 7.73 ± 0.08    | 8.42 ± 1.16    | 9.28 ± 1.77    |
| <b>Cx3cr1</b>  | 28.05 ± 0.10               | 42.22 ± 0.15   | 33.16 ± 1.49   | 32.72 ± 1.70   | 34.04 ± 5.92   |
| <b>CD14</b>    | 36.64 ± 0.63               | 34.64 ± 3.94   | 34.06 ± 0.12   | 37.40 ± 0.26   | 35.69 ± 1.59   |
| <b>CD33</b>    | 18.70 ± 0.26               | 18.51 ± 0.51   | 22.79 ± 0.47   | 21.71 ± 0.30   | 20.43 ± 2.15   |
| <b>CD105</b>   | 24.25 ± 0.08               | 25.38 ± 0.62   | 35.38 ± 0.12   | 24.94 ± 0.69   | 27.49 ± 5.28   |
| <b>CD133</b>   | 6.55 ± 2.08                | 14.83 ± 0.31   | 6.15 ± 0.04    | 5.12 ± 0.16    | 8.16 ± 4.49    |
| <b>CD146</b>   | 1.48 ± 0.03                | 10.98 ± 0.53   | 2.61 ± 0.02    | 1.70 ± 0.01    | 4.19 ± 4.55    |
| <b>Cdx-2</b>   | 2.72 ± 0.01                | 2.69 ± 0.08    | 3.08 ± 0.04    | 2.41 ± 0.11    | 2.73 ± 0.27    |
| <b>C5ar1</b>   | 85.34 ± 1.48               | 79.72 ± 4.14   | 84.19 ± 2.33   | 77.50 ± 2.95   | 81.69 ± 3.70   |
| <b>E2f1</b>    | 1.46 ± 0.02                | 5.51 ± 0.23    | 2.10 ± 0.10    | 1.53 ± 0.08    | 2.65 ± 1.93    |
| <b>Hoxa4</b>   | 30.70 ± 0.21               | 47.67 ± 0.07   | 39.70 ± 1.65   | 28.78 ± 1.59   | 36.71 ± 8.72   |
| <b>Il-10</b>   | 69.60 ± 2.65               | 87.68 ± 6.67   | 66.62 ± 4.15   | 67.88 ± 0.24   | 72.95 ± 9.90   |
| <b>Il-15</b>   | 83.35 ± 3.18               | 90.83 ± 1.26   | 90.52 ± 1.25   | 79.77 ± 4.97   | 86.12 ± 5.46   |
| <b>Ifngr1</b>  | 16.91 ± 0.23               | 18.79 ± 1.88   | 15.14 ± 0.05   | 18.64 ± 0.32   | 17.37 ± 1.71   |
| <b>Irf7</b>    | 9.85 ± 0.03                | 16.35 ± 0.68   | 7.60 ± 0.29    | 12.55 ± 0.04   | 11.59 ± 3.77   |
| <b>Itga9</b>   | 5.38 ± 0.28                | 10.41 ± 0.07   | 4.83 ± 0.20    | 2.80 ± 0.02    | 5.86 ± 3.23    |
| <b>Lyve-1</b>  | 16.51 ± 0.06               | 24.43 ± 0.76   | 19.12 ± 1.06   | 14.12 ± 1.99   | 18.55 ± 4.42   |
| <b>Maf</b>     | 1.79 ± 0.07                | 3.98 ± 0.25    | 1.97 ± 0.06    | 1.72 ± 0.03    | 2.37 ± 1.08    |
| <b>Mafb</b>    | 11.88 ± 0.45               | 9.16 ± 0.13    | 10.10 ± 1.22   | 11.24 ± 0.08   | 10.60 ± 1.21   |
| <b>Notch1</b>  | 1.26 ± 0.02                | 5.24 ± 0.09    | 2.20 ± 0.13    | 2.38 ± 0.03    | 2.77 ± 1.72    |
| <b>Pax6</b>    | 17.43 ± 1.21               | 18.78 ± 0.78   | 16.56 ± 0.11   | 14.68 ± 0.41   | 16.86 ± 1.72   |
| <b>Pecam-1</b> | 3.27 ± 0.01                | 3.30 ± 0.40    | 2.72 ± 0.05    | 2.83 ± 0.01    | 3.03 ± 0.30    |
| <b>Pdpn</b>    | 117.82 ± 2.86              | 123.70 ± 3.86  | 127.69 ± 5.75  | 122.79 ± 0.43  | 123.00 ± 4.06  |
| <b>Saa</b>     | 14.88 ± 0.31               | 16.17 ± 0.06   | 16.28 ± 0.17   | 14.27 ± 0.05   | 15.40 ± 0.99   |
| <b>Six1</b>    | 54.95 ± 0.76               | 42.22 ± 3.50   | 55.12 ± 4.38   | 50.22 ± 0.70   | 50.63 ± 6.05   |
| <b>Syk</b>     | 22.79 ± 0.16               | 34.16 ± 3.89   | 20.04 ± 0.28   | 28.64 ± 0.40   | 26.41 ± 6.29   |
| <b>Tead2</b>   | 100.21 ± 5.21              | 77.28 ± 4.01   | 86.53 ± 0.90   | 112.61 ± 1.56  | 94.16 ± 15.49  |
| <b>Tie2</b>    | 3.00 ± 0.09                | 5.05 ± 0.12    | 2.93 ± 0.13    | 2.47 ± 0.24    | 3.36 ± 1.15    |

|                |              |               |              |              |              |
|----------------|--------------|---------------|--------------|--------------|--------------|
| <b>Tlr2</b>    | 11.08 ± 0.23 | 16.01 ± 1.49  | 17.16 ± 2.89 | 18.07 ± 0.50 | 15.58 ± 3.12 |
| <b>Tlr4</b>    | 11.35 ± 0.20 | 11.79 ± 1.90  | 16.63 ± 0.35 | 14.17 ± 0.10 | 13.49 ± 2.44 |
| <b>Vegfr-1</b> | 4.84 ± 0.12  | 19.79 ± 1.03  | 10.10 ± 0.31 | 5.25 ± 0.31  | 10.00 ± 6.95 |
| <b>Vegfr-2</b> | 26.27 ± 0.46 | 40.96 ± 1.56  | 31.57 ± 0.88 | 27.97 ± 0.97 | 31.69 ± 6.56 |
| <b>Vegfr-3</b> | 9.09 ± 0.06  | 24.26 ± 0.50  | 11.76 ± 0.29 | 12.25 ± 0.21 | 14.34 ± 6.76 |
| <b>Vegfc</b>   | 90.20 ± 0.63 | 104.90 ± 6.54 | 92.66 ± 6.73 | 85.06 ± 7.35 | 93.21 ± 8.42 |
| <b>Vegfd</b>   | 2.73 ± 0.09  | 4.22 ± 0.22   | 2.95 ± 0.06  | 3.39 ± 0.28  | 3.32 ± 0.66  |

<sup>A</sup> Results are presented as fold-increases in nab-PXL treated monocytes relative to monocytes

treated only with CSF1. Each target was analyzed in triplicate and mean ± SEM is presented.

# Supplementary material for: Lymphatic endothelial progenitors originate from plastic myeloid cells activated by toll-like receptor-4
**Source:** PLoS One. 2017 Jun 9;12(6):e0179257. doi: 10.1371/journal.pone.0179257
**Supplement:** S5 Table

**S5 Table. TLR4-activated lymphatic reprogramming of bone marrow myeloid cells derived from CB-17/SCID mice.**

| <b>Gene</b>    | <b>Mouse 1<sup>A</sup></b> | <b>Mouse 2</b> | <b>Mouse 3</b> | <b>Average</b> |
|----------------|----------------------------|----------------|----------------|----------------|
| <b>Ccl2</b>    | 37.32 ± 2.56               | 29.14 ± 0.14   | 23.68 ± 0.70   | 30.05 ± 6.87   |
| <b>Ccl19</b>   | 1.72 ± 0.07                | 1.99 ± 0.05    | 2.30 ± 0.91    | 2.00 ± 0.29    |
| <b>Ccl20</b>   | 63.88 ± 5.00               | 87.50 ± 5.14   | 80.48 ± 3.15   | 77.29 ± 12.13  |
| <b>Ccr1</b>    | 9.75 ± 0.48                | 10.00 ± 0.59   | 21.34 ± 2.61   | 13.70 ± 6.62   |
| <b>Ccr3</b>    | 35.19 ± 2.76               | 39.61 ± 3.49   | 47.02 ± 1.15   | 40.61 ± 5.98   |
| <b>Ccr6</b>    | 38.75 ± 2.28               | 29.55 ± 0.29   | 39.13 ± 1.15   | 35.81 ± 5.42   |
| <b>Csf1r</b>   | 8.95 ± 0.70                | 8.62 ± 1.64    | 16.57 ± 0.32   | 11.38 ± 4.50   |
| <b>Cxcl1</b>   | 35.76 ± 0.70               | 38.13 ± 5.59   | 47.68 ± 1.64   | 40.52 ± 6.31   |
| <b>Cx3cl1</b>  | 8.88 ± 0.26                | 8.73 ± 1.07    | 10.97 ± 0.11   | 9.53 ± 1.25    |
| <b>Cx3cr1</b>  | 27.35 ± 2.68               | 39.04 ± 7.04   | 17.09 ± 0.34   | 27.83 ± 10.98  |
| <b>CD14</b>    | 30.60 ± 0.90               | 36.90 ± 1.63   | 27.25 ± 2.53   | 31.58 ± 4.90   |
| <b>CD33</b>    | 8.64 ± 0.55                | 7.20 ± 0.60    | 6.79 ± 0.56    | 7.54 ± 0.97    |
| <b>CD105</b>   | 40.81 ± 1.80               | 30.26 ± 3.26   | 43.05 ± 6.31   | 38.04 ± 6.83   |
| <b>CD133</b>   | 8.21 ± 0.56                | 8.29 ± 1.05    | 9.65 ± 0.28    | 8.72 ± 0.81    |
| <b>CD146</b>   | 1.99 ± 0.06                | 2.05 ± 0.46    | 4.78 ± 0.28    | 2.94 ± 1.59    |
| <b>Cdx-2</b>   | 0.97 ± 0.27                | 1.40 ± 0.02    | 1.36 ± 0.01    | 1.24 ± 0.24    |
| <b>C5ar1</b>   | 49.36 ± 6.03               | 35.93 ± 3.52   | 43.90 ± 2.37   | 43.07 ± 6.74   |
| <b>E2f1</b>    | 2.69 ± 0.05                | 1.97 ± 0.20    | 2.48 ± 0.17    | 2.38 ± 0.37    |
| <b>Hoxa4</b>   | 13.10 ± 3.55               | 15.01 ± 4.14   | 21.91 ± 2.14   | 16.67 ± 4.63   |
| <b>Il-10</b>   | 37.69 ± 2.22               | 43.53 ± 6.80   | 55.35 ± 2.17   | 45.52 ± 9.00   |
| <b>Il-15</b>   | 75.99 ± 6.70               | 71.32 ± 9.41   | 86.60 ± 5.09   | 77.97 ± 7.83   |
| <b>Ifngr1</b>  | 4.69 ± 0.05                | 5.26 ± 0.69    | 10.53 ± 1.44   | 6.83 ± 3.22    |
| <b>Irf7</b>    | 5.78 ± 0.71                | 4.44 ± 0.59    | 7.49 ± 0.07    | 5.90 ± 1.53    |
| <b>Itga9</b>   | 2.23 ± 0.41                | 2.84 ± 0.15    | 3.28 ± 0.30    | 2.78 ± 0.53    |
| <b>Lyve-1</b>  | 10.25 ± 1.90               | 9.68 ± 2.26    | 10.56 ± 0.52   | 10.16 ± 0.45   |
| <b>Maf</b>     | 4.08 ± 0.08                | 4.81 ± 0.16    | 4.25 ± 0.37    | 4.38 ± 0.38    |
| <b>Mafb</b>    | 16.68 ± 0.41               | 19.60 ± 3.63   | 35.26 ± 0.35   | 23.85 ± 9.99   |
| <b>Notch1</b>  | 2.60 ± 0.33                | 2.85 ± 0.17    | 2.22 ± 0.19    | 2.56 ± 0.32    |
| <b>Pax6</b>    | 11.04 ± 1.19               | 8.27 ± 0.65    | 8.20 ± 0.28    | 9.17 ± 1.62    |
| <b>Pecam-1</b> | 1.99 ± 0.08                | 1.84 ± 0.38    | 3.48 ± 0.12    | 2.44 ± 0.91    |
| <b>Pdpn</b>    | 102.42 ± 38.70             | 92.68 ± 9.97   | 99.04 ± 0.49   | 98.05 ± 4.95   |
| <b>Saa</b>     | 13.41 ± 0.01               | 17.10 ± 0.92   | 22.55 ± 0.22   | 17.69 ± 4.60   |
| <b>Six1</b>    | 49.92 ± 3.18               | 59.93 ± 1.47   | 75.85 ± 1.49   | 61.90 ± 13.08  |
| <b>Syk</b>     | 14.83 ± 0.73               | 23.92 ± 0.23   | 23.11 ± 1.02   | 20.62 ± 5.03   |
| <b>Tead2</b>   | 77.24 ± 13.56              | 70.85 ± 9.69   | 58.15 ± 7.96   | 68.75 ± 9.72   |
| <b>Tie2</b>    | 2.31 ± 0.06                | 1.73 ± 0.38    | 1.67 ± 0.22    | 1.90 ± 0.35    |

|                |              |               |               |               |
|----------------|--------------|---------------|---------------|---------------|
| <b>Tlr2</b>    | 5.24 ± 0.15  | 4.86 ± 0.05   | 8.57 ± 0.92   | 6.22 ± 2.04   |
| <b>Tlr4</b>    | 18.07 ± 0.71 | 18.51 ± 0.45  | 29.90 ± 2.20  | 22.16 ± 6.71  |
| <b>Vegfr-1</b> | 5.37 ± 0.60  | 3.17 ± 0.69   | 5.12 ± 0.28   | 4.55 ± 1.20   |
| <b>Vegfr-2</b> | 10.37 ± 0.10 | 18.84 ± 4.48  | 27.57 ± 0.27  | 18.93 ± 8.60  |
| <b>Vegfr-3</b> | 7.76 ± 0.19  | 8.04 ± 0.55   | 12.69 ± 0.31  | 9.50 ± 2.77   |
| <b>Vegfc</b>   | 98.48 ± 6.75 | 105.65 ± 9.82 | 105.08 ± 3.09 | 103.07 ± 3.99 |
| <b>Vegfd</b>   | 1.91 ± 0.08  | 3.45 ± 0.42   | 2.94 ± 0.60   | 2.77 ± 0.78   |

<sup>^</sup> Results are presented as fold-increases in nab-PXL treated monocytes relative to monocytes treated only with CSF1. Each target was analyzed in triplicate and mean ± SEM is presented.

How the deposited data were processed for this re-analysis (not part of the article)

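RT-qPCR of CD14+ human monocytes treated with CSF1 alone, LPS, HMGB1 or nab-PXL was re-analysed from the values deposited by the authors, 12 samples in 4 treatments of 3 repeats. Samples were assigned to treatments from their labels and the paper, whose values of dose and duration were used where the labels differ from them. Experiments on mouse cells, flow cytometry and staining were not analysed here, apart from the mouse fold changes that the paper prints in its supplement. The paper names a further deposited series beside the one used here, whose values were not analysed here. A target said to be missing is missing from the series used. Repeats of a treatment were not matched to repeats of another, as the paper names no pairing. A check of the repeat numbers is given with the alternatives.

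One table holds Ct values, not normalized, with undetermined reactions marked as such. The other deposited table holds fold changes (a ratio to CSF1 alone), which the authors computed by the comparative Ct method with β-actin as the reference. For 141 of 147 targets the values were found to follow from the Ct table when the mean β-actin Ct of the treatment is subtracted. The Ct table was used for every reported value, since the repeats of the fold changes leave out the variation of β-actin. No probe or read counts exist for this assay, so its precision is given by the spread between repeats. The median SD between repeats was 0.0540 cycles or less in each treatment.

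The β-actin Ct of each sample was subtracted, and the negative of the result was fitted with limma 3.58.1 in R 4.3.3 with 1 coefficient per treatment for 148 targets, using moderated variances without trend. Each ligand was compared with CSF1 alone and with each other ligand. P-values were adjusted by the Benjamini-Hochberg method over the targets of a comparison, with a threshold of 0.05. β-actin and CXCR2, undetermined in every sample, were left out. A fold change is the mean over repeats of 2 raised to the log2 difference from the mean of the CSF1 repeats. A target was counted above 50-fold when this mean exceeded 50. The lists of Table 1 were compared by an exact permutation test over all 19448 splits of the genes, two-sided. Human and mouse log2 fold changes were correlated with permutation tests of 100000 draws. These steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

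Genes named in the text are those of Table 1, Figs 4, 5 and 7 and the results on this array, together with TLR4, CD14 and β-actin, the 5 targets with the largest and the 5 with the smallest change for each ligand among those past the threshold whose repeats do not overlap CSF1 alone, and targets outside S3 Table past the threshold for all 3 ligands. They make 71 genes. Exceptions are marked as chosen after their values were seen. Some of these genes are not reported here.

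The alternatives were the median Ct of all targets as the reference, no reference, targets with a mean Ct under 35 in CSF1-treated cells or in at least one treatment, undetermined values set to 40, each repeat left out in turn, the repeat number as a block, fits of 2 treatments alone, the trend option of limma, a minimum of 2-fold, the difference of means in place of medians, every repeat over 50-fold, and the mouse values of S5 Table. Further ones were added later and are marked as such.

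The procedure was tested on simulated data with 148 targets of known change in 50 sets. It recovered 98.8% of the 26 targets changed by 1 log2 unit and 96.4% of the 24 changed by 0.5, with 2.81% of its calls on unchanged targets, and it called a mean of 0.06 targets where nothing changed. The simulation treats repeats as independent, which the decimals shared between targets and the unknown kind of repeat leave unproven.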

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

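The tests in this part were chosen after the results were seen.

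TIE1 was singled out because it is a target of the files that the paper does not report on, and its level with each ligand lay above that with CSF1 alone. Its log2 fold change was 0.94 with LPS (adjusted p = 1.23e-09 from limma), 0.19 with HMGB1 (adjusted p = 0.00587) and 0.16 with nab-PXL (adjusted p = 0.0153), with 3 of 3 repeats higher for each. Relative to the median Ct of all targets TIE1 fell with each ligand, as does every target that rises less than this median. The paper gives values for TIE2, which the files do not list. The fold change of TIE1 lies within the S.E.M. that the paper gives for TIE2 with all 3 ligands, a count of 3 of 3 for the explanation that the TIE1 row holds the values the paper gives as TIE2. The values are thus consistent with a difference in naming between the paper and the files. Which of the genes was measured cannot be read from the values. The paper's list of human primers holds a pair for TIE2 and none for TIE1, which argues for a TIE2 assay. That list also lacks IL19, a target of the files, so it does not settle the question. An effect of the ligands on TIE1 itself stays open and untested.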

How the results depend on the processing

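The counts over other splits of the samples, the restriction to targets that share no repeat decimals, the use of the deposited fold changes, TIE1 counted as TIE2, and the repeats left out of the comparison with mouse and of the count above 50-fold with all ligands were chosen after the results were seen, and the other alternatives were set before the data were examined.

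The number of targets past an adjusted p of 0.05 stayed within 1.5 times the reported count under every alternative for the comparisons with CSF1 alone, except the restriction to targets that share no repeat decimals. With the median Ct of all targets as the reference, the counts were 146 for LPS, 143 for HMGB1 and 144 for nab-PXL, but 59, 57 and 62 of these were higher and 87, 86 and 82 lower, where β-actin as the reference gave 144, 142 and 142 higher. Between ligands, the same reference gave 125 targets for LPS and HMGB1 (59 higher with LPS, 66 lower), 132 for LPS and nab-PXL (51 higher, 81 lower) and 121 for HMGB1 and nab-PXL (49 higher with HMGB1, 72 lower). A constant taken from every target of a sample moves all of them alike, so this shift follows from the construction of the reference. A minimum of 2-fold left 134, 122 and 122 targets against CSF1 alone, and between ligands 60 for LPS and HMGB1, 87 for LPS and nab-PXL, and 58 for HMGB1 and nab-PXL (34 higher with HMGB1, 24 lower). Among the 67 tested targets that share no repeat decimals, 66 changed with LPS, 64 with HMGB1 and 66 with nab-PXL, and 60, 64 and 59 differed between LPS and HMGB1, LPS and nab-PXL, and HMGB1 and nab-PXL (29 higher with HMGB1 and 30 lower in the last), counts that are lower because fewer targets were tested. Across the 12 fits that each left out one repeat, the counts ran from 145 to 147 for LPS, from 143 to 146 for HMGB1, from 144 to 146 for nab-PXL, from 128 to 133 for LPS and HMGB1, from 138 to 145 for LPS and nab-PXL, and from 130 to 140 for HMGB1 and nab-PXL.

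For each of the 6 counts, 1 of the 10 splits of the 6 samples into 3 and 3, the real split, gave as many targets past the threshold (from 131 to 146), and each of the other 9 gave 0. With 10 splits the share cannot be below 10%, so the share of splits alone cannot decide. Simulated sets in which nothing changed gave a mean of 0.06 targets.

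With the repeat number as a block in the model, the counts were 148, 145 and 145 against CSF1 alone, and 133, 145 and 140 between ligands. The repeat numbers were checked for pairing, and the residuals of samples with the same number in different treatments had correlations from -0.217 to 0.122 across targets (median 0.018 over 18 pairs of samples), against -0.139 to 0.157 for different numbers. The numbers thus do not pair the samples.

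The median log2 fold change of all targets moved with the reference from 3.92 to -0.52 for LPS, from 3.08 to -0.52 for HMGB1 and from 2.42 to -0.63 for nab-PXL. Among targets with a mean Ct under 35 in CSF1-treated cells it was 3.75, 2.86 and 2.28, among those under 35 in at least one treatment 3.99, 3.13 and 2.52, and among those that share no repeat decimals 4.19, 3.13 and 3.25. For HMGB1, where the SD over repeats is 0.02, the raw Ct gave 3.03, undetermined values set to 40 gave 3.04 and the deposited fold changes gave 3.12. Leaving out one repeat at a time gave 3.88 to 3.97, 3.04 to 3.14 and 2.38 to 2.46. Beyond the targets left in, the cause of these shifts was not tested.

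The lymphatic-specific genes had a larger median rise than the blood vascular-specific genes under every alternative run, by 0.08 at the least, with HMGB1 and a mean Ct under 35 in CSF1-treated cells. The exact permutation test passed 0.05 for all 3 ligands with the difference of means (2.74, 2.60 and 2.76) and with TIE1 counted as TIE2 (2.40, 2.15 and 2.02, p between 0.00848 and 0.0291, adjusted over the ligands between 0.0213 and 0.0291). It also passed for nab-PXL among genes with a mean Ct under 35 in CSF1-treated cells (1.37, exact permutation test, p = 0.0117, adjusted 0.0350), where the difference with LPS was 0.72. The differences ran from 1.72 to 2.27 for LPS, from 1.74 to 2.16 for HMGB1 and from 1.84 to 1.96 for nab-PXL with one repeat left out at a time, and for LPS the p-value was under 0.05 without the first or the second CSF1 repeat (2.24 and 2.27, exact permutation test, p = 0.0312 and 0.0294), but not once adjusted over the ligands (0.0754 and 0.0625). The reference moves both lists alike and left the differences as they were. No value could be had among targets that share no repeat decimals, since all of these genes share them. Why the choice of summary decides the threshold was not tested. The lists come from Table 1, which reports these same data, so these p-values describe the lists only.

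The share of cytokines and receptors above 50-fold moved with the median Ct of all targets as the reference to 0% for LPS and HMGB1 and 1.47% for nab-PXL. With a mean Ct under 35 in CSF1-treated cells it was 39.7%, 12.1% and 13.8%, and with every repeat required to exceed 50-fold it was 42.6% for LPS and 11.8% for nab-PXL. Under 35 in at least one treatment, HMGB1 had 16.7%. Among targets that share no repeat decimals, LPS had 50.0% and HMGB1 18.5%. The deposited fold changes gave 14.7% for HMGB1 and 16.2% for nab-PXL, which exchanged the order of these ligands through CCR1. Leaving out one repeat at a time gave 44.1% to 45.6%, 16.2% throughout, and 13.2% to 14.7%. Without the first CSF1 repeat, the receptors above 50-fold with all 3 ligands were 1 in place of 2, as IFNGR fell to 49.2 with nab-PXL.

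The pairs of cytokines and receptors kept their difference under each change of reference. With the deposited fold changes, the difference between CCL3 and CCR1 reversed to 0.82 with HMGB1 and -0.44 with nab-PXL, and that between IL-10 and IL10R moved to 0.74 with nab-PXL, which are pairs with a receptor whose deposited values depart from the Ct values. With one repeat left out at a time, the differences for LPS, HMGB1 and nab-PXL ran from 2.89 to 2.99, from 3.96 to 4.04 and from 4.11 to 4.20 for IL-3 and IL3R; from 0.58 to 0.67, from -1.03 to -0.94 and from 1.33 to 1.41 for CCL3 and CCR1; from 0.12 to 0.20, from -1.91 to -1.78 and from 1.55 to 1.67 for IL-10 and IL10R; from 0.93 to 1.04, from -0.56 to -0.45 and from -0.94 to -0.83 for CCL20 and CCR6; from -6.83 to -6.71, from -5.86 to -5.75 and from -3.68 to -3.55 for PDGFB and PDGFRA; and from -3.45 to -3.40, from 0.72 to 0.75 and from -3.59 to -3.52 for CCL5 and CCR3. Spearman's rho of human and mouse fold changes ran from 0.482 to 0.511 in the same way.

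Of the 213 log2 fold changes of the 71 named genes, 78 reversed when the median Ct of all targets was the reference, 2 became weaker and 3 stronger. In log2 units, the values of the targets that changed sign with every ligand were, for LPS, HMGB1 and nab-PXL, those of ANGPT2 (-0.52, -0.0867 and -0.67), CD34 (-1.69, -1.06 and -1.04), NRP2 (-2.08, -2.68 and -1.64), VEGFB (-0.67, -0.34 and -0.91), KDR (-0.44, -1.23 and -1.72), PECAM1 (-2.92, -1.39 and -1.99), FLT1 (-1.55, -2.13 and -2.10), ETS1 (-3.12, -3.11 and -2.28), EPAS1 (-2.71, -2.27 and -2.60) and HIF1A (-1.80, -1.40 and -2.41), and those of NR2F2 (-1.74, -1.86 and -0.65), FOXC2 (-1.46, -0.78 and -0.81), VEGFD (-0.72, -2.03 and -1.76), PROX1 (-2.81, -2.19 and -1.77), IFNG (-0.98, -0.56 and -1.37), PDGFB (-3.55, -2.74 and -2.64), IL3R (-2.39, -3.22 and -2.39), PROM1 (-0.84, -0.78 and -0.86), IL17A (-4.13, -3.42 and -2.61), KLF2 (-3.81, -3.21 and -2.79) and TIE1 (-3.51, -3.41 and -2.89). With nab-PXL, targets that did not change sign with every ligand but did here were ANGPT1 (-0.88), FLT4 (-0.85), CCL5 (-0.27) and CX3CL1 (-2.05). With LPS, targets that did not change sign with every ligand but did here were SOX18 (-0.12), CCL5 (-1.37), CDX2 (-0.26), LCP2 (-4.18) and CXCL5 (-3.81). With HMGB1, targets that did not change sign with every ligand but did here were IL1B (-0.23), IL10 (-0.47), CCR3 (-0.71), CD14 (-0.19), CX3CL1 (-3.39) and LCP2 (-3.37). These changes of sign follow from the shift of the median itself. Without the reference, 1 of the 213 was weaker and 3 stronger. A block and the fit of 2 treatments alone each made 2 stronger, both of them the equal values of CCL1 and CEBPG. The deposited fold changes made 1 of 210 weaker and 2 stronger, and a minimum of 2-fold made 28 weaker. Of 2556 values with one repeat left out, 7 were weaker, 7 stronger and 1 reversed. This was CX3CL1 with HMGB1, which ran from -0.17, without the third HMGB1 repeat, to 0.42 and whose HMGB1 repeats have an SD of 0.625 cycles. The trend option of limma changed none of them.

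In CSF1-treated cells, 19 targets had a mean Ct of 35 or later, among them CD105, PDPN, VEGF-C, ITGA9 and VEGFR-3. The median SD between repeats was 0.0643 cycles at such Ct values in any treatment against 0.0493 between 30 and 35 and 0.0513 below 30, with upper quartiles of 0.0723, 0.0702 and 0.0681. Whether a late Ct limits the fold changes was not tested.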

Differences from the paper's values

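All alternatives named here except the deposited fold changes were set before the data were examined.

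The fold change of VEGFR-3 (FLT4) was 49.3 with LPS, 14.4 with HMGB1 and 4.61 with nab-PXL, where the paper's values are 142.42, 115.38 and 73.69 in Table 1 and 142.70, 115.68 and 73.21 in S3 Table. None of the alternatives, the deposited fold changes included, closed the gap.

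For HIF2A (EPAS1), the fold change was 3.33 with LPS and 2.52 with HMGB1, where the paper's values are 6.40 and 4.46 in Table 1 and 6.25 and 4.61 in S3 Table. For HIF1A it was 6.25 and 4.61, where the paper's values are 3.40 and 2.44 in Table 1 and 3.33 and 2.52 in S3 Table. With the deposited fold changes, chosen after seeing the values, HIF2A was 6.25 and 4.61 and HIF1A 3.32 and 2.52, which no longer differ from the paper's. Without the first CSF1 repeat HIF1A was 4.88 with LPS and 3.59 with HMGB1, within the limit of difference for both of the paper's tables, and without the second CSF1 repeat it was 3.76 with HMGB1, within that limit for S3 Table. Without the third CSF1 repeat HIF1A moved further from the paper's values. Its log2 fold change rose from 2.64 to 3.295 with LPS and from 2.20 to 2.855 with HMGB1. No other alternative closed the gap for HIF1A, and of those set before the data were examined none did for HIF2A.

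The target CXCL8 had fold changes of 70.0, 54.8 and 32.2 with LPS, HMGB1 and nab-PXL, where the paper's values for CXCL8 in S3 Table are 34.99, 10.02 and 3.17. With the median Ct of all targets as the reference the value with nab-PXL was 3.89, within the limit of difference. For LPS and HMGB1 no alternative closed the gap. S3 Table also lists IL-8, another name of this gene, with values that do not differ from those of the files.

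CCR1 had a fold change of 65.6 with HMGB1 and 18.9 with nab-PXL, where the paper's values in S3 Table are 18.73 and 66.29. IL10R (IL10RA) with nab-PXL had 17.0, where the paper's value is 31.33. The deposited fold changes, chosen after seeing the values, are 18.73 and 66.29 for CCR1 and 31.33 for IL10R. None of the alternatives set before the data were examined closed these gaps.

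CCR6 with nab-PXL had a fold change of 87.0, where the paper's value is about 53 in Fig 4F, read by eye. PAX6 with nab-PXL had a fold change of 70.2, where the paper's value is about 2.1 in Fig 7B, read by eye. S3 Table prints 87.05 for CCR6 and 70.23 for PAX6, which do not differ from the values here. No alternative closed the gap to either figure.

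Of 444 values of S3 Table that could be compared, 426 lie within 5% of those from the Ct values and 13 differ as above. Of 75 values of Table 1, 7 differ. CXCR2, for which S3 Table prints fold changes, could not be compared, as it was undetermined in every sample of the files.

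The paper ranks CCL20 and CCL3 with CXCL1 as the cytokines most induced by all ligands. In the files CCL19 exceeded both with each ligand, at fold changes of 206, 162 and 78.8, and equals E2F1 in every sample. PDGFB and CCL1 are described as least upregulated in all treatments, whereas CXCL5 was lower than both with HMGB1 and nab-PXL, CX3CL1 with LPS, and IL17A lay below PDGFB with LPS and HMGB1. Both rankings of cytokines cite Fig 4, which depicts selected targets, while the values here come from all 35 cytokines with Ct values. The paper's text counts part of the mouse targets as downregulated in both strains, whereas the averages printed in S4 and S5 Tables are above 1 for all 42 targets shared with the files. VEGF-D is called the least responsive gene in human cells, where human and mouse cells are compared with nab-PXL. Among the 42 shared targets, VEGFR-1, CX3CL1, PECAM1 and CX3CR1 had smaller fold changes than VEGF-D in human cells with nab-PXL. The fold changes of VEGF-D, 13.3, 2.96 and 2.46 with LPS, HMGB1 and nab-PXL, ranked 67, 41 and 39 from the smallest of 148 targets, and PROX1 had 3.11, 2.66 and 2.44.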

Other observations

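The tests in this part were chosen after the results were seen.

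Repeats of different targets carried the same decimals more often than random values would. In 138 pairs summed over the 4 treatments, all 3 repeats of a target had the decimals of all 3 repeats of another, where 1000 random draws gave at most 9, which argues against chance. Of these pairs 102 were a whole number of cycles apart, which argues against one assay listed under different names, while 2 pairs of targets, CCL1 with CEBPG and CCL19 with E2F1, had equal Ct values in all 12 samples, for which a double listing cannot be told apart from another origin. Of 41 pairs that shared decimals in at least 2 treatments, the distance differed between treatments in 32, which argues against a fixed offset. At least 24 different patterns of the 3 repeats were found among the sharing targets of each treatment, which argues against a shift of a whole plate. In 12 pairs the sharing extended over all 4 treatments. The Ct values of CX3CL1 also recur, repeat by repeat, in CX3CR1 under other treatments, those with CSF1 alone, LPS, HMGB1 and nab-PXL being the values of CX3CR1 with HMGB1, CSF1 alone, nab-PXL and LPS. They make 4 of 6 cases in which repeats recur between treatments in different targets, where 1000 random draws gave at most 3 in all. How the values came to share digits stays open. No biological explanation was tested. Among the targets that share none within a treatment, CX3CL1 and CX3CR1 included, 66 of 67 changed with LPS, so the number of changed targets does not rest on the sharing targets, whereas no statement on the lymphatic-specific and blood vascular-specific genes of Table 1 can be made without them.

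Nearly every target of the array rose against β-actin with each ligand. Less β-actin transcript after the ligands, acting alone, would leave the raw Ct values without a fall, but they fell by a median of at least 2.36 cycles. More RNA in the reactions, acting alone, would move β-actin as well, but its Ct moved by 0.0633 at most. Each explanation was tested alone, so more RNA together with less β-actin transcript is not excluded. A control Ct near the end of the run would remove the rise among targets with an earlier control Ct, but their smallest median log2 fold change was 2.28. With β-actin as the only reference gene of the files, a change that spares β-actin and shifts all other reactions stays open, as does the biological explanation that the ligands raise most of the genes chosen for this array. The latter is a hypothesis and may be tested with further reference genes.

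CCR1 has deposited fold changes for HMGB1 and nab-PXL that differ from those of its Ct values. After an exchange of the ligands in one of the files, the largest gap was 0.0168 log2 units, consistent with exchanged values. After an exchange of HIF1A with EPAS1, the largest gap between the files was 0.00238 log2 units, likewise consistent with exchanged rows. Which of the files carries the exchange cannot be read from them. No biological explanation was tested.

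The Ct values give the printed fold changes of 6 genes of Table 1 (E2F1, ANG1, ETS1, SOX18, COUPTF2 and FOXC2) when the β-actin term is left out and not when it is included. The count of 6 is consistent with fold changes printed without the beta-actin term for these genes. The change is small, since β-actin moved little. No biological explanation was tested.

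The paper's fold changes of VEGFR-3 exceed those from the Ct values by 1.53 log2 units with LPS, 3.00 with HMGB1 and 4.00 with nab-PXL.

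CD14 is shown in Fig 3 as protein lost between the first day of culture and the last day of differentiation with LPS. The transcript was compared between each ligand and CSF1 alone at the same time, a different baseline, so both results can hold. Its transcript in the files was higher with each ligand than with CSF1 alone, at fold changes of 23.8 ± 1.11 (SD, n = 3) with LPS, 10.6 ± 0.552 with HMGB1 and 9.76 ± 0.272 with nab-PXL. Relative to the median Ct of all targets, it changed by 0.13, -0.19 and 0.24. CD14 shares repeat decimals with KLF2 and PROX1.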
